# Retrograde movements determine effective stem cell numbers in the intestine

**DOI:** 10.1038/s41586-022-04962-0

**Published:** 2022-07-13

**Authors:** Maria Azkanaz, Bernat Corominas-Murtra, Saskia I.J. Ellenbroek, Lotte Bruens, Anna T. Webb, Dimitrios Laskaris, Koen C. Oost, Simona J.A. Lafirenze, Karl Annusver, Hendrik A. Messal, Sharif Iqbal, Dustin J. Flanagan, David J. Huels, Felipe Rojas-Rodríguez, Miguel Vizoso, Maria Kasper, Owen J. Sansom, Hugo J. Snippert, Prisca Liberali, Benjamin D. Simons, Pekka Katajisto, Edouard Hannezo, Jacco van Rheenen

## Abstract

Morphology and functionality of the epithelial lining differ along the intestinal tract, yet tissue renewal at all sites is driven by stem cells at the base of crypts^1–3^. Whether stem cell numbers and behaviour vary at different sites is unknown. Here, we show by intravital microscopy that despite similarities in the number and distribution of proliferative cells with an *Lgr5* signature, small intestinal (SI) crypts contain twice as many effective stem cells as large intestinal (LI) crypts. We find that, although passively displaced by a conveyor belt-like upward movement, SI cells positioned away from the crypt base can function as long-term effective stem cells due to Wnt-dependent retrograde cellular movement. By contrast, the near absence of retrograde movement in the LI restricts cell repositioning, leading to a reduced effective stem cell number. Moreover, upon suppression of the retrograde movement in the SI, the number of effective stem cells is reduced, and the rate of monoclonal conversion of crypts is accelerated. Together, these results show that effective stem cell number is determined by active retrograde movement, revealing a new channel of stem cell regulation that can be experimentally and pharmacologically manipulated.

## Introduction

The intestinal tract consists of multiple compartments with different functions, together ensuring digestion and uptake of nutrients, absorption of water and expelling remainders of food intake. The **small intestine** (**SI**) comprises villi that project into the gut lumen and crypts that invaginate into the mucosa. The **large intestine** (**LI**), comprising the caecum and colon, has a similar crypt architecture to the SI, but lack luminal-projecting villi. In both regions, mitotic stem cell zones form at the bottom of crypts with more differentiated epithelial cells positioned towards the gut lumen. The entire intestinal tube is lined with a single layer of epithelial cells that gets renewed every few days. This high turnover has been shown to be the consequence of dividing stem cells that compete neutrally for niche space at the base of each crypt^1,2^. Following each stem cell division, one cell becomes displaced upwards along the crypt-lumen axis to differentiate into specialized cells such as goblet cells and enterocytes. Markers, including **Leucine-rich repeat-containing G-protein coupled receptor 5** (**LGR5**), have been associated with stem cell activity^3^. However, such markers do not necessarily label all or exclusively cells that have the potential to form clones that persist over the long-term^4^–^8^, considered here as the defining property of **effective stem cells**. Using short-term intravital microscopy, we have previously shown that not every Lgr5^+^ cell has the same survival potential and therefore to act as a long-term effective stem cell^9^. Compared to Lgr5^+^ cells positioned at the base of crypts, Lgr5^+^ cells further away are more susceptible to passive displacement and subsequent loss, and therefore have a lower chance to form clones over the long-term^9^. However, the distance from the crypt base at which cells have a realistic chance to function as long-term stem cells, i.e. the number of effective stem cells, is currently unknown due to technical constraints in intravital microscopy that prohibit the same clone to be followed over several weeks. In addition, it is unknown whether stem cells behave similarly in the SI and LI, since intravital microscopy has mainly been focused on the SI. Here, we used newly-developed intravital microscopy techniques that facilitate monitoring of clones over multiple weeks in the SI and LI. By combining this analysis with 2D biophysical modelling of the stem cell dynamics, we reveal that the number of effective stem cells in crypts differ for SI and LI, and that this is determined by the degree of Wnt-driven retrograde cell movements.

## Results

### Characteristics of SI and LI crypts

To determine which cells act as effective stem cells in the SI and LI, we first looked at the total pool of Lgr5^+^ cells at the crypt bases of Lgr5eGFP-Ires-CreERT2 mice at both sites (Fig. 1a,b). The height of the Lgr5 zone is smaller in the LI than the SI, whilst the diameter of the crypt in the LI is larger than the SI (Fig. 1c,d). In both SI and LI crypts, Lgr5^+^ cells are distributed over ~4 rows, with ~5 cells per row (Extended Data Fig. 1a, Fig. 1b). In both the SI and LI crypts, Lgr5 expression is the highest for cells positioned at rows 0 and 1, and intermediate for cells positioned at rows 2 and 3, defined respectively as centre and border Lgr5^+^ cells (Fig. 1e,f). Cells positioned beyond rows 3 express low levels of Lgr5 (Fig. 1b). In both SI and LI crypts, the centre and border regions contain comparable numbers of Lgr5^+^ cells (Fig. 1g), with a total of approximately 22-24 Lgr5^+^ cells per crypt (Fig. 1g).

To test for potential differences in transcriptional level or colony-forming capacity, we isolated Lgr5^+^ cells from the centre, border and the region beyond the border (row >3) from both SI and LI crypts based on their Lgr5 expression by flow cytometry (Extended Data Fig. 1b). 

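Cells of *Lgr5-eGFP-IRES-CreERT2* mice, which carry GFP under the control of the *Lgr5* locus, were sorted as EPCAM-positive cells with high, medium or low GFP, which the paper takes as centre, border and row >3 Lgr5+ cells. RNA was sequenced from each of the 3 levels in SI and LI, with 3 replicates per group, which gave 18 libraries in 6 groups. The SI segment that was used and the mouse behind each replicate number are not given in the sources used here. Libraries were made with a stranded SMART-Seq kit from at least 270 pg of RNA and sequenced as paired reads of 100 nt. The authors trimmed the reads, aligned them to mm10 and counted them per gene with STAR, and they deposited the raw counts of each library together with counts divided by 1 size factor per library. The annotation release and the strand used for counting are not given in the sources used here, so values of genes that overlap another gene are uncertain. Between 8312093 and 31940965 reads per library were counted on genes, with a median of 21934850. In the SI, the medians were 22176729 for centre, 14340229 for border and 26279704 for row >3 cells, and the lowest total was in a border library. In the LI, they were 23306352, 21430613 and 23103908. Of the 43346 genes in the count table, the 26717 with a mean count above 0 were tested, which is the filter in the paper's methods. Counts were scaled by edgeR's TMM method, and the 6 groups were compared in 1 fit with edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. The mean and SD of a gene are given on the authors' normalised counts. Ribosomal RNA genes of the mitochondria, *mt-Rnr2* and *mt-Rnr1*, with *Gm23935*, *Gm26917* and *Yam1* took between 28.9% and 41.1% of the counts of a library.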

As expected, we observed differences in the transcriptional profile between centre and border Lgr5^+^ cells within SI and LI crypts and more profound differences between the two intestinal sites (Fig.1h, Extended Data Fig. 1c,d). 

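Border and centre Lgr5+ cells of the SI differed in 3 genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all 3 higher in border cells, and 2399 genes had an unadjusted p under 0.05. The count moved most when the replicate number was fitted as a block within each site, which gave 620 genes, 415 higher and 205 lower in border cells, including the same 3. Without SI centre replicate 1, 2 or 3, the count was 0, 0 and 319. Without SI border replicate 1, 2 or 3, it was 0, 172 and 8. DESeq2 on the same 18 libraries called 209 genes. In the LI, edgeR's test called 0 genes between border and centre cells, with 368 at an unadjusted p under 0.05, and DESeq2 called 0, with 268. Those 368 are 1.38% of the genes, fewer than a level of 0.05 gives without any change. Each of these fits shares the spread of a gene over all 6 groups, so the 0 does not show that the LI groups are alike. A DESeq2 fit on the LI centre and border libraries alone, chosen after the data were seen, called 7 genes, or 128 with the replicate number as a block. Sizes of change were taken over 11444 genes with a mean log2 CPM (counts scaled to the library total times its TMM factor) above 1. The median absolute log2 fold change between border and centre cells was 0.24 in the SI and 0.11 in the LI. The difference between the sites in this contrast was itself tested, and edgeR called 0 genes for it, with 708 at an unadjusted p under 0.05, while DESeq2 called 2, with 712. edgeR called 23 without SI centre replicate 3.

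Between the sites, centre cells differed in 532 genes, 317 higher and 215 lower in the SI. Scaled by library size only, 281 genes were higher and 336 lower. Without SI centre replicate 1, 2 or 3, the total was 193, 210 and 1230, and without LI centre replicate 1, 2 or 3 it was 340, 180 and 180. Border cells of SI and LI differed in 468 genes, 308 higher and 160 lower in the SI, and in 1141, 615 higher and 526 lower, with the replicate number as a block over all libraries. The total of 468 became 190 without SI border replicate 1 and 863 without replicate 3, and 252, 138 and 141 without LI border replicate 1, 2 or 3. The median absolute log2 fold change between the sites was 0.30 in centre and 0.30 in border cells, over the same 11444 genes. Over all genes tested, the libraries of both groups did not overlap for 18.3% between the sites in centre cells and for 15.0% in border cells. Between border and centre cells this share was 8.75% in the SI and 5.44% in the LI. Chance gives at most 10% for 3 independent libraries against 3. It gives less where genes are at 0 in several libraries, and less between levels of a site, whose libraries of equal number deviate together. Shares under 10% are thus not shown to lie below chance. Of the variance of rlog values over the genes tested, 35.2% lay between the sites, 24.1% between the Lgr5 levels within sites and 40.7% between libraries of a group, where 5.88%, 23.5% and 70.6% would be expected from the degrees of freedom if neither site nor level changed any gene and all libraries were independent. Without replicate 3 in all groups, these shares were 50.1%, 31.0% and 18.9%, against 9.09%, 36.4% and 54.5%. The level of LI genes in SI replicate 3 was measured after the data were seen. Genes with at least 20 CPM (counts scaled to the library total times its TMM factor) in every LI centre library and at least 20 times the level of SI centre replicate 1 reached a median of 60.7% of their LI level in SI centre replicate 3 and 1.75% in replicate 2. In SI border replicate 3 the median was 85.9% and in replicate 2 it was 1.59%.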

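*Lgr5* (ENSMUSG00000020140) lies on chromosome 10 of GRCm38 (mm10) from 115450311 to 115587780. Its normalised count was 3959 ± 1423 (SD, n = 3) in centre, 1265 ± 982 in border and 159 ± 126 in row >3 cells of the SI. The 3 border replicates of the SI had 1610, 2028 and 157. In the LI it was 2359 ± 201, 1451 ± 249 and 287 ± 168. The log2 fold change of border over centre cells was -1.68 in the SI (between -2.24 without SI border replicate 2 and -1.15 without SI border replicate 3, standard error 0.76, adjusted p = 0.552 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.71 in the LI (standard error 0.74, adjusted p = 1 from the same test). The LI centre and LI border libraries did not overlap for *Lgr5*, which the sort on GFP from the *Lgr5* locus sets. The standard error of 0.74 comes from a spread shared by all 6 groups, not from the LI libraries alone, whose SDs were 201 and 249. DESeq2 on these 6 LI libraries with the replicate block, a fit chosen after the data were seen, gave -0.72 (adjusted p = 1.7e-10 from its Wald test, range over the alternatives up to 1). *Dnah6* (ENSMUSG00000052861, chromosome 6, 73017606 to 73221651) had a normalised count of 7.14 ± 10.8 (SD, n = 3) in SI centre and 174 ± 123 in SI border cells, a log2 fold change of 4.58 (from 3.95 without SI centre replicate 1 to 7.39 without SI centre replicate 3, standard error 0.71, adjusted p = 0.00663 from edgeR's quasi-likelihood test). *Tnc* (ENSMUSG00000028364, chromosome 4, 63959785 to 64047015) had 1.54 ± 1.41 and 93.9 ± 68.8, a log2 fold change of 5.75 (from 5.13 without SI border replicate 1 to 6.44 without SI centre replicate 2, standard error 0.92, adjusted p = 0.00663 from the same test). *Fabp1* (ENSMUSG00000054422, chromosome 6, 71199827 to 71205023) had 56.7 ± 51.7 and 592.5 ± 349.5, a log2 fold change of 3.36 (from 2.92 without SI centre replicate 2 to 4.35 without SI centre replicate 3, standard error 0.52, adjusted p = 0.0164 from the same test). All 3 genes were higher in every border library than in every centre library of the SI, and each was called in 3 of the 6 fits that left out 1 library.

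Of other stem cell markers and Wnt targets, *Ascl2*, *Smoc2*, *Axin2*, *Cd44*, *Ccnd1*, *Ephb2* and *Ephb3* had a log2 fold change below 0 between border and centre cells in both sites, from -1.35 for *Ascl2* to -0.10 for *Ephb2* in the SI and from -0.78 for *Smoc2* to -0.015 for *Ephb2* in the LI, and none passed the threshold. That DESeq2 fit on the groups compared only with the replicate block called *Smoc2* (adjusted p = 1.93e-10 from its Wald test), *Axin2* (5.8e-06), *Cd44* (4.63e-05) and *Ephb3* (9.03e-05) in the LI and *Cd44* (8.44e-05) in the SI, and without the block *Smoc2* in the LI (4.7e-05), where the adjusted p over the alternatives reached 1 for each. The sign for *Ephb2* in the LI changed without LI centre replicate 1 (0.039), LI border replicate 2 (0.026) or LI border replicate 3 (0.062), and that for *Ccnd1* in the SI without SI border replicate 3 (0.063). With the replicate number as a block within site, *Ascl2* in the SI had -1.36 (adjusted p = 0.0152 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, range over the alternatives 0.0152 to 1), *Ephb3* had -0.86 (adjusted p = 0.0254 from the same test, range 0.00531 to 1) and *Efnb2* had 1.73 (adjusted p = 0.00272 from the same test, range 1.17e-06 to 1, against 0.311 and a log2 fold change of 1.83 without the block). *Efnb3* in the SI had -1.73 (standard error 0.85, adjusted p = 0.563 from the same test), opposite in sign to *Efnb2*. The paper's text writes EphnB2 and EphnB3 and its legend and methods Ephrin B2 and B3, and values of *Ephb2*, *Ephb3*, *Efnb2* and *Efnb3* are given for that reason.

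*Abcg5* (ENSMUSG00000040505, chromosome 17, 84658234 to 84683011), whose span overlaps *Abcg8* on the other strand, had 457 ± 41.1 normalised counts (SD, n = 3) in SI centre and 1.76 ± 1.83 in LI centre cells. Its log2 fold change of SI over LI was 7.68 in centre cells (standard error 0.59, adjusted p = 9.36e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 7.93 in border cells (standard error 0.63, adjusted p = 1.91e-09 from the same test). *Abcc2* (ENSMUSG00000025194, chromosome 19, 43782192 to 43840740) had 661 ± 198 in SI centre and 10.2 ± 4.82 in LI centre cells, a log2 fold change of 6.02 (standard error 0.46, adjusted p = 1.04e-07 from the same test). *Ccl25* (ENSMUSG00000023235, chromosome 8, 4325210 to 4360020), whose span overlaps *Elavl1*, had 1825 ± 241 in SI border and 208 ± 37.4 in LI border cells, a log2 fold change of 3.08 (standard error 0.25, adjusted p = 2.37e-07 from the same test). *Btg2* (ENSMUSG00000020423, chromosome 1, 134075170 to 134079120) was lower in the SI, with 1031 ± 393 in SI centre and 3848 ± 48.3 in LI centre cells, a log2 fold change of -1.95 (standard error 0.26, adjusted p = 3.25e-04 from edgeR's quasi-likelihood test). *Nr4a1* (ENSMUSG00000023034, chromosome 15, 101254269 to 101274795) had 381 ± 97.5 in SI border and 1211 ± 355 in LI border cells, a log2 fold change of -1.72 (standard error 0.27, adjusted p = 0.00109 from the same test). These 5 genes passed the threshold in each of the 20 alternative settings run for them. From the profiles in Fig. 1h and Extended Data Fig. 1c,d, the paper states that centre and border Lgr5+ cells differed within both sites and that the sites differed more from each other.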

Similar results were found when we performed staining for other (stem cell) markers and Wnt targets *(Ascl2, Smoc2, Axin2, CD44, Cycd1, EphnB2* and *EphnB3)* (Extended Data Fig. 1e-g). Importantly, regardless of any molecular differences, centre and border Lgr5^+^ cells showed similar potential to form organoids in growth-factor rich medium (Fig.1i,j). This data suggest that Lgr5^+^ cells, regardless of their position within the crypt, have the potential to regain the full clonogenic capacity when exposed to factors from the stem cell niche.

In addition to the number of Lgr5^+^ cells and their intrinsic molecular and functional potential, the cell division rate and the position of proliferating cells are important for the dynamics of stem cell competition, since together they determine the rate at which stem cells are replaced in the niche. We compared the presence of proliferating cells in SI and LI crypts by quantifying the number of cells in S-phase (measuring short-term EdU incorporation) and the number of mitotic cells (positive for phospho-histone H3) (Fig. 1k-m). Our analyses revealed similar numbers of proliferating cells in the central crypt regions of the SI and LI (Fig. 1l,m). Moreover, we found that more cells in the border region of SI crypts were proliferating compared to those in the LI (Fig. 1l,m), resulting in a slightly higher fraction of proliferative cells in the SI overall. Of note, the proliferative zone above the Lgr5^+^ zone, known in the SI as the transit-amplifying zone, was significantly less pronounced in the colonic epithelium compared to the SI when assessed by BrdU incorporation (Extended Data Fig. 1h). Together, these results indicate that the spatial organization of Lgr5^+^ cells within crypts and their functional potential are overall comparable between the different intestinal compartments.

### Effective stem cell numbers in SI and LI

Since the crypt architecture, including the distribution of cells with the same potential to regain the full clonogenic capacity, was found to be similar, we next tested whether SI and LI crypts also contained similar numbers of effective stem cells. For this, we made use of our newly-developed repetitive intravital microscopy techniques that allowed us to trace the progenies of Lgr5^+^ cells at different positions within the crypt over several weeks. The vasculature in large overview images was used as a landmark to find the same region while higher resolution and more zoomed-in images of the patchy expression of GFP and sporadic distribution of confetti-coloured crypts were used to validate the successful tracing of regions of interest (Extended Data Fig. 2a,b). This approach allowed us to retrace the same crypts over multiple imaging sessions and enabled us to study the fate of individual Lgr5^+^ cells over periods of months (Fig. 2a,b).

Using the multiday imaging approach, we recorded the location of clones in crypt bases 48 hour after induction and traced their fate 8 weeks later in Lgr5eGFP-Ires-CreERT2;R26R-Confetti mice (Fig. 2a,b). Cells that gave rise to clones that persisted over the long-term were designated as effective stem cells (Fig. 2b, winner). Quantification of clone retention (i.e., the percentage of clones that remained present in the Lgr5^+^ zone) revealed that centre-derived clones were more likely to persist than border-derived clones, as expected based on previous studies^9^. Strikingly, in the LI, no border-derived clones remained in the stem cell niche 8 weeks after the onset of tracing while, in the SI, ~15% of border-derived clones continued to persist (Fig. 2c). Further dissection of different starting positions within the crypt bases revealed a gradient of positional advantage and clone retention probability, decreasing from centre to border (Fig. 2c,d), which was remarkably steeper in the LI compared to the SI (Fig. 2d). These results indicate that, in contrast to the SI, Lgr5^+^ cells in the border of LI crypts do not function as effective stem cells. Together, we conclude that, during homeostasis, SI crypts contain more effective stem cells than LI crypts.

### Modelling suggests retrograde movements

To better understand why LI border Lgr5^+^ cells do not function as effective stem cells whilst they have the intrinsic molecular and functional potential to do so, we turned to quantitative modelling. Previous studies have sought to model the neutral drift dynamics of clones around the crypt circumference using a minimal one-dimensional scheme^1^ in which the effective stem cell number was either unassigned, linked to Lgr5^+^ expression^2^, or fit using a continuous labelling strategy^10^. However, to understand how this effective stem cell number arises in the first place^11^, we explicitly modelled the two-dimensional organization and biophysical cellular dynamics of the intestinal crypt (see Supplementary Note, sections 1.1 and 2.1). In particular, we modelled individual crypts as regular two-dimensional cylindrical grids (denoting rows 0, 1, etc. as the cell position along the crypt-villus axis, with 5 cells per row, as measured in Extended Data Fig. 1a). In this model, cells undergo two core processes (sketched in Fig. 2e): 1) cell division at rate *k_d_* (with random division orientation), leading to the upward transfer of cells along the crypt-villus axis (i.e., **anterograde movement**); and 2) random cell relocation at constant rate *k_r_*, leading to the exchange of neighbouring cells either within or between adjacent rows, allowing for additional directed onward or **retrograde movement** towards the crypt base. In the absence of retrograde movement (termed the “deterministic conveyor belt” model), cells at row 0 would systematically “win” the competition over cells at rows >0, while non-zero values of *k_r_* (the “stochastic conveyor belt” model) allow for cells at higher rows to participate in the competition, and function as effective stem cells. Crucially, this model makes the generic prediction that the probability of long-term clone retention should decrease with the distance from the bottom of the crypt as a Gaussian-like distribution specifying a well-defined effective stem cell number that depends only on the dimensionless ratio *k_r_/k_d_* (i.e., the ratio of relocation and division rates, Supplementary Note, section 1.2).Thus, this modelling suggests that differences in retrograde movement (i.e., *k_r_*) could provide a mechanistic explanation of the differential fate of the border Lgr5^+^ cells in the SI and LI.

### Imaging retrograde movement intravitally

To test whether the difference of border Lgr5^+^ cells to function as effective stem cells is caused by differential retrograde movement in SI and LI crypts, we performed short-term multi-day intravital microscopy in living Lgr5eGFP-Ires-CreERT2;R26R-Confetti or Lgr5eGFP-Ires-CreERT2;R26-LSL-tdTomato mice. Injection of a low-dose of tamoxifen resulted in Cre-mediated recombination and activation of one of the Confetti colours or tdTomato, respectively – in individual Lgr5-expressing cells. Using intravital microscopy on consecutive days, we monitored cell movement and clonal evolution of cells originally located at central or border regions over time in both the SI and LI (Fig. 2f). Positions and clone persistence were determined and quantified (Fig. 2f and Extended Data Fig. 2c,d and Extended Data Figs. 3-6). As expected qualitatively from the model, retrograde movement of labelled cells was observed in crypts of the SI, but was near-absent in LI crypts (Fig. 2g). In line with the difference in retrograde movement, we confirmed the modelling predictions that clones started from positions away from the crypt base (at levels 2 and 3) in LI crypts are lost faster than their counterparts in SI crypts (Fig. 2c,d, Extended Data Fig. 2c,d).

### Wnt stimulates migration of Lgr5^+^ cells

Next, we aimed to determine the factors that drive retrograde cell movement. Recently, Wnt signalling has been shown to induce migration of intestinal stem cells in drosophila^12^. Wnt is implicated as one of the major niche factors to induce stem cell potential, and is produced by **Paneth cells** (**PCs**) and pericryptal stromal cells in SI crypts^13^. By contrast, LI crypts do not harbour PCs^13^. To test whether (PC-produced) Wnt has the potential to induce migration of Lgr5^+^ cells, we isolated Lgr5^+^ cells by flow cytometry. Next, we seeded these cells on ultra-low attachment round-bottomed plates and imaged their migration with confocal microscopy, as previously described^14^ (Supplementary Video 1). Interestingly, we observed that the mean square displacement of migratory cells was enhanced when cells were exposed to PC (Fig. 3a,b), an effect caused by both enhanced speed and directional persistence (Extended Data Fig 7). Importantly, this migration enhancement was abolished when the secretion of Wnt was inhibited by a **porcupine inhibitor** (**IWP2**) (Fig. 3a,b). These results suggest that PC-secreted Wnt can promote the migration of Lgr5^+^ cells. Indeed, when we directly stimulated Lgr5^+^ cells with exogenous Wnt, migration was enhanced even further (Fig. 3a,b, Extended Data Fig 7).

To further validate the induction of retrograde movement by Wnt, we decellularised the intestines from control and porcupine inhibitor-treated mice (Fig. 3c). Such decellularised extracellular matrix (dECM) scaffolds retain the original intestinal tissue architecture and multiple ECM bound factors that can provide positional cues guiding cell movement *in vivo*^15^ (Fig. 3c). Next, we seeded single Lgr5^+^ cells on top of these scaffolds and observed by live microscopy that individual cells displayed highest motility along the Z axis in crypts, an effect which was absent in villi (Fig. 3d, Supplementary Video 2). Moreover, cell motility along the Z axis was decreased specifically in the crypts of those scaffolds that were prepared from mice treated with the porcupine inhibitor LGK974 (Fig. 3d).

Lastly, we tested whether inhibition of Wnt release also blocks the retrograde movement that we observe *in vivo*. Previously, we have shown that reduced Wnt secretion upon treatment with low dose LGK974 results in a lower number of effective stem cells^16^. By re-analysing^16^ our intravital microscopy data, we indeed found that this change was correlated with a near-abolition of retrograde cell movement (Fig. 3e) as well as decreased clone retention (Fig. 3f), while the cell proliferation rate was hardly affected by LGK974 treatment (Extended Data Fig. 8a,b). When combined, in addition to its classical role as a promoter of self-renewal in the base of crypts, our data suggest that Wnt stimulates cell migration and mediates retrograde cell movement.

### Retrograde movement affects stemness

Our modelling and experiments suggest that Wnt-dependent retrograde movements enable border Lgr5^+^ cells to function as stem cells (i.e., to function as an effective stem cell). However, the extent of this effect and the long-term consequence of differences in retrograde movement (i.e., *kr)* on effective stem cell number in SI and LI crypts remained to be investigated quantitatively. The predicted Gaussian dependency of the probability of clone persistence as a function of initial position along the crypt-villus axis allowed us to define the number of effective stem cells in crypts (Fig. 2d), as the number of cells whose lineage has a significant probability to persist over the long-term (set above 5% for a given row, comprising *2σ* of the fluctuations, where σ^2^ ~ *k_r_/k_d_*, see Supplementary Note, section 1.2).

Consistent with this simple prediction, which did not depend on the decided implementation of retrograde movements in the model (Supplementary Note, section 1.4), the clonal persistence at 8 weeks post-induction as a function of starting position was well-fitted by a Gaussian function in both the SI and LI. From this fit (Fig. 2d and Supplementary Note section 2.2 for details), we obtained: *k_r_/k_d_=0.25* in the LI (95% CI: 0.05-0.55) and *k_r_/k_d_=2* in the SI (95% CI: 0.5-4.5).

Next, we estimated the consequence of differential *k_r_* on the number of effective stem cells, *N_s_* using the predicted relation (see Supplementary Note section 1.3 for details):

$$N_{s}\approx N_{g}(1+2\sqrt{\frac{k_{r}}{k_{d}}})$$

where *Ng* = 5 is the number of cells per row (Extended Data Fig 1a). This led to a figure of *Ns^SI^~19* effective stem cells per crypt in the SI (accounting for nearly all Lgr5^+^ cells) and only around *Ns^LI^*~10 effective stem cells per crypt (translating to the first two rows) in the LI.

To validate experimentally the consequence of retrograde cell movement on the number of effective stem cells, we compared the evolution of clone retention as a function of starting position to predictions from numerical simulation and analytical theory, using the same values of *k_r_/k_d_* inferred above. For the short-term dynamics, the proliferation rate *k_d_* also enters in the prediction, setting the overall time scale of the dynamics, with its inferred value broadly consistent with EdU data despite some variations between best-fit value between conditions, which could be related to short-term biases during lineage-tracing (see Supplementary Note section 1 and Extended Data Fig. 9a-g for details). These results provided a good quantitative agreement at every time point for both the SI and LI (Extended Data Fig. 9h,i). In addition, the model and data showed an excellent quantitative agreement (see Supplementary Note section 2 for statistics) for the retrograde movement of clones, indicating that (differences in) both short- and long-term dynamics in the SI and LI can be captured by our model (Extended Data Fig. 9j-m). Thus, the analysis of the short-term dynamics corroborates the findings of long-term lineage data and the values of *k_r_/k_d_* extracted above, confirming experimentally that the retrograde movement determines the effective stem cell number in SI and LI crypts.

Next, we perturbed retrograde movement by inhibiting Wnt signalling using the porcupine inhibitor LGK974. Fitting the model to the dynamics of clone retention as a function of starting position confirmed that LGK974 treatment decreased *k_r_/k_d_* to 0.4 (95% CI: 0.-1), resembling the value found in the LI during homeostasis. As well as providing a good fit of the clone retention dynamics (Fig. 3g), this ratio also predicted the rate of movement of clones between centre and border compartments (Fig. 3h, see Supplementary Note section 2.2 for details).

Finally, we reasoned that a large retrograde movement rate *k_r_* in the SI should also have a consequence for the spatial dispersion of clones along the crypt-villus axis. To test this, we performed short-term tracing, where we reconstructed clones along the crypt-villus axis, both in the centre-border and beyond border compartments. Importantly, we found that the probability of clone fragmentation was much higher in the SI than the LI (Extended Data Fig. 10), and that the magnitude of the difference was well-predicted by our 2D spatial model with the same parameters *k_r_/k_d_* extracted above, providing an independent confirmation for the predictions of the model. Together, these experiments further strengthen our conclusions that different short-term retrograde movement can explain differences in the long-term retention probability of crypt cells, and thereby dictate different effective stem cell numbers in SI and LI crypts.

### Retrograde movement alters monoclonality

To examine the consequence of different effective stem cell numbers in SI and LI crypts, despite showing similar crypt characteristics and near-equal number of Lgr5^+^ cells, we next compared the time it takes for one clone to outcompete all others in a given crypt, i.e., the time that it takes to reach crypt monoclonality. For this, we used whole mount preparations of Lgr5eGFP-Ires-CreERT2;R26R-Confetti mice sacrificed at different time points after onset of lineage tracing (Fig. 4a). As predicted by our model, we observed differences in clonal expansion over time within the Lgr5^+^ zone of SI and LI crypts, with faster evolution (i.e. growth) of LI clones compared to SI clones (Fig. 4b). Monoclonality was reached faster in the LI than in the SI: whereas only ~30% of SI crypts were monoclonal at 6 weeks after onset of tracing, the vast majority of LI crypts was already monoclonal at that time (Fig. 4a,b). Importantly, this evolution was predicted quantitatively by our model (Fig. 4c) with the different estimated ratios of *k_r_/k_d_* for each region (while the geometry, i.e., number of cells competing neutrally in a given row, and average cell division rate, were equal). Moreover, our model prediction showed good agreement with the experimental long-term clonal evolution data upon Porcupine inhibitor treatment (Fig. 4d and Supplementary Note, section 2.4). Together, this argues that the process of monoclonal drift in intestinal crypts is faster in LI than SI, and can be enhanced by lowering the number of effective stem cells due to reduced retrograde movement upon Porcupine inhibition.

### Retrograde movement impacts regeneration

Movement of cells from the transit-amplifying zone into the stem cell zone has been shown to be important for the regeneration of the stem cell pool following their loss^17^. Therefore, to test whether distinct retrograde movement in SI and LI crypts also affects regeneration of the stem cell pool, we traced the recovery of the SI and LI Lgr5^+^ cell compartment following targeted ablation of Lgr5^+^ cells using diphtheria toxin (DT) injection in mice where the human DT receptor (DTR) fused to EGFP was knocked into the Lgr5 locus (Lgr5DTR:EGFP)^17^. We measured the recovery of Lgr5-DTR-GFP cells at various cell positions in the crypt (Fig. 4e-g). We first performed this experiment *in silico* using our mathematical framework (Fig. 4h, left). Due to differences in the retrograde movement, our framework predicted that the recovery of the stem cell pool in the SI should be faster than in the LI, especially regarding the stem cells in the centre of the niche (position 0 and 1). Strikingly, we indeed observed such distinct behaviour in experiment (Fig. 4h, right). Whilst the recovery of centre Lgr5^+^ cells was near complete after 4 days in the SI, a large proportion of the LI crypts still lacked a centre Lgr5^+^ cell after 7 days (Fig. 4h, right and indicated in the white dotted area in Fig. 4g). Combined, this data suggests that the retrograde movement supports fast regeneration of the Lgr5^+^ cell pool.

## Discussion

Stem cells are defined by their potential to self-renew and give rise to differentiated progeny. Traditionally, stem cell potential has been thought to be an intrinsic property induced by cues such as Wnt, and characterised by signature expression of molecular markers such as *Lgr5.* Whilst Lgr5^+^ cells in intestinal crypts have the intrinsic capacity to give rise to all differentiated cell types and to form *in vitro* organoid cultures, Lgr5 expression does not necessarily overlap with the ensemble of cells showing functional stem cell activity^4–8^. Here we have shown that, in addition to the passive rearrangements of cells upon proliferation (i.e., cells that are displaced by others), Wnt-driven active retrograde movements (i.e., cells that move by themselves in the opposite direction of anterograde movement) determine the number of effective stem cells in intestinal crypts. Although Lgr5^+^ cells at the border of the LI crypt base (rows 2 and 3) are exposed to stem cell-inducing niche and have all the properties to function as stem cells, we find that, due to lack of retrograde movement, these cells are not able to form long-term clones and to act as effective stem cells as they get continuously displaced by the progeny of Lgr5^+^ cells located at lower rows. By contrast, due to the presence of retrograde movement in SI crypts, cells at the border of the crypt base, possibly including those outside the Lgr5^+^ zone, can take turns to visit the crypt centre, and have therefore a chance to function as long term effective stem cells. Thus, we conclude that stem cell identity is neither cell-intrinsic nor marked by distinct molecular signatures, but rather defined by the potential of cells to be present in or enter a location that both induces self-renewal and prevents displacement.

Our experimental data and mathematical modelling demonstrate the importance of random cell relocation and retrograde movement in governing stem cell identity, and show surprising differences in the rate and dynamics of monoclonal conversion in the SI versus LI, despite strong similarities in crypt characteristics. Our model identifies a single dimensionless parameter, i.e., the ratio between cell repositioning rate and division rate (*k_r_*/*k_d_*), which sets the spatial extent of the effective stem cell region, defined as the length along the axis of the crypt at which cells have a significant probability to contribute to long-term renewal. In the LI, *k_r_*, and thus retrograde movement, is so minimal that self-renewal potential is largely limited to cells positioned at row 0 (i.e., approximately 5-10 stem cells compete laterally and neutrally), whereas more complex dynamics emerge in the SI due to retrograde movements, with neutral competition between cells of the same row^1,2^ as well as biased competition between cells of different rows (stochastic conveyor belt).

Importantly, the differential rate of cell repositioning and retrograde movement was sufficient to explain the differential dynamics underlying regeneration of the stem cell pool, competition for niche space in the SI and LI, as well as the faster clonal evolution and shorter fixation times in the LI compared to the SI. This underlines the importance of a better understanding of the molecular and cellular bases of retrograde movements. Interestingly, we observed less retrograde movement upon Porcupine inhibition while proliferation was unaltered. This was consistent with complementary experiments from *in vitro* and decellularised migration assays, which indicates a role for Wnt signalling in driving active migratory movements even in regions beyond the crypt base with low levels of Wnt.

To induce self-renewal in the Wnt-rich region, the pericryptal stroma is a sufficient Wnt source in the absence of PCs ^18,19^. However, for retrograde movement, this source is insufficient since this movement is not present in the LI. Seemingly, for movements in regions beyond the crypt base, other Wnt sources, such as PC in the SI, are required. Although the low levels of Wnt outside the crypt base may be insufficient to induce self-renewal properties, our data suggest that these levels are high enough to induce migration enabling cells to enter Wnt-rich regions. Since Wnt is known to regulate numerous other processes including induction of self-renewal, it remains difficult to directly provide causality between stem cell function and retrograde movement. Nevertheless, our results suggest that retrograde movements in the SI are not only a result of random repositioning during cell division, but represent a new level of active stem cell regulation that can be experimentally and pharmacologically manipulated. In this regard, it is also interesting that Wnt-antagonists are increased during aging^20^ and early adenoma formation^21^. Given the importance of homeostatic stem cell dynamics in predicting the response of the cellular compartments to non-neutral mutations, retrograde movement discovered here may contribute to susceptibility to pathological conditions such as tumour initiation along the intestinal tract.

## Methods

### Mice and treatment

All animal experiments were carried out in accordance with the guidelines of and approved by the animal welfare committee of the Netherlands Cancer Institute and Hubrecht Institute (KNAW). The following mouse strains were used: Lgr5eGFP-Ires-CreERT2^3^; R26-LSL-tdTomato^22^ and R26-confetti^2^. For lineage tracing experiments, Lgr5eGFP-Ires-CreERT2;R26-Confetti and Lgr5eGFP-ires-CreERT2;LSL-tdTomato mice were used. Lgr5eGFP-Ires-CreERT2 were used to isolate Lgr5^+^ cells and C57/B6 mice were used to decellularise intestines for the decellularised intestine experiment. Lgr5-DTR-GFP^17^ mice were used for the Lgr5^+^ cell ablation experiments. Genentech provided the Lgr5-DTR-GFP mice through their MTA program. Mice (mixed or C57/B6 background) were housed under standard laboratory conditions in SPF cages in an animal room at constant temperature (19-23°C) and regulated humidity under a 12-h light-dark cycle and received standard laboratory chow and water ad libitum. Male and female mice between 8 and 50 weeks of age were used for static lineage tracing and IVM experiments. For whole mount imaging and imaging of isolated crypts, RNA-seq, colony forming assay, decellularized intestine, Lgr5^+^ cell ablation and clone dispersion experiments, intestines from 8–50 week-old male and female mice were used. Strains were bred in house. Lgr5eGFP-Ires-CreERT2;R26-Confetti received 1 mg tamoxifen (Sigma) for IVM lineage tracing experiments and 5 mg tamoxifen (Sigma) for static lineage tracing experiments. For long-term (intravital) tracing, small and large intestine were taken from the same mouse. This was not possible for short-term intravital microscopy experiments, since only either the small or large intestine fitted behind the abdominal imaging window (AIW). For the decellularised intestine experiment, the Porcupine inhibitor LGK974 was administered in a concentration of 5 mg/kg BID (oral) in a vehicle of 0.5% Tween-80/0.5% methylcellulose. Mice of the same litter were randomly assigned to each condition regardless of the sex. Different conditions were imaged and analyzed in a random fashion to minimize potential cofounders.

### Surgery

All surgical procedures were performed under ~2% isoflurane (v/v) inhalation anesthesia. Before and 8-12 hours after surgery, mice were treated with a dose of buprenorphine (subcutaneous, 100 ug/kg mouse, Temgesic; BD Pharmaceutical System). Rimadyl (64 μg/ml, Carprofen; Zoetis B.V.) was given in drinking water for 3 days after the surgery. For short-term intravital microscopy, an AIW was placed as described previously^23^. In short, the left lateral flank of the mouse was shaved and disinfected. An incision was made through the skin and peritoneum of the mouse and a purse string suture was placed along the edge of the wound. The ileum (SI) or cecum (LI) was exposed and a disinfected AIW (>1h in 70% (v/v) ethanol) was placed on top. In the case of the ileum, the mesenterium was fixed to the cover glass using Cyanoacrylate Glue (Pattex) and CyGel (BioStatus Limited) was added on top to prevent liquid accumulation. In the case of the cecum, it was fixed to the titanium ring of the AIW using Cyanoacrylate Glue (Pattex). When these substances were dry, the intestine and AIW were placed back in the abdominal cavity and the skin and abdominal wall were placed into the groove of the AIW. Subsequently, the suture was tightened. After surgery, the mice were closely monitored daily for reactivity, behaviour, appearance and defecation. For repetitive long-term imaging, parts of the intestine that were imaged were exteriorized through a midline abdominal incision. Tissue hydration was maintained by creating a wet chamber, covering the mice with parafilm and the exposed tissue with PBS-drenched gauze. After the imaging session imaged tissue was placed back in the abdomen and the abdomen was closed using vicryl absorbable sutures (GMED Healthcare BVBA).

### Intravital microscopy

For every imaging session, mice were sedated using isoflurane inhalation anesthesia (~1.5% isoflurane/O2 mixture), and placed in a custom-designed imaging box. For short-term imaging, mice were imaged once a day for a maximum of 3 h. For long-term imaging, mice were imaged 2-3 d after label-induction and 8 weeks thereafter. Z-stacks and overview images were recorded using the Navigator function from Leica. The patchy expression pattern of the Lgr5 knock-in allele, in combination with specific landmarks such as blood vessels, allowed repeated identification of imaged areas over consecutive days. After imaging, the acquired images were only if necessary, corrected for bleed through, cropped, smoothened, rotated and contrasted linearly in Fiji (v.2.3.0) (https://imagej.nih.gov/ij/).

### Whole mount preparation

For whole mount imaging, intestines were harvested and the lumen was flushed with ice-cold PBSO. The tissues were opened longitudinally and for the ileum, villi were removed from the luminal surface using a cover glass. The tissues were washed in ice-cold PBSO and fixed for 30 min in 4% formaldehyde solution (w/v) (Klinipath)) or periodate-lysine-4% paraformaldehyde (PLP) overnight at 4°C^24^. For antibody labeling, the tissues were permeabilized in 0.8% Triton X-100 in PBS containing 3% BSA. Subsequently, stretches of ~ 2 cm of fixed tissue, were mounted between 2 coverslips and embedded in Vectashield HardSet Antifade Mounting Medium (Vector Laboratories). Crypts were imaged from the bottom using the same equipment and settings as for intravital microscopy described below. For storage, PLP-fixed tissues were incubated in sucrose for >6 hours and frozen in OCT at -80°C.

### Crypt isolation

For crypt isolation, intestines were harvested and the lumen was flushed with ice-cold PBS. Tissue was opened longitudinally, villi were removed from the luminal surface of distal ileum. Parts of approximately 3 cm of ileum and intact but opened cecum were incubated with 30mM in EDTA in HBSS at room temperature for 20 minutes. After vigorously shaking, the release of the epithelium from the mesenchyme was checked using a microscope. Suspensions were filtered (100um) before spinning down (5 minutes at 4°C, 88 rcf). Pellets containing isolated crypts were washed with cold PBS, fixed in 4% PFA (30 minutes at room temperature), permeabilised in 1% triton X-100 (45 minutes at room temperature), blocked in blocking buffer for 30 minutes at room temperature (1% BSA, 3% horse serum, 0.2% Triton X-100 in PBS) before antibody labeling.

### Cell proliferation and antibody labeling

To label cells in S-phase, 1 mg of 5-ethynyl-2-deoxyuridine (EdU, 200 ul in PBS) or 2 mg bromodeoxyuridine (BrdU, 200 ul in PBS) was injected intraperitoneally 2 or 4 hours prior to sacrifice (indicated in figure legends). Tissues were processed for whole mount analysis or crypt isolation as described above. Click-it staining reaction was performed according to the manufacturer’s protocol (Click-it EdU, ThermoFisher/invitrogen). For labeling of BrdU incorporation, crypts were incubated in 2N HCl at 37°C for 15 minutes to denature the DNA followed by 15 minutes in 0.1 M sodium borate for neutralization before incubation with BrdU antibody (1:50 Abcam, 6326) and GFP-antibody (1:200 Abcam, 6673) overnight. To label cells in mitosis phospho-Histone H3 antibody was used (1:200, Millipore, 06-570). To visualise Ephrin B2 and B3, intestines were stained with Ephrin B2-antibody (1:100 R&D system, AF467) and Ephrin B3-antibody (1:100 R&D system, AF432). Stainings were finalized by incubation with Alexa Fluor secondary antibodies, donkey anti-goat IgG Alexa Fluor 488 (Cat# A-11055), donkey anti-rabbit IgG (H+L) Alexa Fluor 568 (Cat# A-10042) and chicken anti-rabbit IgG (H+L) Alexa Fluor 647 (Cat#A-21443) (1:200 Invitrogen) combined with DAPI followed by mounting in antifading mounting medium (Vectashield, Vector laboratories). To visualise Wnt target gene expression, formalin-fixed intestinal tissue was incubated with the following Primary antibodies as previously described^21^: CD44 (1:50 BD Biosciences #550538), Cyclin D1 (1:50 Dako #M3635).

### RNA in situ hybridisation

In situ hybridisation for *Lgr5* (#312178), *Smoc2* (#318548), *Ascl2* (#412218) and *Axin2* (#400338) mRNA (all from Advanced Cell Diagnostics) was performed using RNAscope 2.5 LS Reagent Kit–BROWN (Advanced Cell Diagnostics) on a BOND RX autostainer (Leica) according to the manufacturer’s instructions.

### Microscopy equipment and settings

Tissues were imaged with an inverted Leica TCS SP8 confocal microscope. All images were collected in 12 bit with 25X water immersion objective (HC FLUOTAR L N.A. 0.95 W VISIR 0.17 FWD 2.4 mm).

### Sample preparation for RNA-seq and colony formation assay

Small and large intestinal crypts were isolated as previously described^25^. To obtain single cells, crypts were treated with TrypLE (Life Technology) supplemented with 30 μg/mL DNaseI (Sigma) and Y-27632 (10 μM) (incubation at 37 °C for 30 minutes). Dissociated cells were filtrated by 100-μm cell strainer (Greiner Bio-One), and cells were resuspended and incubated with antibodies for 30 minutes on ice in 1 mL PBS containing FCS 5%, EDTA 5mM (Accugene, Lonza), B27 2% (Thermo Fisher Scientific, cat. no. 17504-044), N-acetylcysteine 1.25 mM (Sigma-Aldrich, cat. no. A9165), mEGF 50 ng/ml (Peprotech, cat. no. 315-09), Noggin and R-spondin1 both 10% (conditioned medium prepared in house), Y-27632 (1 μM) and 4 μg/mL DNaseI (Sigma). The cell suspension was filtered by 70-μm cell strainer (Celltrix) and subjected to flow cytometry on FACS Aria Fusion (BD Biosciences). Dead cells were eliminated by gating of forward/side scatter, forward/pulse-width parameters, and negative staining for 7-AAD (eBioScience). Lgr5^+^ cells were sorted by positive staining for Epcam (CD326) (BD Bioscience, Cat #563214) and endogenous Lgr5-GFP signal. Data were visualised using FlowJo 10.6.1 (https://www.flowjo.com/).

For RNA sequencing, sorted cells were collected into 1.5-mL tubes containing FACS buffer, washed with PBS, pelleted and stored at -80°C for further processing. RNA was isolated using RNeasy Micro Kit (Qiagen).

For colony formation assay, sorted cells were collected in FACS buffer, washed with PBS, pelleted and embedded in Cultrex PathClear Reduced Growth Factor Basement Membrane Extract Type 2 (BME2) (Amsbio, 3533-005-02), followed by seeding on 24-well plate (500 cells in 20 μL of BME2 per well). The number of organoids were counted 7 days after seeding.

### Processing RNA-seq expression data

For library preparation, the SMART-Seq Stranded Kit (Takara) was used. Sequencing was performed by CeGaT on NovaSeq 6000 with 100bp paired end reads. Demultiplexing of sequencing reads for all 18 samples (3 biological replicates of Lgr5^+^ high, medium and low cells for both SI and LI) was performed with Illumina bcl2fastq (version 2.20) where adapters were trimmed with Skewer (version 0.2.2)^26^. Trimmed raw reads (average length 96-102 nucleotides) were aligned to genome mm10 using STAR (version 2.5.2b)^27^ for genome assembly and gene count.

Differential expression analysis was performed between groups considering biological replicates of intestinal locations using DeSeq2 (version 1.34 in Bioconductor 3.14)^28^ in R (version 4.1.1) (R Core Team 2021). After normalization, all regions with mean count greater than zero were included to improve detection power. Mean count across genes above zero was selected based on the standard deviation for each genes. With normalised counts we calculated the log2 fold change and obtained the p-value (Wald test) and p adjusted with Benjamin-Hochberg correction for multiple testing.

Relationship between intestinal locations based on gene expression were visualised through principal component analysis (PCA). We used regularized logarithmic transformation (rlog) of the normalised counts for all samples to obtain the PCA so each gene contributes equally to the distance between samples. Volcano plots were obtained in R only highlighting differentially expressed genes with a p value < 0.001 and a log2 fold change higher or lower than 2 and -2 for up-regulated and down-regulated respectively.

### Preparation of decellularised mouse intestine

Small intestinal tissue was decellularised as previously described by^15^. Pieces of decellularised small intestinal ECM (dECM) were washed 10 min in PBS, plated on a culture dish, and stained with Col-F Collagen Binding Reagent dye (Col-F) (BioSite, 260-6346) overnight at 4°C. dECM was then washed with fresh PBS, and primed for approximately 30 minutes with live imaging medium consisting of Advanced DMEM/F12, 1x penicillin/streptomycin, 1x Glutamax (Thermo Fisher Scientific), 10mM HEPES (Thermo Fisher Scientific), 1x B27 (Life Technologies), 1x N2 (Life Technologies), 1mM N-acetylcysteine (Sigma), 50ng/ml of murine recombinant Epidermal growth factor (R&D), 100ng/ml recombinant murine Noggin (Peprotech), 10μM Y-27632 (Sigma) and 1 μM Jagged-1 peptide (Anaspec). After priming, excess medium was discarded to allow seeding of Lgr5^+^ cells.

### Single cell isolation and FACS

Lgr5^+^ cells were isolated as previously^20^, with a modified protocol to effectively detach epithelium. Briefly, longitudinally opened intestine was cut into 5-7 cm pieces, and incubated in 10mM PBS-EDTA for 30 min. Intestinal pieces were first gently scraped using a microscopic slide to discard villous material and scraped once more to collect crypts.

### Live imaging of Lgr5^+^ cells on dECM

Lgr5^+^ cells were stained and washed with 5uM 647CellTracker (Invitrogen) according to manufacturer’s protocol. Approximately 10 000 cells in 10-20μl of medium were then seeded on to the scaffold and were allowed to settle for 10 minutes before adding 10μl of medium. Additional medium was then carefully introduced in two phases: 20μl at 20 minutes after seeding, and 260μl at 30 minutes after seeding.

Cells were live imaged with a Nikon spinning disk confocal, using a PlanApo 10×/0.5 NA dry objective and the NIS-Elements AR 5.02.01 software (Nikon). A stack of images covering the whole height of the crypt-villus axis was captured with 2,5μm separation between images, and full stack was imaged every 2 minutes. Cells were imaged for about 4 hours and live/dead cells were assessed at the end of imaging by staining with DAPI (Thermofisher, 1μg/ml). Col-F was detected by using a 488 nm laser with a 520/30 emission filter, the 647CellTracker was detected using a 640 nm laser with a 685/40 emission filter, and a 405 laser with an emission filter 447/60 for DAPI.

### Analysis of single Lgr5^+^ cell migration on dECM

For preprocessing the images were corrected for x-y drift, when needed, with “Register Virtual Stack Slices” and “Transform Virtual Stack Slices” plugins in ImageJ. In short, the brightfield images were used to make a maximum intensity projection over the z-levels. Next, drift was registered using with the following parameters: “Feature extraction model: Translation”; “Registration model: Translation --no deformation”; “Save transforms” option selected. Subsequently, the transformations over the time lapse were applied for each of the respective z-level on the brightfield and fluorescent images using the “Transform Virtual Stack Slices” plugin, which were then reassembled into hyperstacks.

Cell tracking was performed with a combination of automatic tracking, using the “Trackmate” plugin (v6.0.3)^29^ in ImageJ, and manual adjustment of the selected tracks (e.g., joining split tracks as needed). The results were then exported for subsequent analysis.

Analysis of the cell tracking results was performed using custom scripts in Python (v3.10). In short, each cell was classified based on its location in z (acquired by visual inspection of the decellularised intestinal pieces before the start of the time lapse) into crypt or villus regions. Cell motility was calculated as Euclidean distance between each timepoint and its preceding timepoint. Finally, results were plot as the mean and 95% CI, using a polynomial fit (numpy.polyfit, numpy version 1.19.5) for each of the tracks.

### *In vitro* migration assay

Small intestinal organoids from the Lgr5-EGFP-ires-creERT2 × R26R-confetti mouse were generated and directly induced (i.e., before the first passage) with TAT-Cre recombinase (5uL/mL, MERCK #SCR508). After 5 days in culture both the Lgr5^+^/confetti-RFP^+^ and Lgr5^+^/confetti-YFP^+^ stem cells were sorted (SONY MA900 cell sorter) and plated as single cells^30^. After 7 days of culture, 2500 or 1250 Lgr5-GFP^+^;confetti-RFP^+^ stem cells and 1,250 CD24^hi^/confetti-YFP^+^ Paneth cells were sorted from these two respective organoid cultures^14^ into Ultra-low attachment 96-well round-bottomed plates (Sarstedt, #82.1582.001) containing 135uL of medium. Paneth cells were sorted based on CD24 expression (1:400, Thermo Scientific #48-0242-82) and all cells were exposed to live-dead dye (1:200, DRAQ7, Thermo Fischer Scientific #D15105) to sort for living cells. The basic medium^25^ is supplemented with either 50% Wnt3A CM, IWP2 (2μM, Tocris 3533)^31^. After sorting the plate was left on ice for 15 min and 15uL of Matrigel was added before 5 min of centrifugation (300*g* with low acceleration and breaking). The fluorescent and brightfield images were acquired every 15 min by a spinning disk confocal (ImageXpress Micro Confocal) equipped with a 10x (NA = 0.45) Nikon Plan Apo Lambda objective and live imaging chamber (humidified with sterile water and maintained at 37 °C, 6.4% CO_2_). All organoid lines were tested and confirmed negative for mycoplasma contamination.

### Processing of *in vitro* migration data

TrackMate plugin (Imagej version 2.3.0)^29,32^ was used to unbiasedly track the location of individual cells over time (estimated object diameter = 10 μm, linking max distance = 45 um, gap closing max distance = 15 um, gap closing max frame gap = 1). CelltrackR^33^ (R version 4.1.1), DiPer^34^ (Microsoft Excel 2016), and custom made code were used to calculate mean square displacement, speed, and persistence. Replicates with low number of tracks (<40) or where the cell density was near confluent were excluded from the analysis, leading to exclusion of one biological replicate. For each condition, the data is based on 3 independent biological replicates, each including 2 to 4 technical replicates. To calculate the migration speed and directionality of the motile cells, only tracks from motile cells were included (i.e. with speed >0.3 μm/min).

### Diphteria Toxin treatment

For the Lgr5^+^ cell ablation studies, male and female Lgr5DTR:eGFP mice received 50 μg kg^-1^ Diphtheria Toxin (DT) in PBS through intraperitoneal injections for two days in a row and were sacrificed after 24 hours, 48 hours, 96 hours, 7 days and 15 days. Small and large intestines were collected, stained with DAPI and Phalloidin Alexa Fluor 647 (ThermoFischer Scientific, cat# A22287) and imaged *ex-vivo*.

### Statistics

Any a priori sample size calculation could not be performed, since the effect size and the variance was not known before the experiments. No data or animals were excluded, except for the *in vitro* migration assay, where one biological replicate was excluded due to low number of trackable cells (<40). Due to differences in crypt morphology, blinding was not possible when comparing small and large intestine. All other comparisons of intravital microscopy experiments and the *in vitro* migration assay were analyzed in a blinded fashion. The imaging data were randomized by one researcher and analyzed by another researcher. For the analysis of the migration data, the randomization was done by custom script in Python and R, and analyzed blinded by the researcher. All P-values were calculated using a two-sided Mann-Whitney U test in GraphPad Prism v9 (GraphPad Software, LA Jolla, CA). See Supplementary Theory for details on statistics concerning the mathematical modelling.

## Extended Data

**Extended Data Figure 1:**
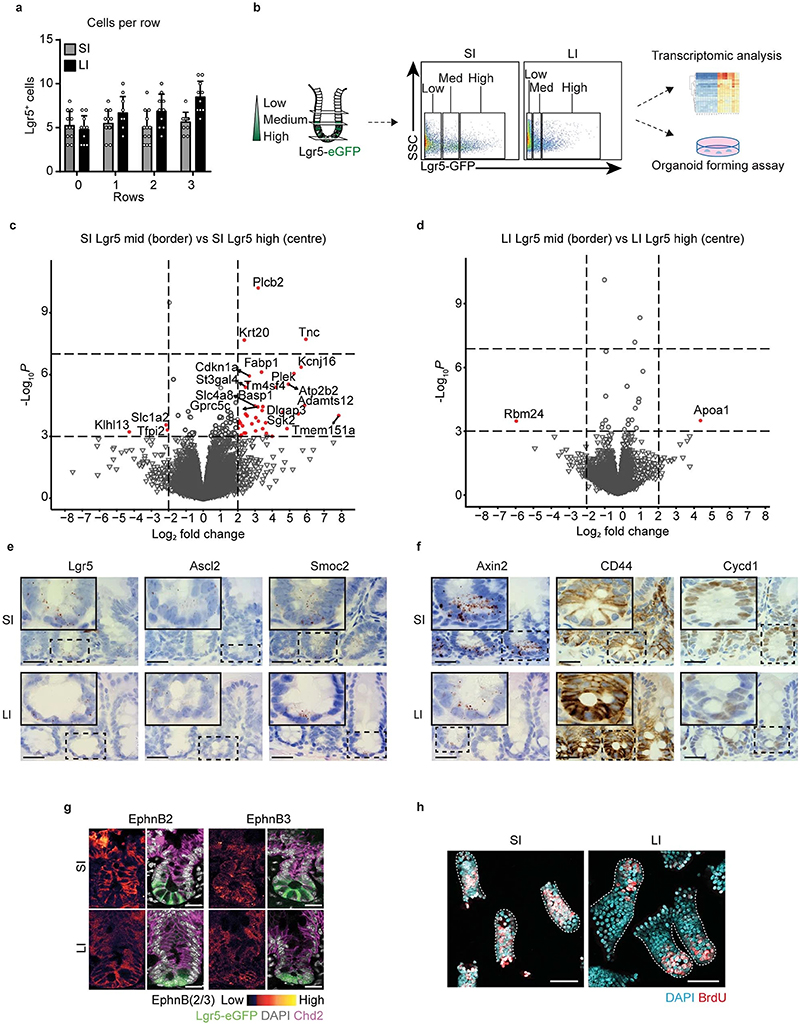
Crypt characteristics in small and large intestine. **a,** Quantification of the number of Lgr5^+^ cells per position in crypt of SI (n=12 crypts) and LI (n=12 crypts) in Lgr5eGFP-Ires-CreERT2 mice. Mean +/- SD are plotted **b**, Schematic representation of experimental setup for RNA-seq and organoid forming assay. **c**,**d**, Volcano plots showing log2 fold-change (x-axis) and -Log_10_ p-value (y-axis) of genes differentially expressed between Lgr5^+^ cells with medium intensity (border) and Lgr5^+^ cells with high intensity (centre). Genes that were significantly altered in border compared with centre Lgr5^+^ cells are highlighted in red (Log_2_ fold change >2, -Log_10_ p-value <0.001) in SI (**c**) and LI (**d**), n=4 mice for each condition. **e**, Stem cell markers *(Lgr5, Ascl2* and *Smoc2*) *in situ* hybridization (ISH) in C57/B6 mouse SI (top) and LI (bottom) crypts, n=4 mice. Scale bar, 100 μm. **f**, Wnt targets (AXIN2, CD44, CYCD1) ISH and immunohistochemistry (IHC) in C57/B6 mouse SI (top) and LI (bottom) crypts, n=4 mice. Scale bar, 100 μm. **g**, Immunofluorescence (IF) staining of Ephrin B2 and Ephrin B3 in C57/B6 mouse SI (top) and LI (bottom) crypts, n=3 experiments. Scale bar, 20μm. **h,** Confocal images of isolated crypts (dotted outline) of SI (left), and LI (right), proliferating cells were identified by BrdU incorporation upon 2-hour pulse (red). Nuclei were labelled using DAPI (blue), n=10 experiments. Scale bar, 50μm.

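At an unadjusted p under 0.001 and a log2 fold change above 2 or below -2, 72 genes differed between border and centre cells of the SI by edgeR's quasi-likelihood test, 65 higher and 7 lower in border cells. DESeq2 gave 111 and the block by replicate number within site 133. Without SI centre replicate 1, 2 or 3, edgeR gave 35, 41 and 226, and without SI border replicate 2 or 3 it gave 158 and 38. In the LI, edgeR gave 0 genes at these thresholds and DESeq2 gave 5, and 368 and 268 genes had an unadjusted p under 0.05. Of the 20 genes labelled in Extended Data Fig. 1c, 17 were higher and 3 lower in SI border cells in each fit that was run, and 18 passed these thresholds, all but *St3gal4* and *Sgk2*. Under the adjusted p over all genes, 2 of the 20 passed, and 20 passed when adjusted over the list alone, which is not independent evidence because the study chose them on these libraries. With the replicate block within site, 18 passed over all genes. Leaving out 1 library, between 10 and 18 passed the thresholds of the figure, with the lowest numbers, 10 and 11, without SI border replicate 1 and SI centre replicate 1. Without SI centre replicate 2 it was 14, and without SI centre replicate 3 or SI border replicate 3 it was 13.

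*Plcb2* (ENSMUSG00000040061, chromosome 2, 118707517 to 118728438) had normalised counts of 104.5, 83.8 and 180 in SI centre and 2005, 622 and 738.5 in SI border cells. Its log2 fold change was 3.15 (from 2.49 without SI border replicate 1 to 3.53 without SI centre replicate 3, standard error 0.66, adjusted p = 0.151 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 3.04 with the replicate block (adjusted p = 0.0331 from the same test, range over the alternatives 7.30e-16 to 0.843). *Krt20* (ENSMUSG00000035775, chromosome 11, 99428403 to 99438150) had 684 ± 196 (SD, n = 3) in SI centre and 3569 ± 2164 in SI border cells, a log2 fold change of 2.39 (from 1.76 without SI border replicate 3 to 2.73 without SI border replicate 2, standard error 0.52, adjusted p = 0.183 from edgeR's quasi-likelihood test). *Klhl13* (ENSMUSG00000036782, chromosome X, 23219271 to 23365082) was lower in border cells, with a log2 fold change of -4.28 (from -5.81 without SI border replicate 2 to -3.51 without SI border replicate 3, standard error 1.11, adjusted p = 0.183 from the same test). *Tmem151a* (ENSMUSG00000061451, chromosome 19, 5070859 to 5085531) had 0 counts in all SI centre libraries and 82.6, 1.30 and 29.5 normalised counts in SI border cells, at least 41.9-fold higher against 3 counts over the centre group, a limit that covers counting error only and is 17.8-fold without SI border replicate 1 and 62.2-fold without SI border replicate 2.

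Of the genes labelled in Extended Data Fig. 1d, *Rbm24* (ENSMUSG00000038132, chromosome 13, 46418434 to 46431095) had 59 counts in LI centre and 1 in LI border libraries, a log2 ratio of -5.80 with a 95% exact binomial interval from -11.12 to -3.26 for counting error. The ratio was -4.66 without LI centre replicate 1, which held 39 of the 59 counts, and -5.05 without LI border replicate 3, and the only border count was in LI border replicate 1. Its unadjusted p was 0.00300 and its adjusted p was 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Apoa1* (ENSMUSG00000032083, chromosome 9, 46228580 to 46230466) had 0, 3.64 and 1.64 normalised counts in LI centre and 10.1, 3.74 and 139 in LI border cells. Its log2 fold change was 4.71 (standard error 1.61, unadjusted p = 0.00902, adjusted p = 1 from the same test), and 1.77 without LI border replicate 3. Adjusted over the list alone, both passed, and without LI border replicate 3 only 1 did. Passing over this list is not independent evidence, because the study chose both genes on these libraries.

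**Figure D1:**
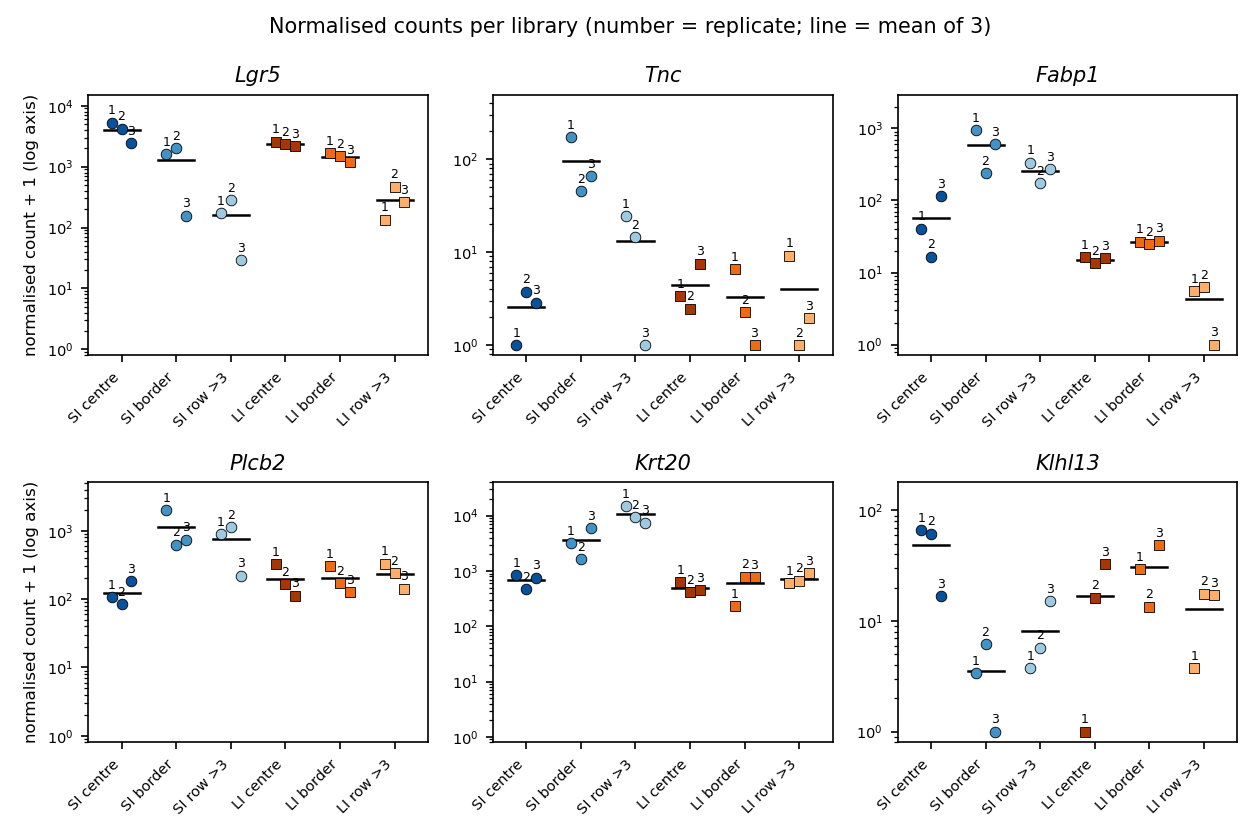
Normalised counts plus 1 on a log axis for 6 genes in each of the 18 libraries, grouped by site and Lgr5 level, where points are libraries with their replicate number and lines are means of 3. *Tnc*, *Fabp1*, *Plcb2* and *Krt20* lie higher and *Klhl13* lower in all SI border libraries than in all SI centre libraries.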

**Extended Data Figure 2:**
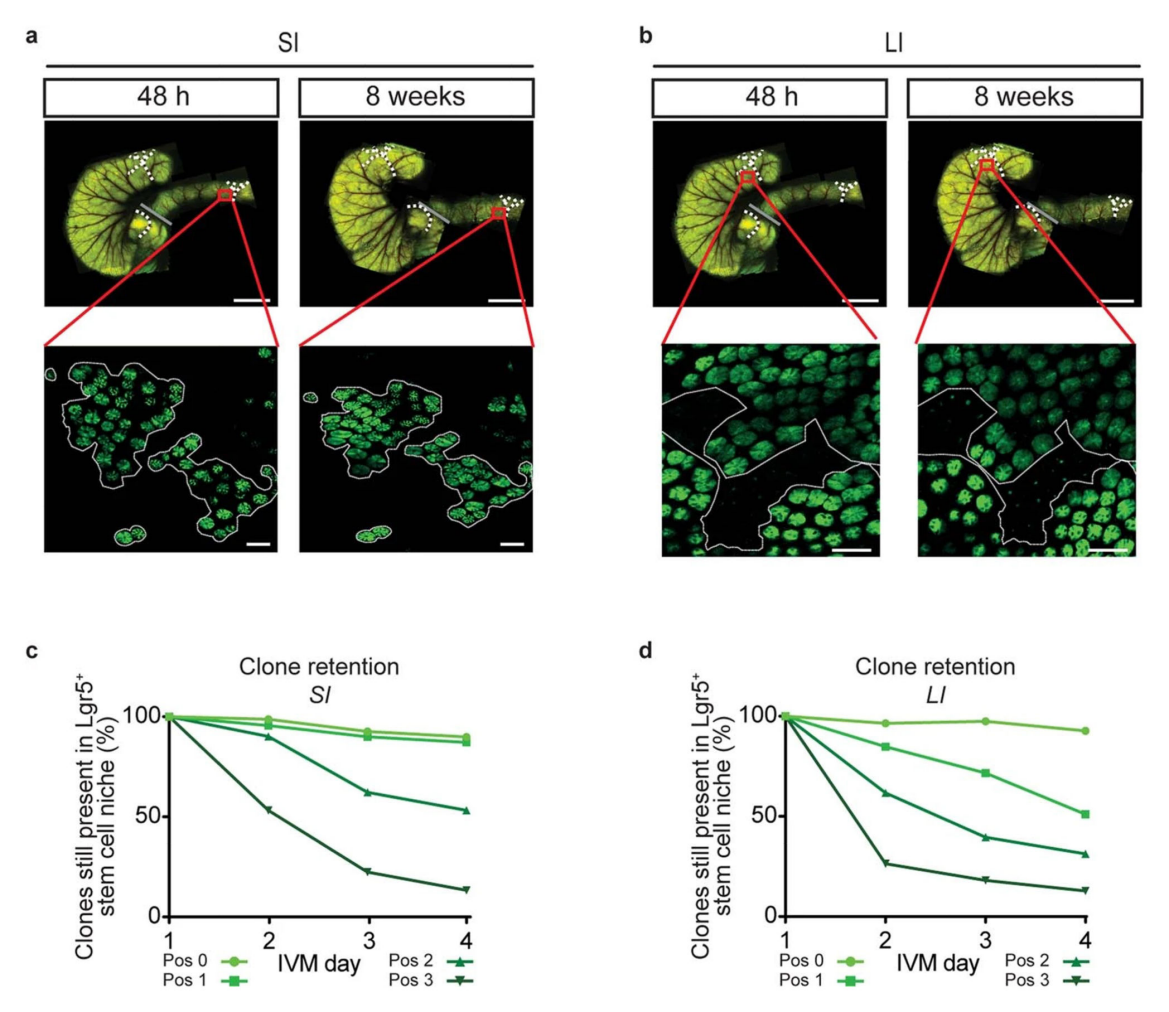
Visualising effective stem cells by intravital imaging in small and large intestine. a,b, Representative overview images 48 hours (left) and 8 weeks (right) after tracing in Lgr5eGFP-Ires-CreERT2 mice from 6 independent experiments. Dotted lines represent same areas. Grey lines indicate SI LI boundary. Lower pictures represent intravital images showing crypt patterns (Lgr5-eGFP in green) at 48h and 8w after tracing in SI (**a**) and LI (**b**). Dotted lines are examples of retraced patchy Lgr5^+^ areas. Scale bar, 5 mm (top), 100 μm (bottom) from 5 independent experiments. **c**,**d**, Quantification of retention within the Lgr5^+^ zone of clones starting from different positions in the niche (shades of green) in SI (**c**) and LI (**d**) as followed by IVM. SI: n=305 clones in 9 mice; LI: n=311 clones in 5 mice (see Ext. Data Fig. 3-6).

**Extended Data Figure 3:**
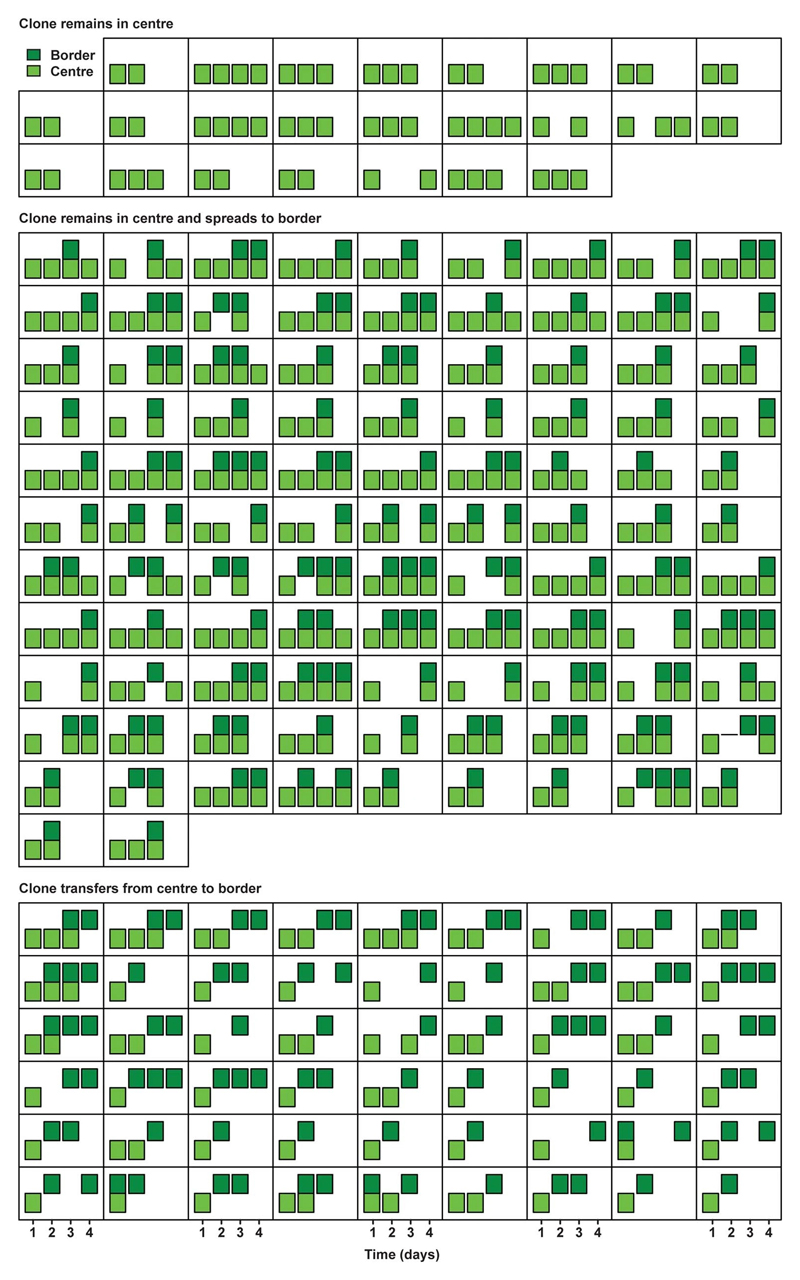
Short-term evolution of clones in SI (1). Presence in centre (light green) and border (dark green) of individual clones in Lgr5eGFP-Ires-CreERT2; R26-Confetti mice followed by short-term IVM in SI is plotted over time (squares represent individual clones, with a bar per day). Plotted are clones starting and remaining in the centre (top panel), starting and remaining in centre while spreading to border (middle panel) and starting in the centre and transferring to border (bottom panel).

**Extended Data Figure 4:**
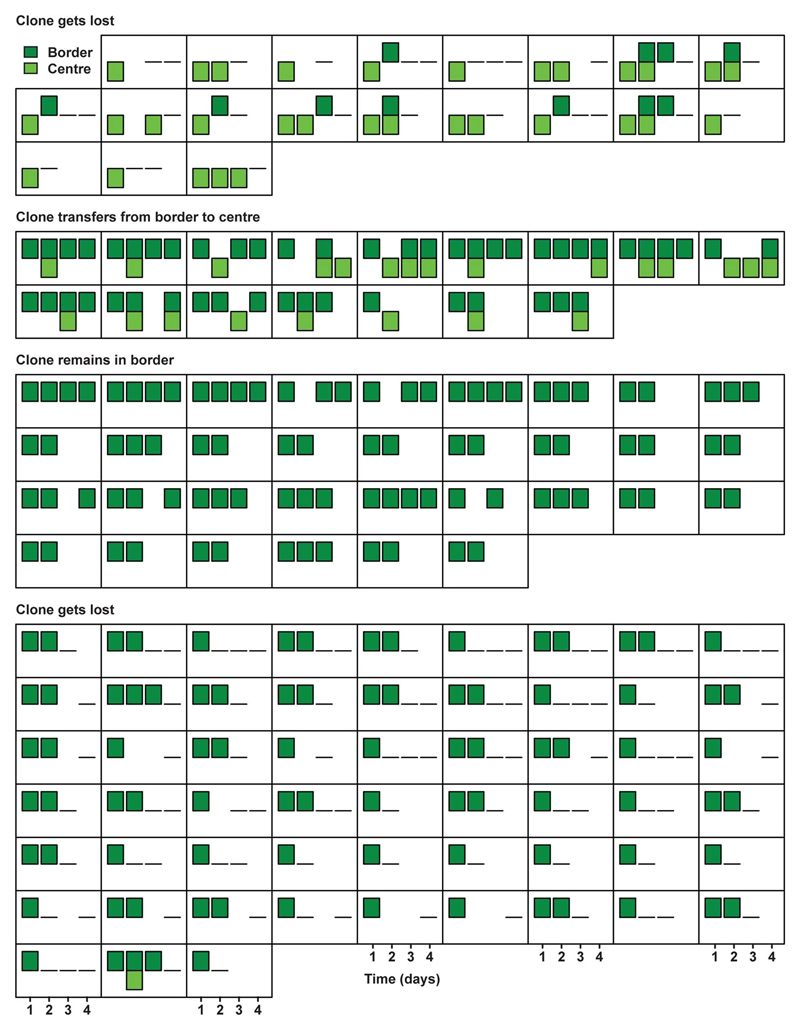
Short-term evolution of clones in SI (2). Presence in centre (light green) and border (dark green) of individual clones in Lgr5eGFP-Ires-CreERT2; R26-Confetti mice followed by short-term IVM in SI are plotted over time (represent individual clones with a bar per day). Plotted are clones starting in the centre and getting lost (top panel), starting in border and transferring to centre (second panel), starting in border and remaining in border, and starting in border before getting lost.

**Extended Data Figure 5:**
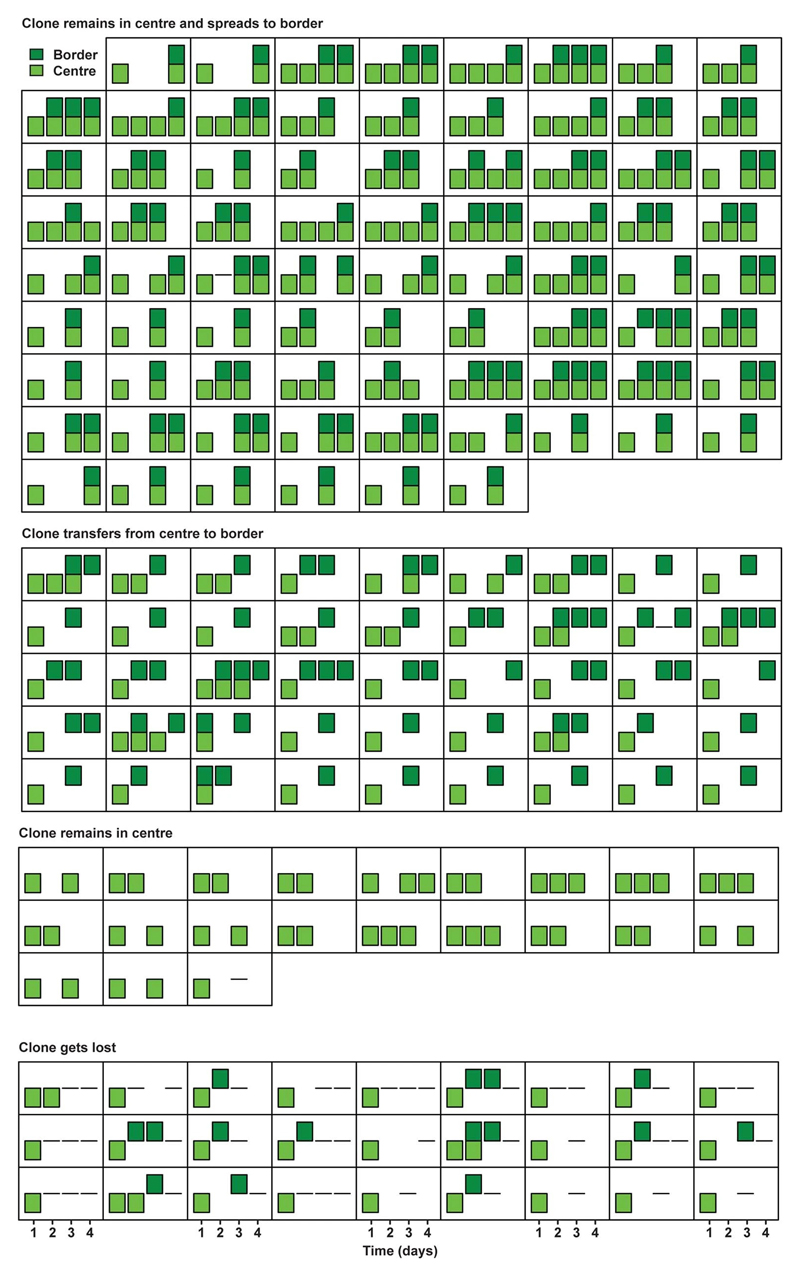
Short-term evolution of clones in LI (1). Presence in centre (light green) and border (dark green) of individual clones in Lgr5eGFP-Ires-CreERT2; R26-Confetti mice followed by short-term IVM in LI are plotted over time (squares represent individual clones with a bar per day). Plotted are clones starting and remaining in the centre while spreading to border (top panel), starting in the centre and transferring to border (second panel), starting and remaining in centre without spreading to border (third panel) and starting in the centre before getting lost from the niche (bottom panel).

**Extended Data Figure 6:**
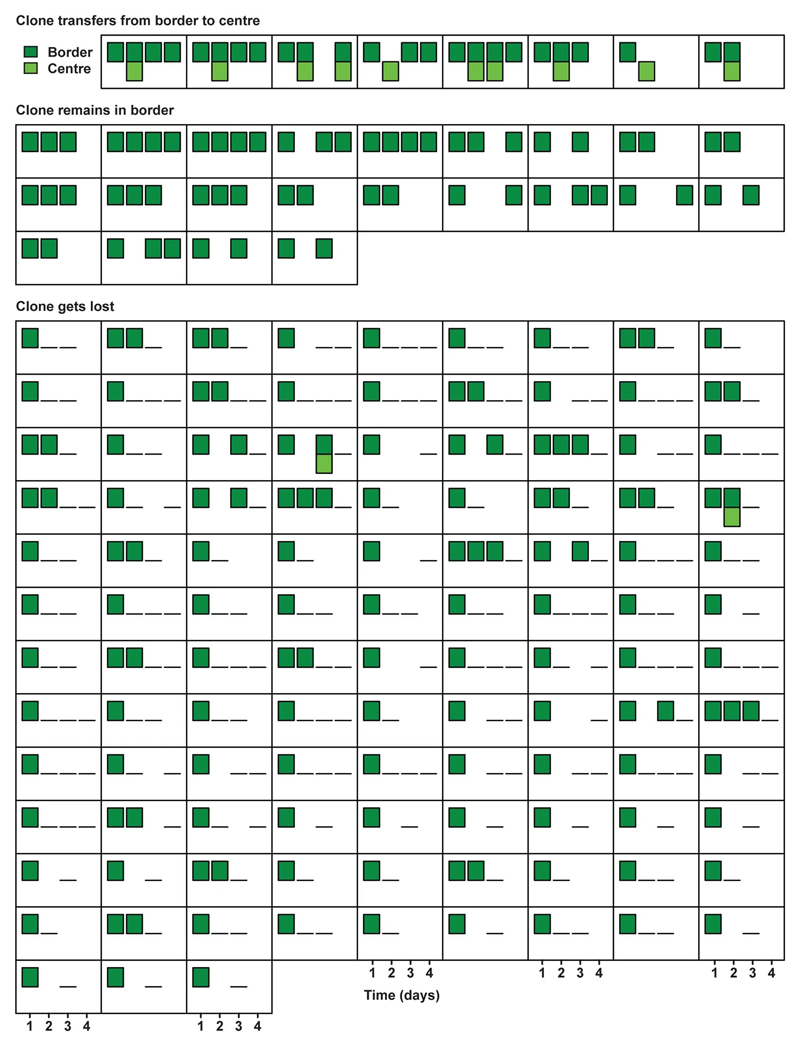
Short-term evolution of clones in LI (2). Presence in centre (light green) and border (dark green) of individual clones in Lgr5eGFP-Ires-CreERT2; R26-Confetti mice followed by short-term IVM in LI are plotted over time (squares represent individual clones with a bar per day). Clones are Plotted are clones starting in border and transferring to centre (top panel), starting in border and remaining there (second panel), starting in border before getting lost (bottom panel).

**Extended Data Figure 7:**
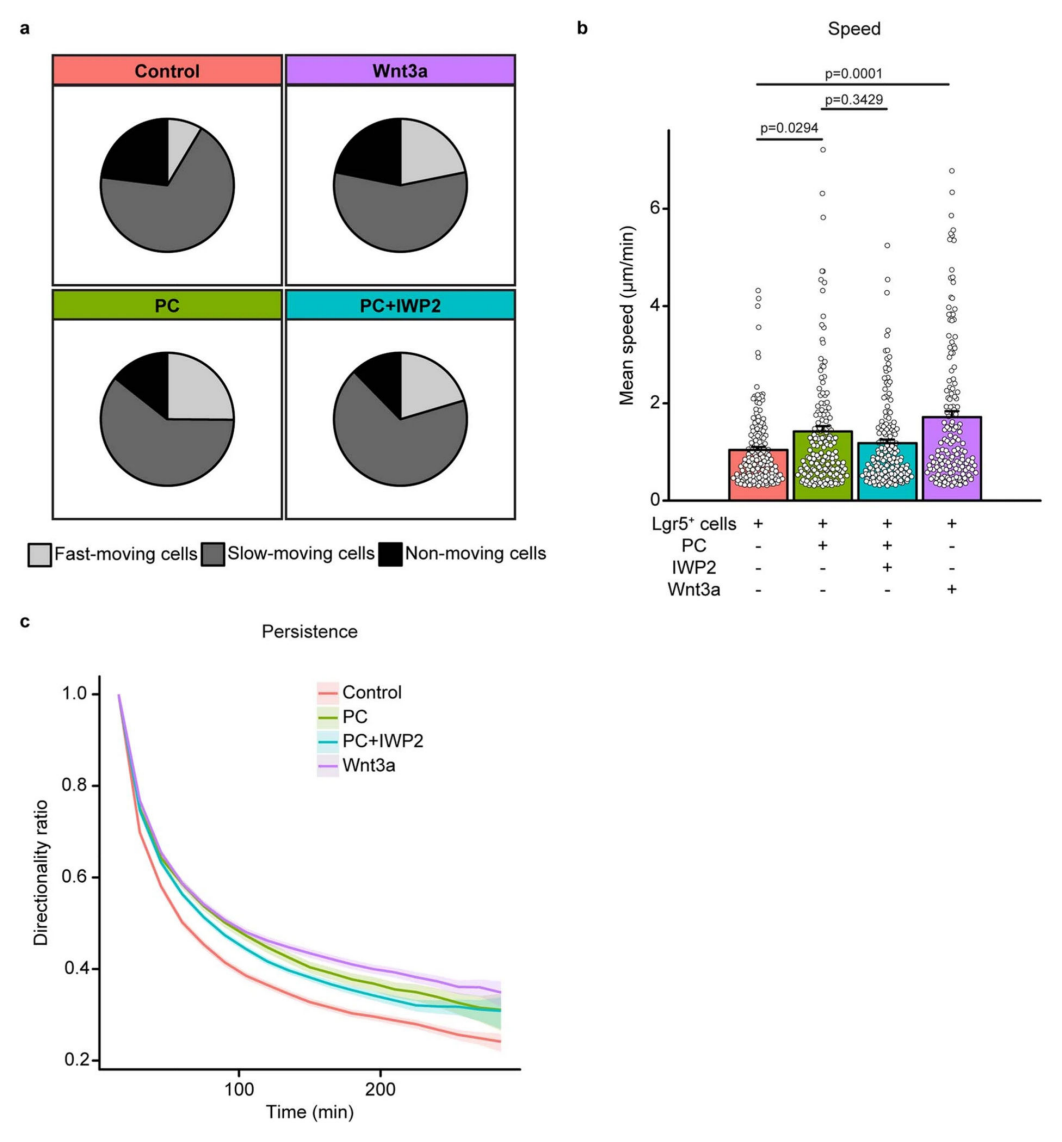
Wnt enhances motility *in vitro.* **a**, Percentage of fast-moving (>2 μm/min), slow-moving (0.3-2 μm/min) and non-moving (<0.3 μm/min) Lgr5^+^ cells. The imaged Lgr5^+^ cells were isolated from Lgr5-EGFP-ires-creERT2;R26R-confetti organoids and exposed to (I) control medium (n=408 cells), (II) medium supplemented with Wnt3a (n=582 cells), (III) medium supplemented with Paneth cells (PC) (n=418 cells), or (IV) medium supplemented with PC and Wnt inhibitor (IWP2) (n=431 cells) in Matrigel from 3 independent biological replicates. **b**,**c** Speed (**b**) and directionality ratio (persistence) over time calculated as mean displacement/length of the trajectory. Significance was determined by a two-sided Mann-Whitney test.(**c**) of single Lgr5^+^ cells in control medium, medium supplemented with Wnt3a, co-culture with PC and co-culture PC with IWP2. Shown are n=150 random cell tracks of Lgr5^+^ cells from 2 independent organoid lines, 50 from each of 3 independent biological replicates. Each point represents the mean value of each track. Shown are mean ± SEM.

**Extended Data Figure 8:**
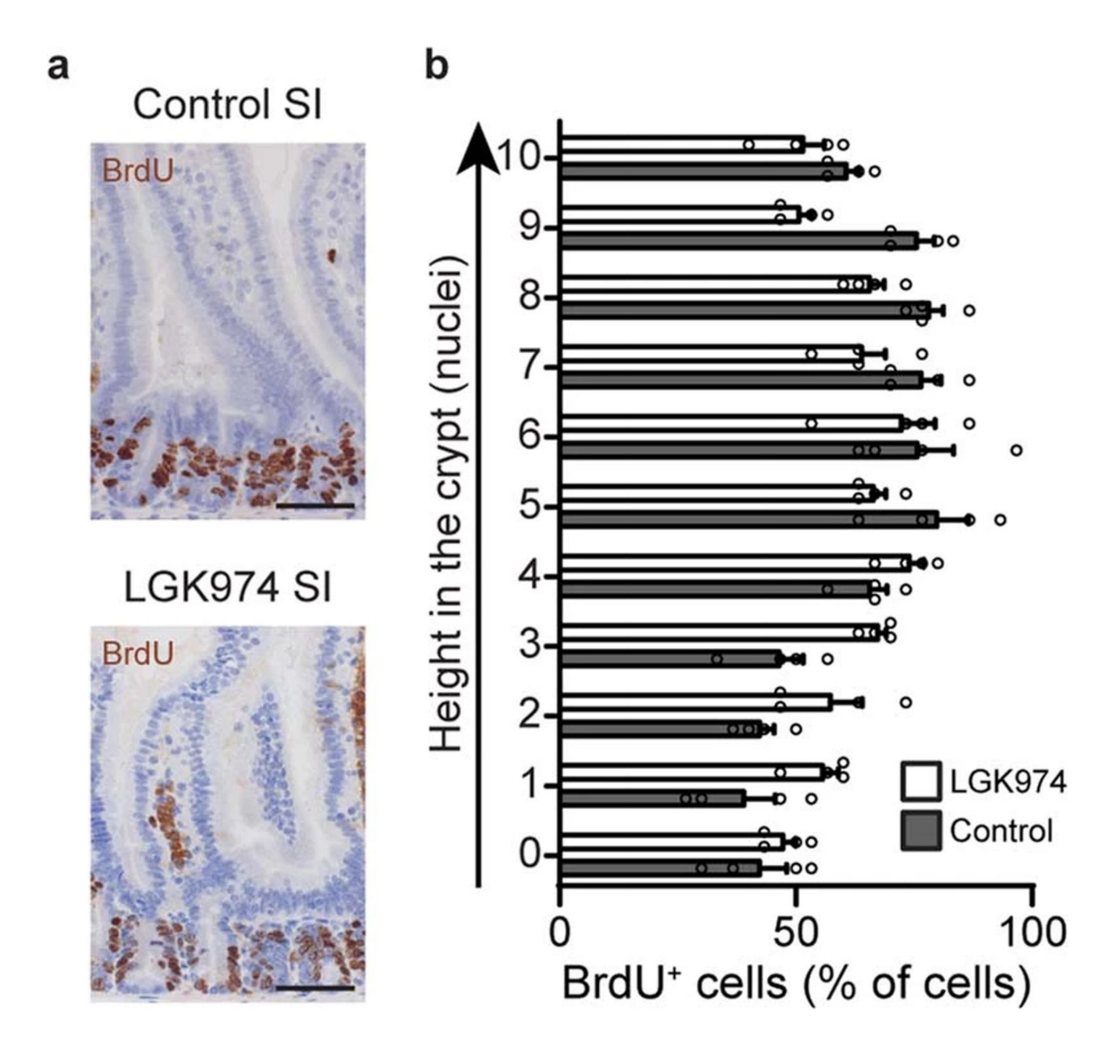
The effect of LGK974 on stem cell dynamics in small intestinal crypts. **a,** Representative image of 2h BrdU pulse in SI crypts of control and LGK974-treated mice. Scale bar, 50μm. **b,** Quantification of cells positive for BrdU per position in SI crypts of control and LGK974-treated mice. Of note, position is based on nuclei count which does not discriminate between stem cells and PCs, and the Lgr5+ zone ends around nuclear position 6-8. Mean +/- SEM are plotted. (n=120 crypts examined over 4 independent experiments from 4 mice, 30 crypts per mouse).

**Extended Data Figure 9:**
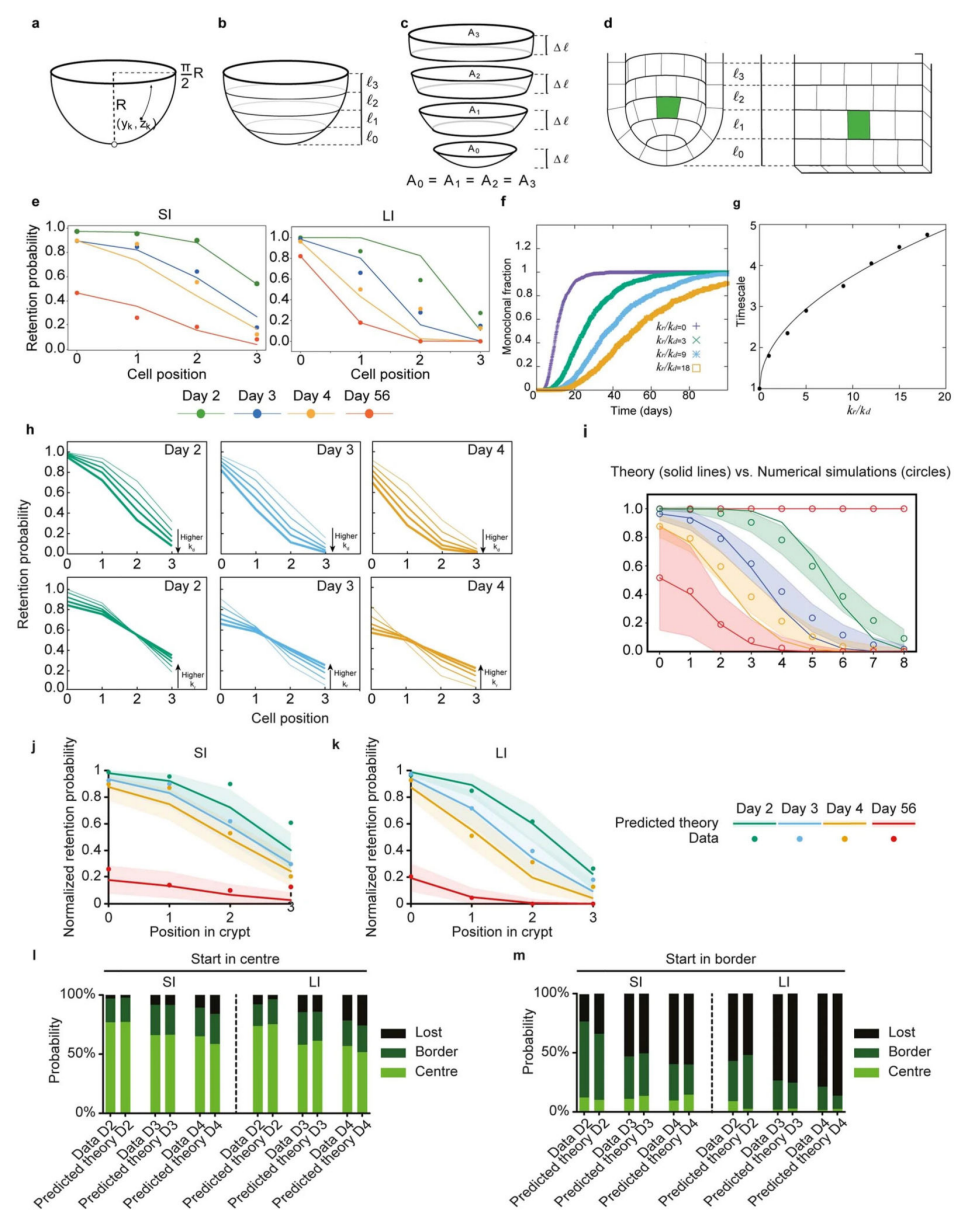
Biophysical modelling of stochastic conveyor belt dynamics in small versus large intestine. **a,** An intestinal crypt is abstracted as a hemispherical surface. A cell experiences net upwards force due to the divisions taking place at lower positions, together with stochastic repositioning events. **b,** This hemispheric region can be segmented by cuts at different heights, ℓ0, ℓ1, ℓ2, ℓ3. **c**, If the sections defined by these cuts are of the same width, Δℓ, then the area of each is the same, which provides an explanation for the near-constant number of Lgr5+ cell at each position. **d**, This allows us to approximate the system as consecutive layers of cells on a cylinder. **e**, Analytical solutions for the stochastic conveyor belt model (probability of clone retention per time). Left (resp. right) plot shows the retention probability as a function of the starting position of the mother cell of the lineage for the SI (resp. LI). Points show the experimental data for wild-type (same as Fig. 3), lines are the prediction of the stochastic conveyer belt dynamics given by equation (1.3) of the SI Theory Note. In both panels, the color scheme is: Green, 2 days, Blue, 3 days, orange, 4 days, and red 56 days post-labelling. **f**, Average monoclonal conversion in crypts for different values of *kr kd* and rescaled time it takes to convert. **g**, Corresponding time of conversion as a function of *kr kd* (points) which are very well fitted by a square root (lines), showing that the time increases close to linearly with *✓kr /kd.* **h**, Sensitivity analysis of the 2D numerical simulations. Top, effect of increasing values of the division rate kd on the resulting short-term clonal retention dynamics as a function of initial cell positions at days 2, 3 and 4 (left, middle and right panel respectively), for constant k_r_=0.25 (LI best-fit value). Increasing thickness of the lines indicate increasing division rate (or alternatively decreasing division time: 2.3, 1.7, 1.4, 1.2, 0.9 divisions per day respectively - note that the middle curve thus corresponds to the value of 1.4 divisions per day used in the main text). Bottom, Effect of increasing values of the division rate k_r_ on the resulting short-term clonal retention dynamics as a function of initial cell positions at days 2, 3 and 4 (left, middle and right panel respectively), for constant k_d_=0.5 (LI best-fit value). Increasing thickness of the lines indicate increasing k_r_=0.25,1,2,3, 4 (note that the first curve thus corresponds to the best fit value used in the main text). **i**, Comparison between 1D analytical theory (solid lines) and 2D simulations (circles) for the clonal retention probability (y-axis, parameters chosen as kr=2, 1/kd=1.2 divisions per day) as a function of initial starting position for the clone (x-axis) and time (colors red, green, blue, yellow and red indicating resp. day 1, day 2, day 3, day 4 and day 56). Dashed region indicates the standard deviation observed in the simulations for the respective simulation time. **j,k,** Normalised probability of retention in Lgr5+ zone for different starting positions over time in SI (f; n=305 clones in 9 mice) and LI (g; n=334 clones in 5 mice) predicted by model (solid lines and shaded intervals, mean with 95% confidence interval) and experimental data (dots). **l,m,** Probability of presence in centre, border or loss of centre-starting (left) and border-starting clones (right) over time in SI (h, n=305 clones in 9 mice) and LI (I, n=311 clones in 5 mice), comparing data (left bar) and theory (right bar).

**Extended Data Figure 10:**
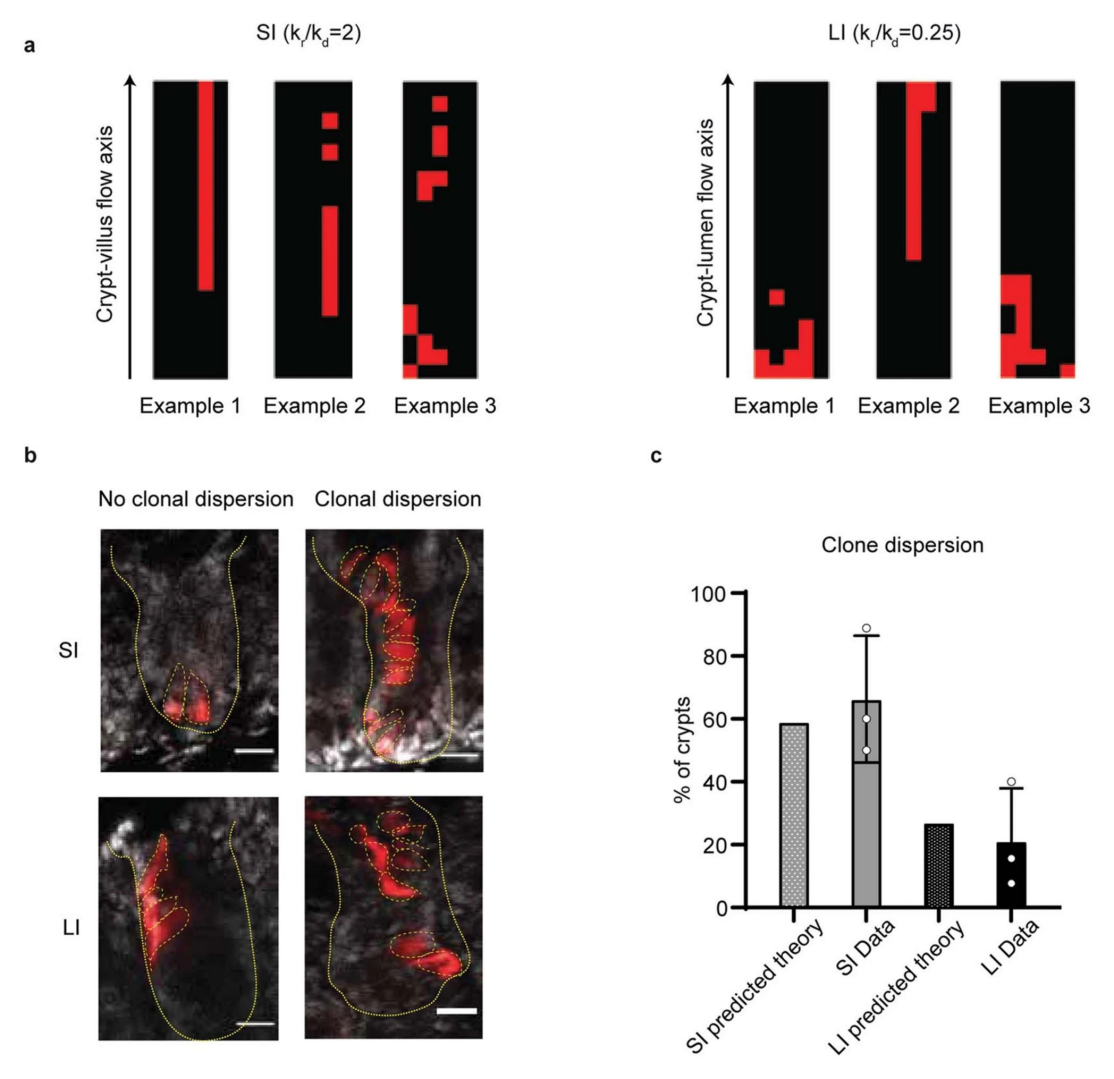
Clonal dispersion in small and large intestine. **a**, Typical outputs of 2D numerical simulations of a single clonal labelling event (labelled cells indicated in red) for the parameter set extracted from SI (left) and LI (right) data. As expected, larger values of kr result in a higher probability of clonal fragmentation (defined as the probability of a given clone displaying two fragments separated by a row of clonally non-labelled cells, see SI Note for details on the simulations). **b**, SI (top) and LI (bottom) crypts with sparse lineage-tracing experiment, where a single lineage (red here, induced and imaged 7 days post induction) can be observed. Clonal dispersion due to cell rearrangements is either observed (right) or not (left). Scale bar, 20μm. **c**, Probability of clonal fragmentation in SI and LI (data shown in grey (SI) and black (LI), theory in dotted bars extracted from the parameters in panel a), showing good agreement. Data is based on n=3 mice (20 crypts for SI and 55 crypts for LI). Each data point represents percentage of clonal dispersed crypts in one mouse, and bars show mean +/- SD.

## Supplementary Material

Movie 1

Movie 2

Supplementary Figure 1

Supplementary Note

## Figures and Tables

**Figure 1:**
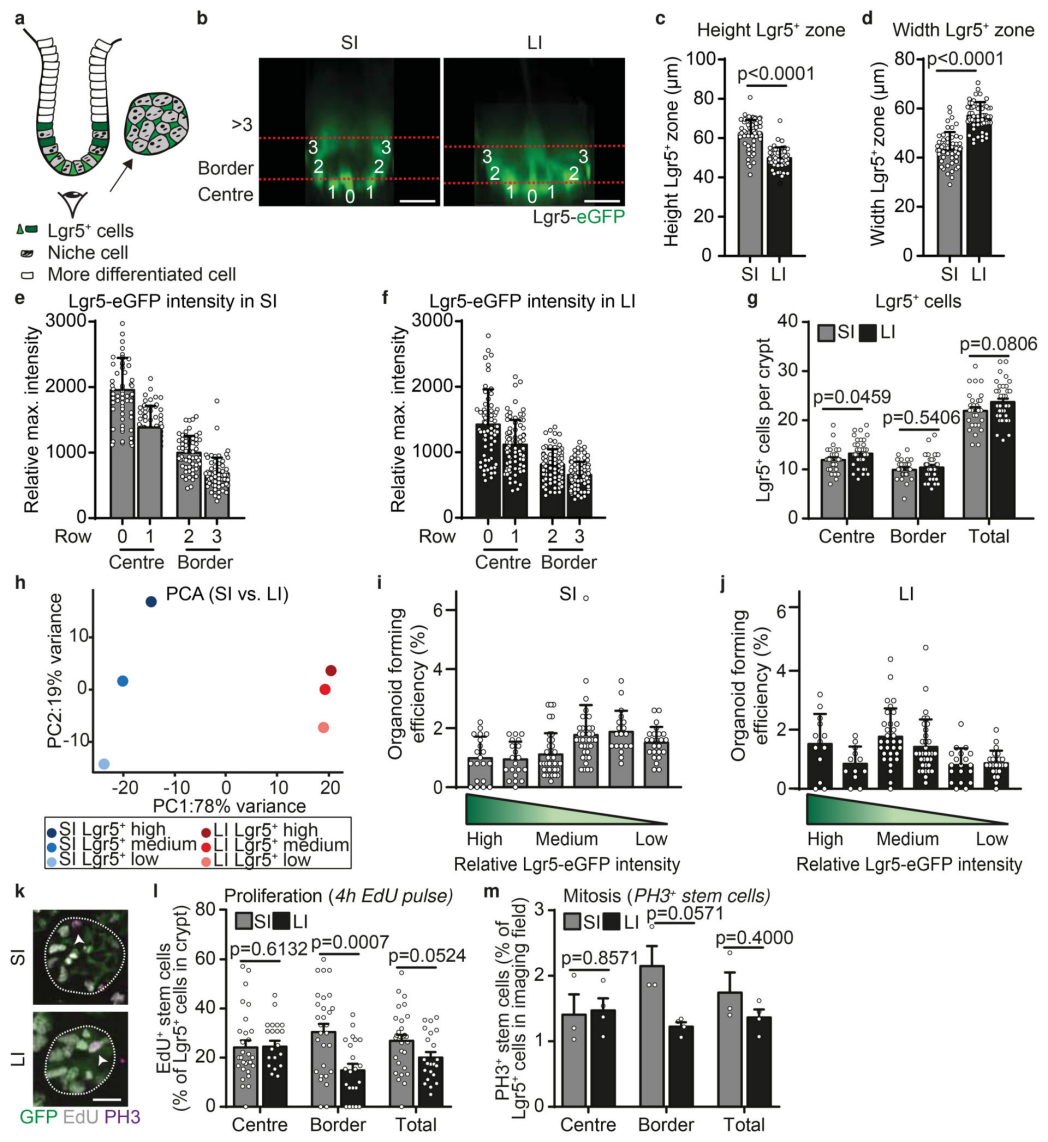
The spatial organization and functional potential of Lgr5+ cells are comparable in the SI and LI. **a,** Schematic crypt representation. **b,** Representative XY-images of SI and LI crypts in Lgr5eGFP-Ires-CreERT2 mice from n=4 experiments. The relative position of Lgr5^+^ cells in the central (row 0 and 1) or border region (row 2 and 3) of the stem cell niche. **c**,**d,** Height (**c**) and width (**d**) of Lgr5-GFP^+^ zone in SI and LI (**c**,**d**, n=50 crypts (SI), n=48 crypts (LI)). **e,f,** Relative maximum intensity of Lgr5-eGFP signal in SI (**e**) and LI (**f**) (**e**, n=47, 62, 61 and 62 crypts; **f**, n=66, 78, 77 and 84 crypts for row 0, 1, 2 and 3 respectively). **g**, Number of Lgr5^+^ cells in centre, border and total in SI and LI crypts (n=50 and 48 crypts, respectively). **h,** Principal component analysis of RNA-seq in Lgr5 high, medium and low cells (i.e. centre, border and >3 row cells). Dots, mean (n=3 mice). **i,j,** Organoid forming efficiency of Lgr5^+^ cells with high, medium and low intensity isolated from SI (**i**) and LI (**j**). Dots, percentage of cells that formed organoids in a BME drop (Left to right, **i**, n= 20, 20, 39, 38, 19 and 24; **j**, n= 13, 12, 32, 34, 19 and 24 BME drops from n=3 experiments in 3 mice). **k**, Confocal images of Lgr5-eGFP cells in S-phase (4h EdU) and mitosis (phospho-histone H3 (PH3), arrow heads) in SI and LI crypts (dotted outline). **l,m,** EdU+ (**l**) and PH3+ (**m**) Lgr5+ cells as a percentage of the total Lgr5^+^ pool in SI (**l**, n=33 crypts; **m**, n=3 image fields) and LI (**l**, n=22 crypts; **m**, n=3 image fields). Bars, mean +/- SEM. Significance in (**c**, **d**, **l** and **m**) was determined by two-sided Mann-Whitney tests. Scale bars: 20μm (**b** and **k**).

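Principal components were computed from rlog values of the 500 most variable genes with each library as a point, since the number of genes is not given in the methods. The first component held 67.5% of the variance and the second 16.7%. Computed on the mean of each group, as the dots in Fig. 1h are, the first held 81.7% and the second 15.5%. The first component separated the sites, with scores of -25.1 ± 15.9 (SD, n = 3) for centre, -23.9 ± 19.7 for border and -23.2 ± 22.3 for row >3 cells of the SI and 23.0 ± 0.377, 23.4 ± 0.209 and 25.9 ± 0.419 for those of the LI. SI replicate 3 lay apart from the other SI replicates, with scores of -6.85 for centre, -1.18 for border and 2.56 for row >3 cells, while SI replicates 1 and 2 lay between -37.5 and -33.3. On the second component, the means fell in the order centre, border, row >3 in both sites, from 12.2 ± 13.1 over -4.69 ± 18.0 to -18.6 ± 11.5 in the SI and from 8.67 ± 2.22 over 4.13 ± 3.33 to -1.64 ± 3.37 in the LI. The score fell from centre to border in each replicate, from 16.4, 22.6 and -2.56 to -0.263, 10.7 and -24.5 in the SI and from 9.42, 10.4 and 6.18 to 6.35, 5.74 and 0.297 in the LI. Leaving out 1 library, the share of the first component stayed between 65.6% and 71.8% and that of the second between 12.8% and 18.5%.

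**Figure D2:**
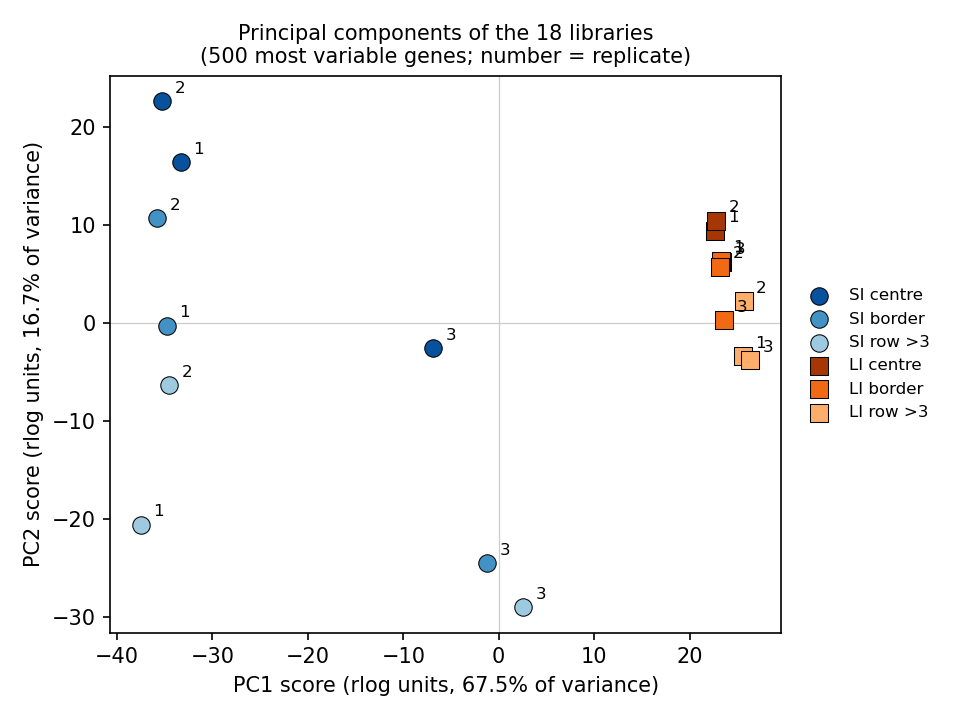
Scores of the 18 libraries on the first (horizontal) and second (vertical) principal component in rlog units, with circles for SI, squares for LI and numbers for replicates. SI replicates 1 and 2 lie on the left, the LI libraries on the right, and SI replicate 3 between -6.85 and 2.56.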

**Figure 2:**
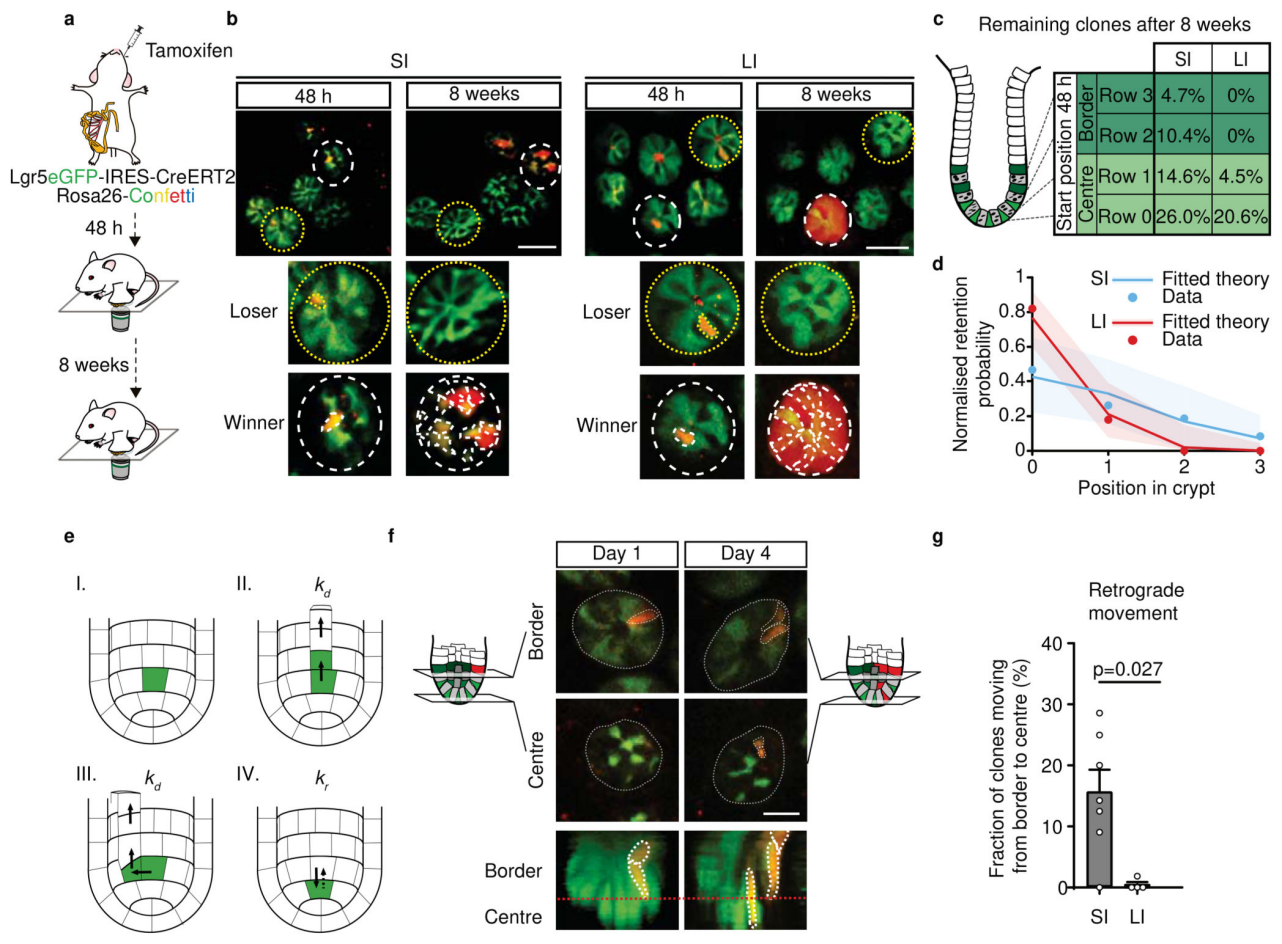
Different numbers of effective stem cells in SI and LI due to retrograde movement. **a,** Schematic representation of experimental setup. **b,** Representative overview images 48 hours and 8 weeks after tracing in SI (left) and LI (right) from 6 independent experiments. Dotted yellow and white circles represent retraced crypts. A labelled clone can either be lost (loser, dashed yellow circle) or retained (winner, dashed white circle). **c,** Clone retention from different starting positions in SI (n=267 clones in 6 mice) and LI (n=294 clones in 6 mice). **d,** Normalised retention probability at 8 weeks as predicted by the model (lines with 95% confidence interval) and experimental data (dots) in SI (n=267 clones in 6 mice) and LI (n=294 clones in 6 mice). **e,** Model sketch: the crypt is abstracted as cylinder coupled to a hemispheric region (I). *k_d_* is the upward movement rate due to cell division (II, III) and *k_r_* is the random cell relocation rate, including retrograde movements (IV). **f**, Example of a border starting clone at day 1 that moved to the centre at day 4 (retrograde movement) from 7 independent experiments. **g,** Percentage of border starting clones present in centre on day 3 in SI (n=59 clones in 7 mice) and LI (n=109 clones in 4 mice). Mean +/- SEM. Significance was determined by a two-sided Mann-Whitney test. Scale bars: 50μm (**b**), 20μm (**f**).

**Figure 3:**
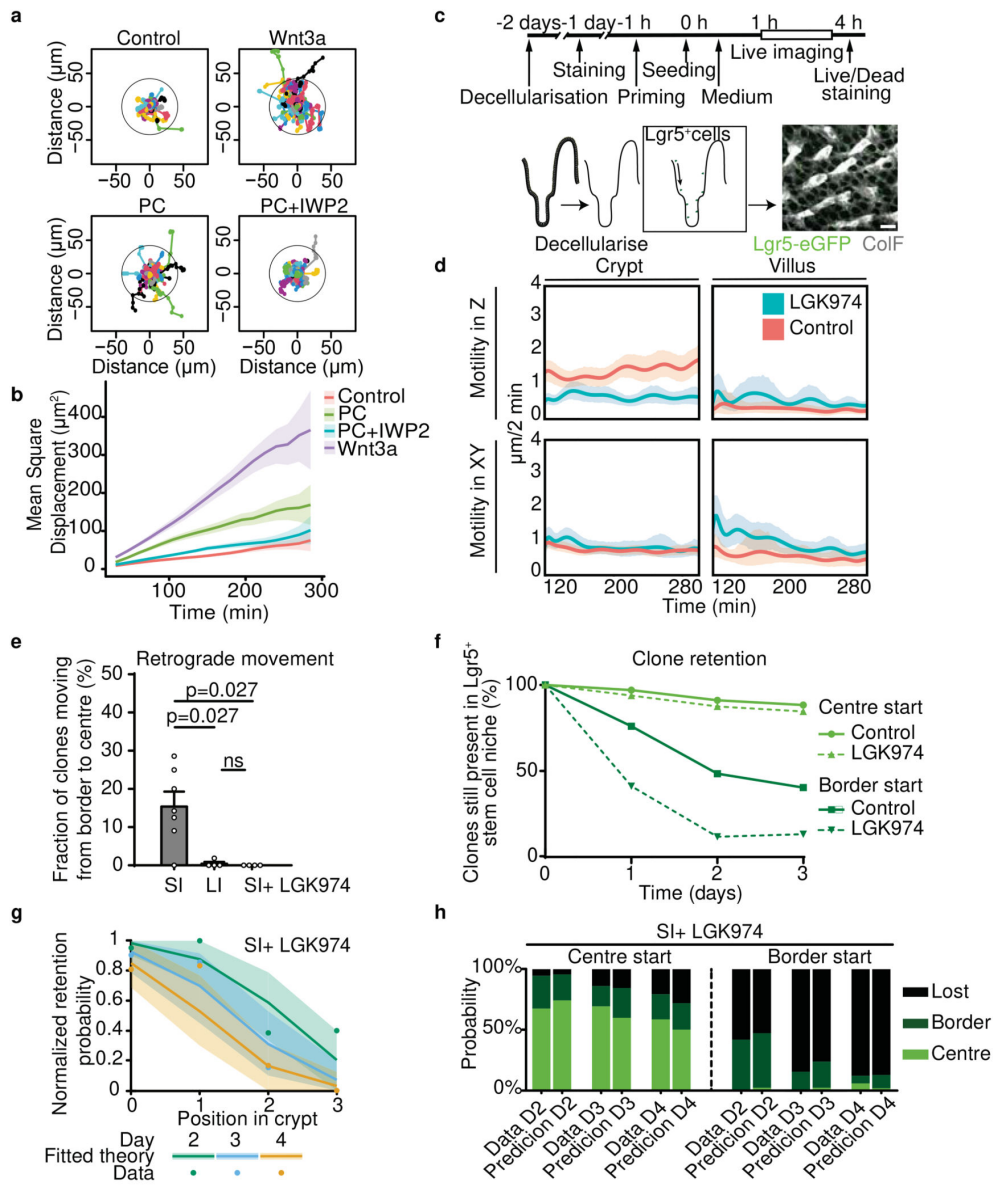
Wnt promotes Lgr5^+^ cell migration. **a**, Normalised migration tracks of single Lgr5^+^ cells isolated from Lgr5-EGFP-ires-creERT2;R26R-confetti organoids in control medium, medium supplemented with Wnt3a, co-culture with Paneth cells (PC), or co-culture PC with Wnt inhibitor (IWP2) in Matrigel (n=150 random tracks of Lgr5^+^ cells from 2 organoid lines, 3 biological replicates). **b,** Mean square displacement (MSD) calculated as a function of time (n=150 cells, 3 biological replicates). Data, mean +/- SEM. **c**, Schematic representation of experimental setup for analysing cell movement on decellularised intestinal scaffolds. **d**, The motility of Lgr5^+^ cells was determined along the crypt-villus axis (motility in Z) and along the lateral axis (motility in XY) (n=150-200 cell tracks from 3 decellularised intestines for each control (vehicle) and LGK974 treated group). Data, mean with 95% confidence interval. **e**, Percentage of border starting clones present in the crypt centre on day 3 (n=59, 109, 75 clones in 7, 4, 4 mice for SI, LI and SI upon LGK974 treatment respectively). Bars, mean +/- SEM. Significance was determined by a two-sided Mann-Whitney test. **f**, Quantification of retention within the Lgr5^+^ zone of centre- or border-starting clones in crypts of control (solid lines) and LGK974-treated (dashed lines) mice as followed by IVM (n=75 clones in 4 mice). **g,** Normalised retention probability in the Lgr5+ zone in LGK974-treated SI (n=75 clones in 4 mice, data re-analysed from^16^ predicted by model (solid lines, mean with 95% confidence interval) and experimental data (dots). **h**, Probability of a clone starting either in niche centre (left) or border (right) to be present in the centre, border or to be lost from the Lgr5^+^ zone over time in SI of LGK974-treated mice, comparing data (left bar) and theory (right bar) (n=75 clones in 4 mice). See Supplementary Note, section 2.2.3 for details. Scale bars: 50μm (**c**).

**Figure 4:**
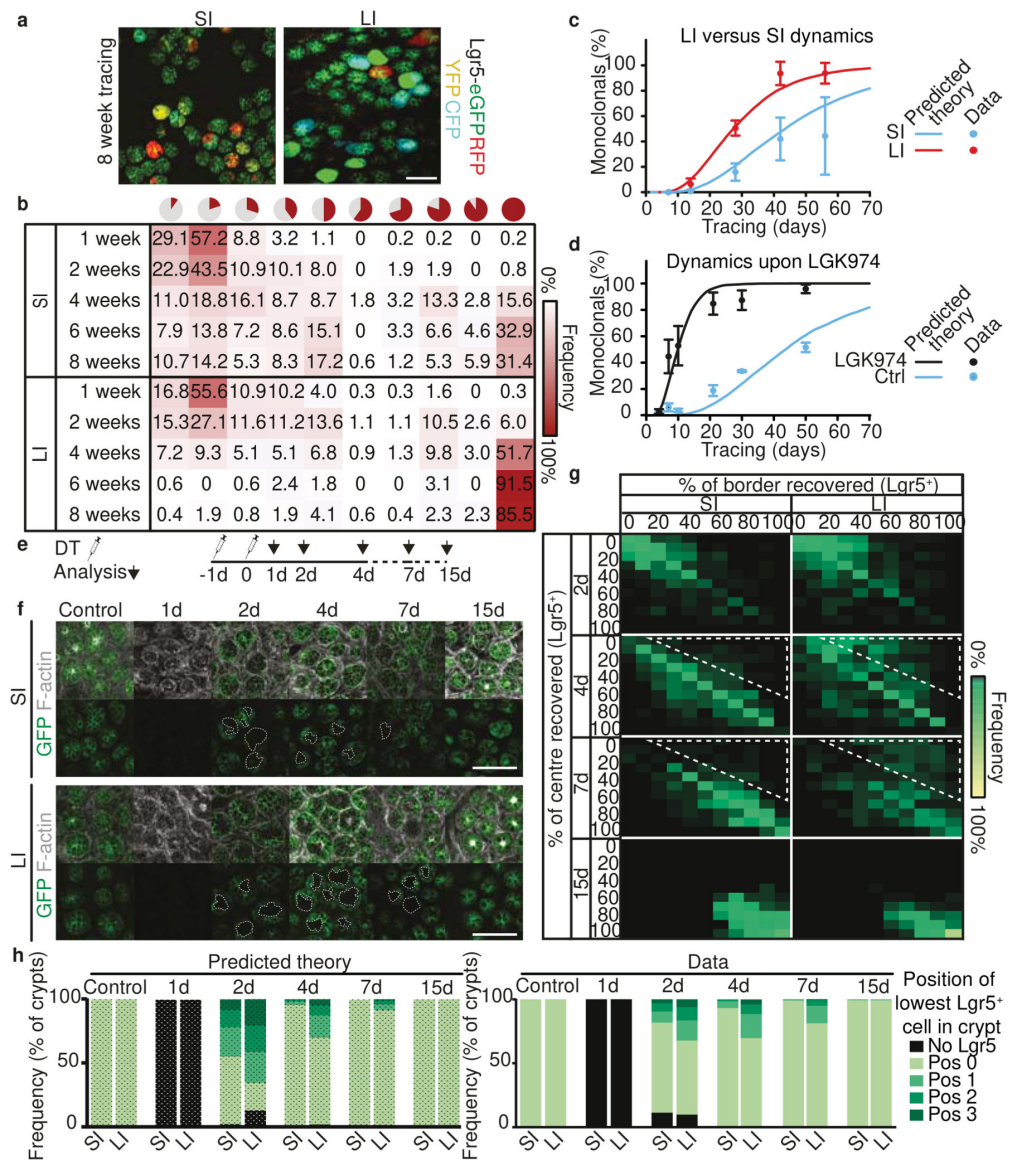
Consequences of retrograde movement. **a,** Representative maximum projections of crypt bottoms 8 weeks after induction in SI and LI (n=5 independent experiments). **b**, Heat map showing frequency of clone sizes at different time points in SI and LI. **c**, Monoclonal crypts in SI and LI over time predicted by model (solid line) and real data in SI and LI. Dots, mean +/- SD (**b**,**c**, n= 444, 375, 218, 152, 151 clones in 3, 4, 3, 5, 7 mice (SI); n= 304, 465, 236, 164, 531 in 3, 4, 3, 5, 8 mice (LI) for 1, 2, 4, 6 and 8 weeks respectively). **d**, Monoclonal crypts in SI of control and LGK974 treated mice (n for control= 3, 3, 4, 4, 3, 3 mice; n for LGK974= 2, 4, 3, 5, 3, 3 mice for day 4, 7, 10, 21, 30, and 50 respectively, 200 clones per mouse) over time predicted by model (solid line) and real data reanalysed from^16^. Dots, mean +/- SEM. See Supplementary Note section 2.2.3 for details. **e**, Schematic representation. Targeted ablation of Lgr5+ cells by two DT injections in 19 Lgr5DTR:EGFP mice. **f**, Representative images of untreated and DT treated mice at different time points post ablation (n= 3 independent experiments). **g**, Heatmap of the percentage of crypts recovered in centre and border regions in the SI and LI (n= 5, 3, 4, 3 mice for day 2, 4, 7, and 15 respectively). Note the faster recovery kinetics of SI crypts (white highlighted area). **h**, Best numerical fit for the position of lowest Lgr5^+^ cell using the biophysical model (left), predicting a faster dynamics in the presence of a larger amount of retrograde movements, and experimental data (right) (n= 2, 3, 5, 3, 4, 3 mice for control, day 1, 2, 4, 7, and 15 respectively). Scale bars: 200μm (**a**), 100μm (**f**).

## Data Availability

The RNA sequencing data is available through the Gene Expression Omnibus (GEO) with the accession code GSE194250. All other data are included within the paper, Extended Data and Supplementary Information and are available through the online data sharing platform Figshare: https://figshare.com/projects/Azkanaz_et_al_2022_Retrograde_movements_determine_effective_stem_cell_numbers_in_the_intestine/139210. Source Data for all figures are provided with this paper.

# Supplementary material for: Retrograde movements determine effective stem cell numbers in the intestine
**Source:** Nature. Author manuscript; Available in PMC 2023 Aug 8.
**Supplement:** Supplementary Note

## SUPPLEMENTARY NOTE

### CONTENTS

|                                                                       |    |
|-----------------------------------------------------------------------|----|
| 1. Basics of stochastic conveyor belt (SCB) dynamics                  | 1  |
| 1.1. Biological motivation for the modelling                          | 1  |
| 1.2. Formal definition of the SCB dynamics                            | 2  |
| 1.3. SCB dynamics in real crypts                                      | 8  |
| 1.4. Nature of the stochastic rearrangements and retrograde movements | 10 |
| 2. Numerical simulations of the 2D SCB dynamics and statistics        | 11 |
| 2.1. Details on the implementation of 2D simulations                  | 11 |
| 2.2. Statistical approach for fitting and confidence intervals        | 11 |
| 2.3. Clonal fragmentation from fixed data                             | 14 |
| 2.4. Timescale of monoclonal conversion                               | 15 |
| 2.5. Dynamics of filling after ablation                               | 15 |
| 3. Comparison to previous models                                      | 16 |
| Supplementary references                                              | 17 |

In this supplementary note we provide additional details on the modelling approach used in the manuscript, as well as details on the numerical and statistical tools used to analyze the data.

### 1. BASICS OF STOCHASTIC CONVEYOR BELT (SCB) DYNAMICS

#### 1.1. Biological motivation for the modelling.

The intestinal epithelium is renewed from proliferative intestinal stem cells at the bottom of crypts (Fig. 1a), while cell loss occurs at the tip of villi. The push up force exerted by the duplication of stem cells creates a constant, unidirectional flow of cells from lower to upper levels along the crypt-villus axis. This continuous advection generates a conveyor belt-like dynamics within the epithelial sheet. If one only considers advection and we set ourselves in a one-dimensional setting, the question of whether a cell initially located at a given position can give rise to the lineage that eventually colonizes the whole system has a simple answer: the lineage from the cell at the bottom-most row of the crypt will colonize the whole system with probability 1. Indeed, any cell located in another level has zero probability to survive long-term, as the push up force triggered by cell divisions creates a unidirectional drift towards the villus. For that reason, one may refer to such a dynamics as a deterministic conveyor belt. If we consider a more realistic geometry, the bottom level is populated by several cells that compete laterally and neutrally for lineage survival [1, 2]. Such dynamics

at the bottom of the crypt (in the lateral/circumferential direction) is well-described by a 1D Voter model on a ring with an estimated amount of cells around 12 – 16. Subsequent data and modelling from continuous labelling [3] proposed a smaller number of functional stem cells, around 5 – 7 stem cells per crypt.

But how is this number of stem cell determined in the first place from a biological perspective? One definition would be molecular, with Lgr5+ being a marker of stemness that is expressed within the first four bottom-most cell rows. However, it has been reported via short-term live-imaging that in the SI, bottom vs top layers of Lgr5+ cells have highly different survival dynamics, which was explained via short-term advantages linked to location [4]. However, whether and how this dynamics is conserved in different intestinal regions remains unclear, together with what determines the strength of the competition for space. Here, we combine short-term and long-term live-imaging, to help bridge the time scale of individual cell movements with the time scale of monoclonal conversion (and stem cell competition). This provides insights into how the effective number of stem cells per crypt is defined, understanding the effective number of stem cells as the amount of cells giving rise to long term clones. Interestingly, this framework is able to identify surprising differences between Large and Small intestines (resp. denoted subsequently as LI and SI) .

In particular, the modelling approach is based on two key experimental findings: i) a stochastic addition to the classical "conveyor belt" picture, allowing cells to randomly reposition to more favourable locations, ii) the strength of stochasticity/repositioning varies drastically between the SI and the LI despite strong anatomical similarities. This empirical observation of retrograde movements implies that other factors, besides the one-directional drift induced by cell duplication, must be taken into account. The constraint of homeostasis/constant cellular density in time puts strong constraints on retrograde movements. Indeed, any downward active migration of a given cell  $i$  must be compensated by the upward migration of a given cell  $j$  by the same amount. Importantly however, such events of active cell migration or cells stochastically switching their positions can counter-act the drift induced by cell divisions, allowing cells from upper levels to relocate in more favorable positions. In Fig. 2e of the main text we schematize this dynamics. In that case, the question whether a cell located at a given level can colonize the whole organ becomes a complex problem, and we provide in this Supplementary Note details on the modelling and statistical approach used to interpret the data [5]. Finally, although we find evidence (see main text for details) for relocations to rely on Wnt-dependent active cell migration, the presented theoretical framework is quite insensitive to the particular details through which they occur (as detailed below).

## 1.2. Formal definition of the SCB dynamics.

### 1.2.1. 1D SCB dynamics.

We will first define the dynamics in a 1D setting along the crypt-villus flow direction, to get insights into how the row of a given cell is located influences the survival probability of its lineage. We consider a column of cells arranged in a finite segment  $[0, L]$ , in which the length unit is scaled to the average diameter of a cell. We assume a mean field approach in which each cell divides at constant rate  $k_d$ . When a new cell is born at longitudinal level  $j$ , it moves either one position left or right, pushing the old neighbour cell to level  $j + 1$ , or directly up, pushing the cell that was immediately above the mother cell from level  $j + 1$  to level  $j + 2$

(See Fig. 2e for a schematic view). This mechanism ensures that the density of cells remains constant, as required by the constraint of homeostasis. This division process creates a positive push up force projected through the longitudinal axis of the organ. When a cell reaches level  $L$  and is pushed, it disappears from the system. In addition, the position of the cells can fluctuate stochastically at rate  $k_r$  in either direction. The combination of the advection force due to cell duplication at rate  $k_d$  and stochastic rearrangements occurring at rate  $k_r$  create a dynamics that can be abstracted as a conveyor belt with random relocations, defining the essentials of the *Stochastic Conveyor Belt* (SCB) dynamics. Note that, in the case where  $k_r = 0$ , we recover the standard scenario of a deterministic conveyor belt as outlined in the previous section.

To study lineage dynamics, we first need to define the SCB dynamics at the single cell level. According to the description above, the position of cell in cell-unit lengths from the bottom of the organ will be a random variable  $X$  subject to an advection force due to duplication  $\sim k_d X$ , since  $X$  cells will duplicate *below* at every time unit, and a random fluctuation of amplitude  $\sqrt{k_r}$ . In the continuous approximation, the stochastic differential equation for the positional variable  $X$  will be thus [5]:

$$(1.1) \quad dX = k_d X dt + \sqrt{k_r} dW \quad ,$$

where  $dW$  is the Wiener or Brownian differential [6, 7, 8]. According to the above dynamics, the probability that a cell that started at position  $n$  is at a given position  $x$  of the organ at time  $t$  is governed by the following Fokker-Planck equation [7, 8]:

$$\frac{1}{k_d} \frac{\partial p_n}{\partial t} = -\frac{\partial}{\partial x}(x p_n) + \frac{k_r}{2k_d} \frac{\partial^2 p_n}{\partial x^2} \quad .$$

Accounting for the division rate implies the addition of a reaction term, that is, the cell, aside the random fluctuations provided above, also divides at a certain rate. The cell that at  $t = 0$  was at position  $n$  will define a lineage,  $c_n$ , made up of all its descendants. In the continuous setting, such a lineage will be described as a density  $\rho_n$  of cells of the lineage  $c_n$  that will depend both on the position and the time. This will lead to a reaction-diffusion equation governing the density of lineage  $c_n$  under the SCB dynamics that reads:

$$(1.2) \quad \frac{1}{k_d} \frac{\partial \rho_n}{\partial t} = -\frac{\partial}{\partial x}(x \rho_n) + \frac{k_r}{k_d} \frac{\partial^2 \rho_n}{\partial x^2} + \rho_n \quad .$$

While this equation has no steady state solution, its time-dependent solution can be derived. We follow the steps provided in [5].

### 1.2.2. Interpretation of $\rho_n(x, \tau)$ .

Eq. (1.10) must be interpreted carefully: it is not telling us what is the *physical* density of cells of a given lineage, but the *relative strength* of such a lineage at a given point and time in the competition with the other cells to occupy a given position at a given time. That is: in an ensemble picture, the probability of finding a cell of lineage  $n$  at position  $x$  at time  $t$  will depend on the relative strength of  $\rho_n(x, \tau)$  with respect to other densities. Essentially, we are circumventing the fact that there is only one cell per position, and we are projecting such constraint at the ensemble level as the result of a competition where the possibilities to win are proportional to  $\rho_n(x, \tau)$ .

### 1.2.3. Solutions of the 1D SCB equation.

To solve Eq. (1.2) we impose as initial condition that  $\rho_n(x, 0) \sim \mathbf{N}(n, 1/2)$ , i.e., a normal distribution centred at  $n$  with variance  $1/2$ . This condition describes a single cell located at position  $n$  as a density that spreads significantly only at  $n \pm 1/2$  and whose integral is equal to 1, as is expected for a single clonally labelled cell. Natural boundary conditions apply [8]. The solution of Eq. (1.2) factorizes as follows:

$$(1.3) \quad \rho_n(x, t) \propto \phi_1(x, t)\phi_2(t) \quad ,$$

where  $\propto$  implies "up to some multiplicative positive constant" and  $\phi_1$  is the solution of:

$$(1.4) \quad \frac{\partial \phi_1}{\partial \tau} = -\frac{\partial}{\partial x}(x\phi_1) + \frac{k_r}{2k_d} \frac{\partial^2 \phi_1}{\partial x^2} \quad ,$$

and  $\phi_2$  is the solution of:

$$\frac{\partial \phi_2}{\partial \tau} = \phi_2 \quad .$$

which has a simple solution:

$$(1.5) \quad \phi_2 \propto e^\tau \quad ,$$

where we have defined for convenience the rescaled time unit  $\tau = k_d t$ . Thus,  $\phi_2$  represents the fact that cells proliferate at rate  $k_d$  so that the entire lineage increases in size exponentially regardless of its position.

Computing  $\phi_1$ , we first observe that (1.4) is a Fokker-Planck like equation for the time evolution of the probabilities of a random variable following a mixture of Brownian motion with a given amplitude  $k_r/k_d$  and a drift parameter  $x\phi_1(x, \tau)$ . Equation (1.4) has its stochastic differential equation counterpart in:

$$(1.6) \quad dX = X d\tau + \sqrt{\frac{k_r}{k_d}} dW \quad ,$$

which is equivalent to Eq. (1.1). Recall that Eq. (1.6) explicitly tracks the real trajectory of a cell (and not lineage prevalence). The above described stochastic process has no stationary solutions, which is in agreement with the SCB dynamics: all cells will sooner or later be pushed out from the system. Imposing the following initial conditions  $t_0 = 0$ ,  $\phi_1(x, 0) \sim \mathbf{N}(n, 1/2)$  and natural boundary conditions, we observe that:

$$d(e^{-\tau} X(\tau)) = dX(\tau)e^{-\tau} - e^{-\tau} X(\tau) d\tau \quad .$$

Then, multiplying both sides of Eq. (1.6) by  $e^{-\tau}$ , and after some algebra, one finds that:

$$d(e^{-\tau} X(\tau)) = \sqrt{\frac{k_r}{k_d}} e^{-\tau} dW \quad ,$$

leading to:

$$(1.7) \quad X(\tau) = x_0 e^\tau + \int_0^\tau \sqrt{\frac{k_r}{k_d}} e^{(\tau-s)} dW \quad .$$

The integral is a standard stochastic integral with respect to a Wiener process. According to *Ito's isometry* [6] one has that the law governing the random variable described by the integral is a normal distribution

$\mathbf{N}(0, \sigma^2(\tau))$ . In our case this reads:

$$\int_0^\tau e^{(\tau-s)} \sqrt{\frac{k_r}{k_d}} dW \sim \mathbf{N} \left( 0, \int_0^\tau \left| \sqrt{\frac{k_r}{k_d}} e^{(\tau-s)} \right|^2 ds \right) ,$$

which means that the explicit form of  $\sigma^2(\tau)$  is thus given by:

$$(1.8) \quad \sigma^2(\tau) = \int_0^\tau \left| \sqrt{\frac{k_r}{k_d}} e^{(\tau-s)} \right|^2 ds = \frac{k_r}{2k_d} (e^{2\tau} - 1) .$$

Finally, from Eq. (1.7), we conclude that the time dependent mean,  $\mu(\tau)$ , is:

$$\mu(t, x_0) = x_0 e^\tau .$$

That leads to:

$$(1.9) \quad \phi_1(x, \tau) \propto \sqrt{\frac{k_d}{2\pi k_r (e^{2\tau} - 1)}} \exp \left\{ -\frac{k_d}{2k_r} \frac{(x - ne^\tau)^2}{(e^{2\tau} - 1)} \right\} .$$

According to Eqs. (1.3, 1.5) and (1.9), the solution of the SCB equation (1.2) can be fairly approximated as:

$$(1.10) \quad \rho_n(x, \tau) \propto \sqrt{\frac{k_d}{2\pi k_r}} \exp \left\{ -\frac{k_d}{2k_r} \left( \frac{x - ne^\tau}{e^\tau} \right)^2 \right\} .$$

#### 1.2.4. Clone survival probability.

According to the definition of  $\rho_n(x, \tau)$ , the probability for a lineage  $n$  to survive after time  $\tau$ ,  $p(c_n, \tau)$  will be defined in relation to  $p(c_0, \tau)$  as:

$$(1.11) \quad \frac{p(c_n, \tau)}{p(c_0, \tau)} = \int_0^L \rho_n(x, \tau) dx \left( \int_0^L \rho_0(x, \tau) dx \right)^{-1} .$$

$p(c_0, \tau)$  is taken as a reference since:

$$(\forall n, \tau > 0) \quad p(c_0, \tau) \geq p(c_n, \tau) .$$

The absolute values of these probabilities can be computed numerically by simulating the SCB dynamics [see section 3 of this Supp. Note for details]. We observe that,  $\rho_n(x, \tau)$  tends to a constant  $\rho_n(\infty) > 0$ , defined as:

$$\rho_n(\infty) = \lim_{\tau \rightarrow \infty} \rho(x, \tau) ,$$

which is independent of  $x$ , taking the explicit form of:

$$\rho_n(\infty) \propto \exp \left\{ -\frac{k_d}{2k_r} n^2 \right\} .$$

In consequence, one has that:

$$\lim_{\tau \rightarrow \infty} \int_0^L \rho_n(x, \tau) dx = L \rho_n(\infty) .$$

Therefore, the probability that lineage  $c_n$  occupies the whole organ satisfies the following ratio:

$$(1.12) \quad \frac{p(c_n, \infty)}{p(c_0, \infty)} = \exp \left\{ -\frac{k_d}{2k_r} n^2 \right\} \quad .$$

Since we know that the whole system becomes monoclonal at large times, we can impose the normalization:

$$\sum_{n \leq L} p(c_n, \infty) = 1 \quad .$$

Leading us to a discrete Gaussian distribution:

$$(1.13) \quad p(c_n, \infty) = \frac{1}{Z} \exp \left\{ -\frac{k_d}{2k_r} n^2 \right\} \quad ,$$

consistent to what is found in [5], and where the normalization constant  $Z$  is defined as:

$$Z = \frac{1}{p(c_0, \infty)} = \sum_{n \leq L} \exp \left\{ -\frac{k_d}{2k_r} n^2 \right\} \quad , \quad p(c_0, \infty) = \rho_0(\infty) \quad .$$

According to Eq. (1.10):

$$\rho_0(\infty) = \sqrt{\frac{k_d}{2\pi k_r}} \quad ,$$

as expected for a Gaussian distribution centred at 0 and with  $\sigma^2 = k_r/k_d$ .

### 1.2.5. Generalization of the SCB dynamics to higher dimensions and different geometries.

To properly study the SCB dynamics in more general geometries, let us consider a Riemannian manifold equipped with a metric tensor  $\mathbf{g}$ , with components  $g_{ij}$  [9]. The property of *local flatness* is assumed [9, 10]. Roughly speaking, this implies that, for small enough regions of the manifold, the geometry has euclidean properties. Let us consider that the push up force due to proliferation has an origin (equivalent to the center of the crypt in intestine) and is projected along the direction of a single coordinate  $z$  (the crypt-villus axis in intestine). The general expression of the drift term will be described by the function  $v(z)$ , defined as the local speed of a cell at position  $z$  due to the proliferation of cells located at  $z' < z$ :

$$(1.14) \quad v(z) \equiv \frac{dz}{dt} \quad .$$

In the case of a 1-dimensional system, as the one described by Eq. (1.2), one has that  $v(x) = k_d x$ . The surface/volume units are given such that an average cell has a surface/volume of 1 in the corresponding units. Consider the starting position of our cell to be  $z_n$  along the coordinate  $z$ . If the other coordinates of the manifold are  $x_1, \dots, x_{n-1}$ , the surface/volume encapsulated *below* position  $z_n$  is given by:

$$(1.15) \quad S_n = \int \dots \int_0^{z_n} \sqrt{g} dx_1 \dots dx_{n-1} dz \quad ,$$

where  $g$  is the determiner of the metric tensor, i.e.:

$$g = \begin{vmatrix} g_{11} & g_{12} & \cdot & \cdot & \cdot \\ g_{21} & g_{22} & & & \\ \cdot & & \cdot & & \\ \cdot & & & \cdot & \\ \cdot & & & & \cdot \end{vmatrix}$$

Cells are assumed to divide at rate  $k_d$ . That implies that  $k_d S_n$  new cells will be produced *below* the cell located at  $z_n$ . This will create an extra surface/volume per time unit of:

$$\frac{dS_n}{dt} = k_d S_n \quad ,$$

that will project into the coordinate  $z$ . Using that:

$$\frac{dS_n}{dt} = \frac{dS_n}{dz} \frac{dz}{dt} \quad ,$$

and, then, Eq. (1.14), one can find the general expression for this projection, which reads:

$$(1.16) \quad v(z_n) = k_d \left( \frac{dS_n}{dz} \right)^{-1} S_n \quad .$$

Local flatness enables us to consider that, locally, random fluctuations due to  $k_r$  may occur in all directions over a flat geometry, either isotropically or not. For the study of lineage prevalence as a function of the position  $z$  only the projection of such fluctuations over the coordinate  $z$  matters, since the other contributions cancel out. We call such a projection of the stochastic fluctuations  $k_r(z)$ .

According to the above results, the general equation for the evolution of cell lineage prevalences along the coordinate  $z$  will read:

$$(1.17) \quad \frac{\partial \rho_n}{\partial t} = -\frac{\partial}{\partial z}(v(z)\rho_n) + \frac{k_r(z)}{2} \frac{\partial^2 \rho_n}{\partial z^2} + \rho_n \quad .$$

#### 1.2.6. *Effective number of stem cells emerging from the SCB dynamics.*

In many cases of relevance, probabilities of lineage prevalence under SCB dynamics display a well defined scale for the fluctuations leading to effective retrograde movements. The strength of these fluctuations will define the stem cell number as *the amount of cells being at lower distance to the origin than the typical length of fluctuations over time scale at which the competition resolves*. However, one has to bear in mind that the approach presented here does not assume any intrinsic changes in cell properties, so the *effective* stem cell number will be linked to the probability cut-off one wishes to use (i.e. the minimal probability of lineage survival to consider a cell to be an effective stem cell).

In the simplest 1D case, since  $\sigma \sim \sqrt{\frac{k_r}{k_d}}$ , and given that  $k_r = 0$  implies the existence of 1 stem cell, one can conclude that the effective stem cell number,  $N_s$ , can be defined as:

$$(1.18) \quad N_s \approx 1 + a \sqrt{\frac{k_r}{k_d}} \quad , \quad a = 1, 2, 3 \dots \quad ,$$

where the parameter  $a$  depends on the cut-off probability used to define functional stem cells (defining the number of variances away from the mean: if  $a = 1$ ,  $N_s$  would be the amount of cells whose lineages persist in the 68% of the monoclonal conversions, if  $a = 2$ ,  $N_s$  will refer to the amount of cells whose lineages participate to the 95.5% and so on).

Now we consider a more general case. Consider that, as we did above, that tissues can be abstracted as a  $n$ -dimensional  $(x_1, \dots, x_{n-1}, z)$  Riemannian manifold equipped with a metric tensor  $\mathbf{g}$  where the local flatness property holds. Assume there is an origin from which the push up force due to proliferation is exerted along the positive direction of a single coordinate  $z$ , and that the lineage survival probabilities associated to the SCB equation (1.17) for this particular case have a bounded  $\sigma$ . An effective stem cell is defined as any cell within a distance  $a\sigma$ ,  $a = 1, 2, \dots$ , of the niche center, meaning that, there is a *belt* containing

$$\sim a\sigma + 1 \quad ,$$

cells from the origin of coordinate  $z$  to the last cell that is inside the stem-cell region, considering that  $a = 1, 2, \dots$  determines the confidence interval. Assuming that we have a well defined and bounded  $\sigma$ , the effective number of stem cells emerging from the SCB dynamics in general geometries, assuming a certain confidence interval  $a\sigma$ ,  $N_s(a)$ , will be:

$$(1.19) \quad N_s(a) \approx \int \dots \int_0^{a\sigma+1} \sqrt{g} dx_1 \dots dx_{n-1} dz \quad .$$

### 1.3. SCB dynamics in real crypts.

#### 1.3.1. *Crypt geometry and experimental data structure.*

In the real crypt geometry, the cells are not organized along a one-dimensional line, but are arranged in a 2D surface, that can be approximated by an hemisphere connected to a cylinder (see Fig. 2e and Extended Data Fig. 9a–d). In this section, we show how to adapt the SCB dynamics to this specific geometry. The experimental data was acquired, following the literature, by assessing the clonal dynamics of cells as a function of their cell row/height (resp +0, +1, +2, +3). Importantly, in a hemispherical geometry, the number of cells per row is expected to be approximately constant (see Extended Data Fig. 9d), as seen in the data. Indeed, considering sections of hemispheres at different heights,  $\ell_0, \ell_1, \ell_2, \ell_3$ , such that the difference between successive heights is constant,  $\Delta\ell$  gives rise to identical surfaces

$$A_0 = A_1 = A_2 = A_3 \quad .$$

In consequence, jointly with the fact that data is given at different height levels (and movements through them), this tells us that our SCB dynamics in the crypt takes place over four levels of the same size (i.e., the same number of cells). Consistently, in order to derive theoretical predictions, we can project our dynamics into a 2D square-like surface with periodic boundary conditions, namely, a *cylinder*. In Extended Data Fig. 9d, we describe this mapping and in Extended Data Fig. 1b we provide the empirical number of Lgr5+ cells per level, which is fairly uniform and supports our approach.

### 1.3.2. SCB over a 2D cylinder is formally equivalent to the 1D problem.

We then need to apply the theory described above to the particular case of cylindrical geometry. In a cylindrical surface of radius  $R$ , we have that:

$$\sqrt{g} = R \quad .$$

In consequence, Eq. (1.15) reads:

$$S_n = \int_0^{2\pi} d\theta \int_{z=0}^{z_n} \sqrt{g} dz = 2\pi R z_n \quad ,$$

resulting into drift parameter  $v(z)$ , after application of Eq. (1.16):

$$v(z) = k_d z \quad ,$$

as in the 1D case. Therefore, *the SCB dynamics in a cylinder where the push up force is projected towards the  $z$  coordinate is formally equivalent to the 1D case.* Specifically, Eqs. (1.2, 1.10, 1.11, 1.12) and (1.13) have exactly the same form, simply considering the change  $k_r \rightarrow k_r(z)$ . The long-term dynamics is well fitted with predicted Gaussian distribution (see Fig. 2d and Extended Data Fig. 9e). Empirical ratios  $k_r/k_d$  have been fitted using long term data (56 days), as this is a very long time compared to the other timescales of the problem, allowing us to safely assume that this is within in the asymptotic regime governed by Eq. (1.13). Very good fits are obtained for both the large and SI using non-linear mean square fit provided by the standard python library `scipy.optimize`, leading to  $k_r/k_d \approx 1.84$ , with a mean square error of  $\sim 10^{-2}$  for the SI and  $k_r/k_d \approx 0.32$ , with a mean square error of  $< 10^{-5}$  for the LI.

Importantly, we also verified that numerical simulations and the theoretical derivation above agree very well with each, both for the steady-state survival probability and its temporal dynamics (Extended Data Fig. 9h,i), so that both can be used to fit the data of the 1D survival probability. For long-term monoclonal conversion however, the discrete simulations need to be used (see below for details) as monoclonal conversion is intrinsically a concept that requires a discrete finite system. We also use 2D simulations (see below) in the subsequent statistical analysis because it allows us more straightforwardly to derive non-parametric confidence intervals based on the amount of data collected in each experiment.

### 1.3.3. Effective number of stem cells in 2D cylindrical geometry.

Due to the 2D nature of the cylinder, the number of effective stem cells will differ from the 1D case by a geometrical pre-factor. In particular, we have to solve Eq. (1.19) considering a 2D cylindrical surface, with  $\sqrt{g} = R$ . According to the above reasonings, the scale of the (vertical) fluctuations will be given by  $\sigma \sim \sqrt{\frac{k_r(z)}{k_d}}$ . In consequence, If we consider  $2\sigma$ 's of representativeness, we will cover around 95.5% of the cases, leading the effective number of stem cells to be defined as:

$$(1.20) \quad N_{crypt} \approx 2\pi R \left( 1 + 2\sqrt{\frac{k_r(z)}{k_d}} \right) \quad .$$

We identify  $2\pi R$  as the perimeter of the crypt in units of cell length and, thus, the number of cells per level  $N_g$ . According to empirical observations (see Extended Data Fig. 1b), we assume that:

$$N_g \approx 5 \text{ cells} \quad ,$$

which leads to the estimation of effective number of stem cells, considering an amplitude of fluctuations of  $2\sigma$ , to be:

$$N_{crypt} \approx 5 \left( 1 + 2\sqrt{\frac{k_r(z)}{k_d}} \right) \quad .$$

#### 1.4. Nature of the stochastic rearrangements and retrograde movements.

At the mathematical level, the parameter  $k_r(z)$  describes fluctuations in the position of cells along the axis defined by the push-up force exerted by proliferation. However, this description remains agnostic as to the underlying nature of the rearrangements, both at the cellular and molecular levels. In consequence,  $k_r(z)$  can be the outcome of several processes, whose only common ingredient is that they result in stochastic fluctuations in the position of cells along the crypt-villus axis. We discuss some possibilities below.

##### 1.4.1. Relation between retrograde and random movements.

We consider that the cells populating the 2D surface of the crypt perform stochastic rearrangements in four generic directions: up, down, left and right, at rate  $k_r$ . "Left" and "right" movements are irrelevant from the point of view of the model, because they do not change the favourability of the cell position. If the direction taken by the cell is "down", we call this movement "retrograde movement", as this is the key process that can lead to non-trivial competition (in its absence, only the first row of cells compete on the long-term). However, because of the requirement of constant cellular density, any "retrograde" movement downwards from a given cell has to be compensated by an upwards movement from another cell. Therefore, even in scenarios where stem cells in SI actively migrate actively towards the bottom of the crypt (consistent with the experimental findings of Fig. 3), the constraint imposed by homeostasis (constant cellular density) implies that the net dynamics of the retrograde movements will result into stochastic rearrangements.

##### 1.4.2. Epithelial "tectonic" movements.

In the simulations, we assume that the stochastic re-arrangements are only between nearest neighbours, which switch position. However we could also imagine more collective modes of re-arrangements, i.e. "tectonic" movements. By "tectonic" movement, we denote global rearrangements of the epithelium relative to the bottom of the crypt. Numerical simulations show that such (stochastic) tectonic movements are also well-described in our coarse-grained model, simply by renormalizing the effective rate of rearrangements  $k_r$  over the long term [5]. However, one would expect tectonic movements to change the short-term dynamics: If stochastic rearrangements come from tectonic movements, one does not expect clonal dispersion for instance, despite multiple cell rows being able to contribute long-term.

## 2. NUMERICAL SIMULATIONS OF THE 2D SCB DYNAMICS AND STATISTICS

Although the analytical arguments above provide accurate predictions for key observables arising from the stochastic conveyor belt dynamics (along the crypt-villus axis), such as the evolution of the survival probability as a function of starting position, they do not take into account the (finite) circumferential size of the crypt. This is necessary in particular to understand metrics such as monoclonal conversion time. Past models have concentrated on this aspect by modelling the neutral dynamics of lateral competition along a 1D ring of equipotent stem cells [1, 2, 3], which leads to a diffusive process of monoclonal fixation. However, combining the two dynamics is highly non-trivial in the general case, leading us to rely on 2D numerical simulations for parameter-fitting and predictions.

### 2.1. Details on the implementation of 2D simulations.

Simulations are done on a square lattice with periodic boundary conditions in order to reproduce a cylindrical geometry. Such a cylinder consists of  $L$  rows and  $N_g$  cells per row, so that we define cell position by the coordinate  $(i, j)$ , where  $i \in [0, L]$  and  $j \in [1, N_g]$  (periodic boundary condition used along the  $j$  direction). Based on the data, we take  $N_g = 5$  (see Extended Data Fig. 1b), whereas the number  $L$  of rows chosen is largely irrelevant (as shown in the sections above, as long as  $L \gg \sqrt{k_r/k_d}$ ) so we take  $L=20$  in the simulations. We define the crypt region as the first 4 rows based on the pattern of Lgr5+ expression observed *in vivo*, so that the simulations are initialized at  $t = 0$  by labelling a cell at a random position in the first 4 rows (20 positions possible).

Cells divide as a Poisson process at rate  $k_d$ , in a spatially isotropic manner: 50% of divisions occur along the crypt-villus axis, so that a cell at position  $(i, j)$  produces an identically labelled cell at position  $(i + 1, j)$ , and displaces all cells of column  $j$  above it by +1. The rest of the divisions occur laterally, so that a cell at position  $(i, j)$  produces an identically labelled cell at position  $(i, j - 1)$  or  $(i, j + 1)$  and the cell that was at this position is expelled along side its column to a position  $(i + 1, j - 1)$  or  $(i + 1, j + 1)$  (see Fig. 2e for a sketch).

Moreover, we also assume that cells can reposition to different rows, as a Poisson process at rate  $k_r$ . As discussed above, several microscopic implementations of this process can be envisioned, but give rise to similar behavior, so that we implement the simplest version: repositioning exchanges the positions of a cell at position  $(i, j)$  with one of its neighbours of the same column, either  $(i + 1, j)$  or  $(i - 1, j)$ . We note that we could also implement a process of dispersion/repositioning along the lateral direction, but i) such a process is neutral, in the sense that it does not contribute to repositioning towards the center of the niche, and ii) little clonal dispersion is observed in the lateral direction *in vivo*, arguing against a strong prevalence of such events.

### 2.2. Statistical approach for fitting and confidence intervals.

As we have shown analytically, the probability of lineage survival  $p(c_n)$  as a function of starting position  $n$  of the mother cell rapidly converges towards a Gaussian form, despite its amplitude decreasing over time as monoclonal conversion occurs. For fitting the long term (8-week intravital) tracing data, it is thus convenient

to normalize the amplitude of  $p(c_n)$  by its sum over all  $c_n$  (which becomes the probability of a cell at a given starting site winning the competition compared to other site, rather than the fraction of surviving clones at a given site, among those that started at the same site).

We thus ran 2D numerical simulations for  $T = 56$  days, simulating 10000 clonal labelling events, and using a division rate of  $k_d = 5$  per week (although as mentioned above, the exact value of the division rate is irrelevant for the fit to long-term normalized survival distributions). We performed a parameter sweep  $k_r/k_d \in [0, 10]$ , and used a least-squares method on the normalized survival probability distribution of the 8-week intravital tracing (see Fig. 2d), to identify the best-fit value of  $k_r/k_d$  in both SI and LI. For completeness, we have also performed a sensitivity analysis where we report the behavior of the model for several time points when varying independently the values of  $k_r$  and  $k_d$  (Extended Data Fig. 9h).

To build confidence intervals in a non-parametric way, we used a bootstrapping with replacement approach. The SI and LI data consisted respectively of 268 and 294 clones across starting positions  $i = 0, 1, 2, 3$ , so we re-sampled the dataset 1000 times for both LI and SI, and performed a least-squares fit to the theoretical expectation for each re-sampled dataset. This allowed us to build 95% confidence intervals together with best-fit values (which are reported in the main text).

We found that in both SI and LI, the predictions using the best fit values of  $k_r/k_d$  captured well the gradual decay of survival probability with position observed in the data (Fig. 2d). The shaded intervals shown were obtained by running the model with the best-fit value only, but simulating only the observed number of clones (resp. 323 and 351), and calculating 1 standard-deviation confidence intervals, to give a feeling for the influence of finite sampling of the model prediction.

With the best-fit values extracted via the long-term survival probability, we then tested whether the model could predict the short-term evolution of the survival probability as a function of starting position. Unlike its long-term counterpart, this transient does depend on the absolute value of the division rate  $k_d$ , which sets the time-scale of the problem. However, this value is heavily constrained by past cell kinetics measurements from the literature, which have measured a typical division time of 1.2 days at homeostasis [1, 2]. This is also consistent with our own measurements of  $f_b = 20 - 25\%$  of cells labelled by a short EdU pulse (Fig. 1k,l). Indeed, given prior estimates of an S-phase duration of  $T_s = 7.5h$  being highly conserved [11] would translate into a division time  $T_s/f_b$  between 1.2 and 1.5 days. We note that although we find small statistical differences between the proliferation rates of SI and LI (Fig. 1l), these were very small compared to the very large value of the difference between  $k_r$  in both regions (see below for more details). Together with our data on the role of Wnt-dependent active migration in setting the value of  $k_r$ , this argues that the main difference between SI and LI is due to active retrograde movements.

### 2.2.1. LI.

We first started with the short-term LI data, and found that using a value of division time of 1.2 days, together with  $k_r/k_d = 0.25$  (95% CI: 0.05-0.55) yielded good predictive power. To quantify this, we calculated an average residual  $s = \sqrt{\sum_i^n r_i^2/n}$ , where  $r_i$  is the difference between theoretical (best-fit value) and experimental persistence, for day 2, 3, 4 and 56, and for position 0,1,2 and 3 (so that we sum over  $n=16$

data points), and found  $s = 0.07$ , indicative of a good fit. We then performed a parameter sweep over  $k_d$ , to check that the fit was not improved by choosing a different value of division time, and found an optimum fitting value of a division every 1.4 days, within the range of value inferred from EdU pulse experiments (see above), which only marginally improved the fit ( $s = 0.06$ ). This demonstrates the predictive power of the theory. Computing as above the confidence interval on the prediction with the best-fit value, but finite statistics (number of crypts considered in the respective experiment, shaded area in Fig. 3g, Extended Data Fig. 9i,j,k) showed that all data points fell within the prediction.

Furthermore, setting the division rate to once every 1.4 days, and performing a parameter sweep to fit  $k_r/k_d$  from the short-term data only (day 2, 3 and 4) led to a best-fit value of  $k_r/k_d = 0.4$  (95% CI: 0-1), fully in line with the value fitted from the long-term persistence. From the same data and simulations, we could also extract the transfer probability between center and border rows in crypts (Extended Data Fig. 9l,m). To do this, we calculate (both in simulations and data, at day 2, 3 and 4 of the tracings) the probability for clones that started at the border (resp. at the center) at day 1 to be either i) lost from the stem cell region, ii) only in the crypt border, or iii) have some cells in the crypt center. Again, we found consistently good agreement between data and the model (using the same values as above).

### 2.2.2. SI.

Using the same approach as in the LI, for the SI we found best value  $k_r/k_d = 2$  extracted from the long-term SI data. As expected from the higher clonal dispersion, we observed in the data a much larger probability for border cells to go back to the center of the crypt (Fig. 3e), and consequently a weaker gradient of clonal loss as a function of starting position (see Extended Data Fig. 9h,j,k). Screening again for optimal values of division rate allowed for a very good fit ( $s = 0.07$ ) of the survival probability as a function of time and starting position (see Extended Data Fig. 9j). However, this optimal fit was achieved for a slower division rate than inferred from EdU (division time of 2.8 days). This initially puzzling feature came from the fact that persistence is globally higher (on average over all positions) than in LI, which cannot be explained by changes in  $k_r$ . One possibility could be that the method of observation (and presence of an imaging window) causes the dynamics to be slower than expected on short-time scales in SI. Alternatively if we constrain the division rate to be the rate as LI, a way to explain the discrepancy is to assume that the labelling method labels preferentially cells about to undergo mitosis: if we initialise the simulation by 2 cells instead of 1 in the SI, then we can achieve the best-fit of the short-term data ( $s = 0.07$ ) for the same division rate as SI (one division every 1.4 days).

We then turned to the transfer probability between center and border in small intestinal crypts. As expected, the ratio of starting border cells making it to the center regions to those being lost was much higher in SI than LI (0.18 in LI vs 0.57 in SI at day 2, 0.02 in LI vs 0.19 in SI at day 3, 0.2 in LI vs 0.18 in SI at day 4), which is in very good quantitative agreement with our model predictions (see Fig. 3g,h, Extended Data Fig. 9l,m)

### 2.2.3. SI with LGK974 inhibitor.

Next, we sought to challenge the model further by confronting it to perturbation experiments. We thus re-analyzed published data [12] on stem cell dynamics in the small intestine upon LGK974 treatment (which has been shown to accelerate monoclonal conversion) within the framework of our model, as well as performed new genetic experiments using APC hypomorph mice.

In LGK974 treatment condition, as we do not have access to the long-term persistence as a function of starting position, we set the division rate to once every 1.4 days, and proceeded as above to fit  $k_r/k_d$  based on the short-term persistence as a function of starting position (at day 2, 3 and 4). Interestingly, we found that  $k_r/k_d = 0.4$  (95% CI: 0-1, a similar value to the one extracted in wild-type LI), provided again a good fit for the dataset (see Fig 3g). We note that in this experimental condition, we could explain the dynamics of the data with only one initially labelled cell, although further work should be performed to understand how the condition changes exactly the initial labelling of the system. Overall, this analysis argues that LGK974 treatment nearly abolishes the retrograde movements observed in normal small intestinal crypts, which we observe experimentally (see Fig. 3e), making the dynamics closely resemble the one of large intestinal crypts.

Similarly, turning to the transfer probability between centre and border, we found that border cells nearly never returned to central position over the time course of the live-imaging (occurring at a single day for a single clone, out of 19 clones imaged at days 2, 3 and 4), and that the full transfer probabilities in time were well-captured by the model (see Fig. 3h).

### 2.3. Clonal fragmentation from fixed data.

Another way of independently testing the model was to test whether the  $k_r/k_d$  parameter that we extracted from the long-term clonal survival experiments could recapitulate not only the short-term survival dynamics (section above), but also the spatial profiles and shapes of clones at a fixed time point. Intuitively, large values of  $k_r/k_d$  should give rise to extensive clonal fragmentation, which should manifest as non-cohesive clones (Extended Data Fig. 10a).

We reasoned that such differences should be most manifest for intermediary time points: at very late time points, clones occupy a significant fraction of the crypts, and extend along the entire crypt-villus axis, so that fragmentation will be "geometrically" reduced, while for very early time points, there are too few cells to observe fragmentation. We thus settled experimentally on day 7 post-clonal labelling (Extended Data Fig. 10b), and we systematically assessed the number of clones which were cohesive or non-cohesive in LI vs SI (we defined a non-cohesive clone as one where a gap of at least one non-labelled cell was observed between two clonal fragments along the crypt-villus axis).

Importantly, we found clear differences between SI and LI in the experimental data (Extended Data Fig. 10b,c): whereas  $66\% \pm 20\%$  of clones showed fragmentation in SI, this was only the case for  $21\% \pm 16\%$  of clones in LI (we indicate mean  $\pm$  SD). This validates qualitatively the hypothesis of higher values of random relocation movements  $k_r$  in small intestine, in an independent manner.

Furthermore, to test whether this could also be recapitulated quantitatively, we ran the same model as above for SI and LI for 7 days, using the exact same values of  $k_r/k_d = 2$  and  $k_r/k_d = 0.25$  respectively. Interestingly, defining clonal fragmentation in the same way (one non-labelled cell between two labelled cells

along the crypt-villus axis), we found that the simulations predicted 27% of fragmentation in LI and 59% in SI (Extended Data Fig. 10c), in good agreement with the data.

#### 2.4. Timescale of monoclonal conversion.

Finally, we sought to test whether the model could also capture the long-term conversion towards crypt monoclonality that is observed in static lineage tracing experiments. Such experiment provides an independent test of our framework, all other parameters having been measured or fitted as previous described. Furthermore, we also provide a systematic theoretical analysis for the model expectation across all values of  $k_r$ .

For  $k_r = 0$ , the neutral 1D dynamics of [1, 2] holds, so that crypts drift to monoclonality on the characteristic time scale of  $T_m \approx \frac{N_g^2}{k_d}$ . We then sought to compute  $T_m$  in our stochastic conveyor belt model, as a function of  $k_r/k_d$  and  $N_g$ . We ran the same dynamics as described above, and defined crypts as monoclonal when all cells in the first 4 rows were labelled. We then computed the evolution of the average fraction of monoclonal crypts over time. Interestingly, using values of  $k_r/k_d = 0.25$  (LI) and  $k_r/k_d = 2$  (SI), together with the same division rate as before (division every 1.4 days) yielded an excellent quantitative agreement with experimental data (see Fig. 4c). For LI, the 1D ring model predicts  $T_m \approx \frac{N_g^2}{k_d} \approx 5w$ , close to the observed dynamics in 2D (which is expected for such low  $k_r$ ), where the dynamics is significantly slower for SI.

To make this more systematic, we simulated the monoclonal conversion for a large range of parameters  $k_r/k_d \in [0, 20]$ . Interestingly, we found that the monoclonal conversion curves for different values of  $k_r$  (see Extended Data Fig. 9f,g) could be rescaled on each other, and that the rescaled monoclonal time was well-fitted by a square-root dependency  $T_m(k_r)/T_m(k_r = 0) \approx \sqrt{k_r}$  (see Extended Data Fig. 9f,g), arguing that monoclonal conversion occurs on timescales quadratic in  $N_g$ , and quasi-linear in  $N_s$ .

Interestingly, small intestinal crypts in the presence of the LGK inhibitor drift to monoclonality even faster than expected from  $N_g = 5$  and  $k_r = 0$ , even though the cell division rate was reportedly unaffected [12]. However, for very small values of  $k_r$ , our definition of discrete cell rows (which arises from projecting SCB dynamics from a half-sphere to a cylinder) becomes too strong. Indeed, the LGK monoclonal conversion time scale can be well-fitted by a model where  $k_r \approx 0$  and  $N_g = 3$  (see Fig. 4d), arguing that retrograde movements become so small that only certain cells at the very "bottom" of row 0 can now win the competition over the long-term.

#### 2.5. Dynamics of filling after ablation.

Simulations of the SCB dynamics in regenerative scenarios after ablation were performed assuming, as initial condition, that the crypt is empty at levels (0,+1,+2,+3), but that an additional level, +4, is populated by LGR5+ cells. These cells, in turn, divide at rate  $k_d$  and perform retrograde movements at rate  $\hat{k}_r$ . If a duplication event at position  $j$  happens such that either the position  $j - 1$  or the position  $j + 1$  is empty, the newborn cell occupies position  $j - 1$  or  $j + 1$  respectively. If both positions  $j - 1$  and  $j + 1$  are empty, the newborn cell choses one of the two positions, either  $j - 1$  or  $j + 1$ , at random, with equal probability.

If a cell at position  $j$  undergoes a retrograde movement towards position  $j - 1$ , just moves to that position, if such a position is empty, or exchanges its position with the cell located at  $j - 1$ . For the sake of clarity, we write  $\hat{k}_r$  instead of  $k_r$  as we did in confluent tissue at homeostasis. The reason lies in the potential existence of gaps in the epithelium in the regeneration scenario, leading to situations in which a retrograde movement does not imply an exchange of positions, i.e., it does not trigger a random fluctuation, but a net downwards movement. In addition, one expects, specially at the beginning of the regeneration process, that the mechanical properties of the tissue may be different from the ones found for a confluent tissue in homeostasis. It is worth to note that this dynamics converges to the standard SCB dynamics we described so far as soon as the tissue becomes confluent.

Starting from an empty crypt as described above, we run the SCB dynamics and we track the position of the lowest cell in time. As expected, for comparable  $k_d$  values, the larger  $\hat{k}_r$ , the faster is the occupation of the lower levels –see Fig. 4h. This qualitative prediction of the model allows us to test the behaviour of the regenerative dynamics. From real data we extract the position of the bottom-most LGR5+ cell for days 2,4,7 and 15 after ablation –see Fig. 4i. Assuming  $k_d \approx 0.5$ , –i.e.,  $\sim 1$  division every two days–, we fitted the positions of the bottom-most cells in these sequence of days with a single value of  $\hat{k}_r$ . Results show a good qualitative agreement with data along the time sequence –see Fig. 4h. Best fits give us a  $\hat{k}_r^{SI} \approx 5\hat{k}_r^{LI}$ , fully compatible with the other results corresponding to confluent tissues at homeostasis shown in this study.

### 3. COMPARISON TO PREVIOUS MODELS

Previous studies performing lineage-tracing in intestinal crypts had identified a faster drift to monoclonality in large compared to SI (around 3-6w vs 8w for half the crypts to become monoclonal) [1, 2]. This was also found using a continuous labelling approach, where the time scale for monoclonality can be inferred by comparing the fraction of partially labelled to fully labelled crypts [3], and where colon was found to drift to monoclonality 2-3 times faster than SI. In this latter study, this difference was ascribed to differences in the symmetric division rate  $\lambda_{sym}$  of stem cells in SI (1-2 symmetric divisions a week) versus LI (3 symmetric divisions a week), with functional stem cell numbers being similar in both regions ( $N_s = 5 - 7$  per crypt). Given the fact that the stem cell division rate  $\lambda$  is close to once a day in both regions, this would mean that most divisions in SI are asymmetric (at a rate  $\lambda_{asym}$ ). This also goes against our findings from live-imaging of a larger number of effective stem cells in SI compared to LI.

However, Ref. [3] makes three important assumptions: i)  $N_s$  compete neutrally along a 1D ring (which leads to monoclonal conversion on the time scale of  $N_s^2/\lambda_{sym}$ , ii) continuous labelling (arising in the case of spontaneously occurring frameshift mutations) occurs at the same rate  $\alpha$  in both small and LI, and iii) seemingly, only symmetric divisions can give rise to a mutation that leads to labelling, so that the rate of monoclonal crypt labelling is:

$$(3.1) \quad \Delta C_{fix} = \alpha \lambda_{sym} \quad .$$

Assumption ii) and iii) are critically important, because the differences of symmetric division rate  $\lambda_{sym}$  between SI and LI reported in Ref. [3] then arise directly from observed differences in  $\Delta C_{fix}$ . However, little evidence of intrinsically asymmetric division exists in intestinal crypts, and no "immortal strand" has

been observed upon division: thus labelling events should also occur upon asymmetric division event, and the 3-fold differences observed in symmetric division rate  $\Delta C_{fix}$  can only arise from difference in absolute division rate (which does not seem to be the case between SI and LI) or labelling rate  $\alpha$ . Given that  $\Delta C_{fix}$  is observed to be 2.8 times larger in LI compared to proximal SI, we can then infer that  $\alpha$  should be 2.8 times larger also in LI. Importantly,  $\alpha$  also enters into the fraction of partially labelled crypts [3]:

$$(3.2) \quad C_{part} = \alpha N_{crypt} (N_{crypt} - 1) / 2 \quad ,$$

which is used in Ref. [3] to deduce the number of stem cells per crypt  $N_{crypt}$  in both regions. Correcting for  $\alpha$  can then be used to predict stem cell numbers. However, Eq. 3.2 critically depends on assumption i), i.e. dynamics of stem cells along a 1D ring, and would take a different form in different geometries [13].

In the limiting case  $k_r/k_d \approx 0$  (which is relevant for LI from our live-imaging data), only a single row of stem cells contributes, so our data supports  $N_{crypt} \approx 7$ . This is in close agreement with the findings of Ref. [3] in colon, which is expected because Eq. 3.2 holds in this effectively one-dimensional situation (with  $C_{part} = 2.29 \times 10^{-5}$ ), and if half of divisions are lateral, a global division rate of once every 1-1.5 day translates to a symmetric division every 2-3 days as assumed in [3]. In SI, fitting as discussed above from  $\Delta C_{fix}$  that  $\alpha_{LI} = 2.8\alpha_{SI}$ , we can still first apply the 1D ring model (Eq. 3.2, with  $C_{part} = 1.32 \times 10^{-5}$  in proximal SI), which then predicts a slightly larger stem cell number in SI of  $N_{crypt} \approx 9$ . However, in this case, the 1D ring approximation starts losing its validity, since we find in our live-imaging data that  $N_s \approx 2.5$  (which leads to  $N_{crypt} \approx 12$ ).

In the general case, one should note the definition of the stem cell number (and how it influences the timescale for monoclonality  $T_m$ ) differs between the SCB dynamics model and the 1D ring model. Getting such a simple analytical approximation for  $C_{part}$  is more difficult, in particular because there are two length scales defining stem cell number  $N_{crypt} = N_g N_s$ : the number  $N_g$  of stem cells per row (defined by tissue geometry) and the number  $N_s$  of rows participating to the competition of the SCB dynamics. As discussed above however, the time to monoclonality  $T_m$  scales in a different manner with  $N_g$  and  $N_s$ , with a quadratic scaling in  $N_g$  as in the 1D ring model, but a quasi-linear scaling in  $N_s$ . This is consistent with the fact that SI drifts to monoclonality around 1.6 times slower than LI (given that we find  $N_s$  in SI around twice larger than in LI). This is also consistent with the ratio of partial crypts in SI vs LI found in Ref. [3], when correcting for the different mutation rate:  $\frac{C_{part}^{SI} \alpha_{LI}}{C_{part}^{LI} \alpha_{SI}} \approx 1.6$ .

#### SUPPLEMENTARY REFERENCES

- [1] Lopez-Garcia, C., Klein, A.M., Simons, B.D. and Winton, D.J., 2010. Intestinal stem cell replacement follows a pattern of neutral drift. *Science*, 330(6005), pp.822-825.
- [2] Snippert, H.J., Van Der Flier, L.G., Sato, T., Van Es, J.H., Van Den Born, M., Kroon-Veenboer, C., Barker, N., Klein, A.M., Van Rheenen, J., Simons, B.D. and Clevers, H., 2010. Intestinal crypt homeostasis results from neutral competition between symmetrically dividing Lgr5 stem cells. *Cell*, 143(1), pp.134-144.
- [3] Kozar, S., Morrissey, E., Nicholson, A.M., van der Heijden, M., Zecchini, H.I., Kemp, R., Tavarè, S., Vermeulen, L. and Winton, D.J., 2013. Continuous clonal labeling reveals small numbers of functional stem cells in intestinal crypts and adenomas. *Cell stem cell*, 13(5), pp.626-633.
- [4] Ritsma, L., Ellenbroek, S.I., Zomer, A., Snippert, H.J., de Sauvage, F.J., Simons, B.D., Clevers, H. and van Rheenen, J., 2014. Intestinal crypt homeostasis revealed at single-stem-cell level by in vivo live imaging. *Nature*, 507(7492), pp.362-365.

- [5] Corominas-Murtra, B., Scheele, C.L.G.J., Kishi, K., Ellenbroek S.I.J., Simons, B. D., van Rheenen, J., and Hannezo, E., 2020. Stem cell lineage survival as a noisy competition for niche access. 2020 Proceedings of the National Academy of Sciences USA 117 (29), pp.16969-16975
- [6] Karatzas, I., and Shreve, S. E., 1988 *Brownian Motion and Stochastic Calculus* Springer-Verlag:Berlin.
- [7] Gardiner, C. W., 1983 *Handbook of Stochastic Methods for Physics, Chemistry and the Natural Sciences* Springer-Verlag:Berlin.
- [8] Van Kampen, N. G., 2007 *Stochastic Processes in Physics and Chemistry* third edition, North Holland:Amsterdam.
- [9] W. Klingenberg (1978) *A course on differential geometry* Translated by D. Hoffman. Springer-Verlag:Berlin.
- [10] W. Kühnel (2006) *Differential Geometry: Curves–Surfaces–Manifolds* 2nd Edition. (Student Mathematical Library series, 77) American Mathematical Society:New york.
- [11] Itzkovitz, S., Blat, I. C., Jacks, T., Clevers, H., and van Oudenaarden, A. 2012 Optimality in the development of intestinal crypts. *Cell*, 148(3), 608-619.
- [12] Huels, D.J., Bruens, L., Hodder, M.C., Cammareri, P., Campbell, A.D., Ridgway, R.A., Gay, D.M., Solar-Abboud, M., Faller, W.J., Nixon, C. and Zeiger, L.B., 2018. Wnt ligands influence tumour initiation by controlling the number of intestinal stem cells. *Nature communications*, 9(1), pp.1-10.
- [13] Klein, A.M. and Simons, B.D., 2011. Universal patterns of stem cell fate in cycling adult tissues. *Development*, 138(15), pp.3103-3111.

How the deposited data were processed for this re-analysis (not part of the article)

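RNA was measured in Lgr5+ cells sorted at 3 levels of GFP from crypts of the SI and the LI of untreated *Lgr5-eGFP-IRES-CreERT2* mice, with 3 replicates in each of 6 groups and 18 libraries in all. High GFP stands for centre, medium for border and low for row >3 cells. The mice were 8 to 20 weeks old by the sample labels and 8 to 50 weeks by the paper's methods. The labels give a replicate number for each library but not which mouse it came from. In all replicate 2 libraries the Y-linked genes *Ddx3y* and *Eif2s3y* had between 542 and 1419 counts, against at most 1 count in those of replicates 1 and 3, which sets the replicate 2 libraries apart by the sex of the animals in both sites.

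The authors demultiplexed and trimmed the reads, aligned them to mm10 and counted them per gene with STAR, and deposited a table of raw counts per gene and library (unit: count). Their second deposited table holds the counts of each library divided by 1 size factor (unit: signal). On the values themselves, this factor was constant in each library to a relative deviation of 5.33e-15 and equal to DESeq2's median-of-ratios factor, and the table holds the 24814 genes with a summed count of at least 2. The annotation release and the strand of counting are not given in the sources used here. Of the 43346 gene identifiers, 42462 are in GENCODE release M21 on GRCm38 (mm10), from which positions were taken, and 39092 of these have the same symbol. There are 66 repeated symbols, so genes were handled by identifier. Several named genes overlap a gene on the opposite strand that reached a group mean of up to 91.4 CPM, and Paneth cell defensins are close paralogues, so their reads are not assigned with certainty.

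Differences were tested on the raw counts with edgeR 4.0.16 in R 4.3.3, with TMM factors, the filter of a mean count above 0 (26717 genes) and glmQLFit with its robust option, in 1 fit of the 6 groups with 12 residual degrees of freedom. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The thresholds of the paper's volcano plots were applied beside it, with an unadjusted p under 0.001 and a log2 fold change above 2 or below -2. The paper used DESeq2 and its Wald test, and DESeq2 1.42.0 was run as an alternative on the same counts. Border was compared with centre and row >3 with centre within each site, SI with LI at each level, and the contrast of border with centre between the sites. The contrast of row >3 with centre between the sites was added after the counts within each site were seen. Principal components were computed from rlog values of the 500 most variable genes, and the variance of all genes tested was split into sites, levels within sites and libraries within groups. Figures were drawn with matplotlib 3.10.9 and numpy 2.4.6 in Python 3.11.15.

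Lists of genes for stem cells and Wnt targets, absorptive, Paneth, goblet, enteroendocrine and tuft cells, S phase, G2/M phase, immune and stromal cells were tested with fry of limma 3.58.1, adjusted over lists and comparisons, with camera as an alternative. A list of 15 immediate-early genes and 1 of 8 heat shock genes were added after the data were seen. The comparisons, the tests, the first 10 lists, the alternatives apart from those named as added and the rule for naming genes were set before the data were examined. By that rule the text names genes of the paper's paragraph on these cells, the genes labelled in Extended Data Fig. 1c,d, whose plotted positions had been seen, up to 5 genes per direction and comparison with the smallest adjusted p whose libraries did not overlap between groups, and genes of the lists.

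Alternatives were DESeq2, edgeR's filterByExpr, no filter, RLE factors, library size only, the replicate number as a block over all libraries or within each site, the legacy quasi-likelihood fit, the groups compared only, a log2 fold change over 1, and each library left out in turn. DESeq2 fits on the groups compared only, with and without the replicate block, fits without all SI or all LI libraries of a replicate number, and group means with all genes were added later. For principal components, they were all genes, group means, the variance stabilizing transformation and log2 CPM with a prior count of 2. To see whether equal replicate numbers pair libraries, each gene's deviation from its group was correlated between groups across 11444 genes. The correlation coefficient lay between 0.299 and 0.727 for 9 pairs within the SI, between 0.335 and 0.639 for 9 pairs within the LI and between -0.126 and 0.333 for 27 pairs across the sites. Between SI and LI the coefficients were 0.168, 0.131 and 0.154 in border cells, all over 0.1, but 0.0232, 0.179 and 0.0652 in centre and -0.0491, 0.193 and 0.0829 in row >3 cells. Equal numbers were therefore treated as pairs within a site, in the alternative with a block within site, and between border cells of SI and LI, in the alternative with a block over all libraries.

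Totals per library lay between 20453305 and 23779122 in SI centre, 8312093 and 21692974 in SI border, 15757652 and 31940965 in SI row >3, 15689209 and 26509262 in LI centre, 15312877 and 25788950 in LI border and 21613728 and 26477935 in LI row >3 cells. Reads carry no molecular identifiers, so intervals and limits from counts cover counting error only. Between replicates, the chi-square statistic per degree of freedom lay between 14.5 and 206, far above counting error. *mt-Rnr2* took between 10.9% and 19.2% of the counts of a library. The procedure was tested on simulated data in which 200 genes changed by a log2 fold change of 2 between 3 libraries and 3. No sample was left out of the tests, and the imaging, organoid and staining data of the study were not analysed here.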

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

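The tests of gene lists in row >3 cells, of the origin of SI replicate 3, of the other splits of the libraries and of the difference between the sites in row >3 against centre cells were chosen only after the result was seen, while the counts for row >3 cells had been chosen earlier.

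The paper plots row >3 cells in Fig. 1h and reports no test of their genes, and these libraries are given here for that reason. Between row >3 and centre cells of the SI, edgeR's test called 3518 genes, 1964 higher and 1554 lower in row >3 cells. Scaled by library size only, 1426 were higher and 1906 lower, with the median of all genes shifted by -0.16 in the SI and -0.11 in the LI. With the replicate number as a block within site the count was 6103. It was 2128 without SI centre replicate 1, 2318 without SI centre replicate 2 and 1973 without SI row >3 replicate 1. The libraries of both groups did not overlap for 25.1% of genes, where chance gives at most 10%. *Lgr5* had a log2 fold change of -4.58 (standard error 0.87, adjusted p = 0.00399 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gas7* had -2.58 (standard error 0.24, adjusted p = 7.64e-06 from the same test) and *Gmppb*, which overlaps *Rnf123* on the other strand, had 2.04 (standard error 0.21, adjusted p = 1.07e-05 from the same test). Genes for stem cells and Wnt targets fell (0 of 23 higher, median -2.04, adjusted p = 4.97e-04 by fry), as did S phase genes (0 of 39 higher, median -1.21, adjusted p = 0.00207 by fry), and goblet cell genes rose (11 of 12 higher, median 2.75, adjusted p = 0.00322 by fry). In none of the 9 other splits of these 6 libraries did edgeR call more than 21 genes, but 3 libraries against 3 cannot give a share under 10%, so chance cannot be excluded by this (1 of 10 splits).

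In the LI, the same comparison gave 5 genes, all lower in row >3 cells, with 1859 at an unadjusted p under 0.05. They were *Zbtb38* (log2 fold change -1.25), *Adamts16* (-3.62), *Phldb2* (-1.63), *Ephb3* (-1.47) and *Abca1* (-1.83). Without LI centre replicate 1, 2 or 3 the count was 0, 0 and 2, without LI row >3 replicate 1, 2 or 3 it was 0, 3 and 0, and with the replicate block within site it was 692. DESeq2 called 93. *Lgr5* had a log2 fold change of -3.02 (adjusted p = 0.435 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -3.06 with that block (adjusted p = 0.0263 from the same test, range over the alternatives 0.00133 to 1). The real split gave the most genes (1 of 10 splits), and 10 splits alone cannot exclude chance. Of the 3518 genes called in the SI, 3258 (92.6%) had the same direction in the LI. The difference between the sites in this contrast gave 0 genes by edgeR, with 1800 at an unadjusted p under 0.05, and 149 by DESeq2, with 1741. edgeR called 231 without SI centre replicate 3 and 101 without SI row >3 replicate 3. All 100 splits drawn gave counts of at least 0, so these splits decide nothing about it. With the replicate block within site, edgeR called 620. Whether the change is smaller in the LI therefore depends on the block and the tool.

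Row >3 cells of the SI and LI differed in 1092 genes, 738 higher and 354 lower in the SI, or 576 and 448 when scaled by library size only. The count was 379 without SI row >3 replicate 1, 1686 without SI row >3 replicate 3, 486 without LI row >3 replicate 2 and 547 without LI row >3 replicate 3. Groups did not overlap for 19.6% of genes, where chance gives at most 10%. *Abcg5* had a log2 fold change of 8.58 (standard error 0.60, adjusted p = 5.53e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The real split gave the most genes (1 of 10 splits), and 10 splits alone cannot exclude chance. The tissue and the Lgr5 level are set by the design and stay open as biological explanations of these 3 comparisons, next to a different make-up of the sorted cells. Between the sites, absorptive genes (median 1.79, adjusted p = 0.00890 by fry) and Paneth cell genes (median 9.23 with genes at 0 in the LI at their bound, adjusted p = 0.00571 by fry) were higher in row >3 cells of the SI, and from centre to row >3 cells of the LI stem cell and Wnt target genes fell (median -0.99, adjusted p = 0.0179 by fry). Lists of genes do not separate a change of expression within cells from a change in which cells were sorted.

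SI replicate 3 lies far from SI replicates 1 and 2 at all 3 Lgr5 levels, which the paper does not report. Mitochondrial genes took 32.5% of its counts in centre, 30.2% in border and 31.9% in row >3 cells. In SI replicates 1 and 2 they took 17.2% to 20.8%, and in LI libraries 19.8% to 27.0%. The cause of this higher share was not tested, and no test of a mix given here used it. Genes with at least 20 CPM in every LI library of a level and at least 20 times the level of SI replicate 1 reached a median of 60.7% of their LI level in centre, 85.9% in border and 79.7% in row >3 cells of SI replicate 3, and 1.75%, 1.59% and 1.14% in SI replicate 2. Over 20% of the LI level was reached by 51 of 51, 42 of 44 and 32 of 32 genes. *Hoxa7* had 43.2, 44.4 and 47.9 CPM in the 3 libraries, at most 0.357 in the other SI libraries and between 46.9 and 73.5 in LI libraries. A simple swap of SI and LI labels is excluded, since SI genes kept a median of 43.1%, 22.0% and 32.8% of their level in SI replicate 1, against at most 1.09% in any LI library, and 23.4%, 11.8% and 18.5% of their level in SI replicate 2. LI cells of replicate 2 are excluded as the source, because *Ddx3y* and *Eif2s3y* had 0 counts in all replicate 3 libraries and between 542 and 1419 in those of replicate 2. LI cells or RNA in these libraries remain a candidate explanation, and so does SI tissue of another segment or animal, which was not tested. The best mixture of the mean of SI replicates 1 and 2 with the LI mean held 62%, 73% and 69% LI and brought the distance in log2 units from 0.751, 0.893 and 0.831 to 0.399, 0.556 and 0.509, where SI replicates 1 and 2 lay 0.331, 0.403 and 0.413 apart.

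Whether a mix with LI cells is the whole cause cannot be decided at the centre, and a mix with LI cells of the same Lgr5 level is excluded as the whole cause in border and row >3 cells. In the centre library, 1 of the 51 LI genes (1.96%) lay above the highest LI library, in the border library 12 of 44 (27.3%) and in the row >3 library 6 of 32 (18.8%), but in LI libraries against the other 2 this share ranged from 0 to 68.2%, so it cannot decide for border and row >3 cells. For a mix with LI cells of the same Lgr5 level, genes were counted that lay below 0.5 times the lowest or above 2 times the highest of the other 5 libraries of a level, where that lowest or highest value was at least 20 CPM. There were 7 in the centre library, against 0 to 16 in the other centre libraries, but tuft cell genes took 0.0633% of its counts, where the other 5 had between 0.00675% and 0.0416%, and S phase (0.191%, others from 0.231%), G2/M phase (0.443%, others from 0.552%) and enteroendocrine genes (0.00168%, others from 0.00593%) less than in the other 5. These are 4 of 10 lists outside the range of the other centre libraries, where each of those had between 2 and 6. There were 68 in the border library, against 0 to 19, and 41 in the row >3 library, against 2 to 18. In SI border replicate 3, *Lgr5* had 157 normalised counts, where SI border replicates 1 and 2 had 1610 and 2028 and LI border cells between 1184 and 1676. *Fabp6* had 200 CPM there, against 43.6 and 12.7 in SI border replicates 1 and 2. A mix with LI cells of the same level alone does not give such levels, and a mix with cells of another stage stays open. Of the biological explanations, the sex of the animals cannot separate replicate 3 from replicate 1, since both lack Y-linked counts, and a difference between animals was not tested.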

How the results depend on the processing

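The DESeq2 fits on the groups compared only, the fits without all SI or all LI libraries of a replicate number, the principal components of group means with all genes, the block within site for gene lists and the difference between the sites in row >3 against centre cells were tests chosen only after the result was seen.

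The count of genes that differed between border and centre cells of the SI, 3, became 209 (172 higher, 37 lower) with DESeq2, 6 with library size only, 11 with the replicate number as a block, 620 with the block within site, 0 with the legacy quasi-likelihood fit (2204 at an unadjusted p under 0.05) and 0 with edgeR on the groups compared only (1297). DESeq2 on the groups compared only gave 52, and 598 with the replicate block. The 3 genes were shared with each of these calls except the legacy fit and edgeR on the groups compared only. Without 1 library the count ranged from 0 to 319 and without 1 SI replicate from 0 to 252. In the LI the count of 0 by edgeR stayed 0 in the settings run with edgeR and with DESeq2 on all libraries, in each fit without 1 library (0 to 0) and without 1 LI replicate (0 to 0), and 622 genes had an unadjusted p under 0.05 with the block within site. DESeq2 on the groups compared only gave 7, and 128 with the replicate block. The cause was not tested. Leaving out SI replicate 3 raised the SI count to 252, which may reflect the spread this replicate adds, but leaving out SI border replicate 2 alone raised it to 172 and SI centre replicate 3 alone to 319.

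Between the sites, DESeq2 called 1241 genes in centre, 1212 in border and 1693 in row >3 cells, against 532, 468 and 1092, and 511 of the 532 were shared. The replicate number as a block over all libraries gave 1499, 1141 and 1840, although of these 3 comparisons only that of border cells has a correlation over 0.1 in every pair of equal numbers. edgeR on the groups compared only gave 267 in border cells. Without 1 library the counts ranged from 180 to 1230 in centre, 138 to 863 in border and 379 to 1686 in row >3 cells. They ranged from 144 to 2854, 155 to 2121 and 344 to 3184 without 1 SI replicate and from 84 to 727, 61 to 869 and 267 to 1392 without 1 LI replicate, and the cause was not tested.

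Between row >3 and centre cells of the SI, a log2 fold change over 1 left 2228 genes of 3518, by its construction, and the block within site gave 6103, which shared 3498. Without 1 library the count ranged from 1973 to 3780 and without 1 SI replicate from 701 to 4465. In the LI, the 5 genes became 93 with DESeq2, 0 with filterByExpr (1714 at an unadjusted p under 0.05), 1 without a filter, 1 with RLE factors, 0 with library size only (1751), 36 with the replicate block, 692 with the block within site and 243 on the groups compared only. Without 1 library the count ranged from 0 to 3 and without 1 LI replicate from 0 to 1. The difference between the sites in border against centre cells gave 0 genes by edgeR in the settings run apart from fits without libraries and 2 by DESeq2, and ranged from 0 to 23 without 1 library, 0 to 42 without 1 SI replicate and 0 to 0 without 1 LI replicate. In row >3 against centre cells it gave 149 with DESeq2, 13 with the replicate block, 620 with the block within site and 4 on the groups compared only, and ranged from 0 to 231 without 1 library, 0 to 857 without 1 SI replicate and 0 to 0 without 1 LI replicate. The cause was not tested.

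At the thresholds of the volcano plots, the 72 genes of the SI became 111 with DESeq2, 133 with the block within site, 34 with the legacy fit and 8 on the groups compared only, and ranged from 35 to 226 without 1 library and from 27 to 169 without 1 SI replicate. The 0 genes of the LI by edgeR became 5 with DESeq2, 1 with the replicate block, 2 with the block within site, 1 with the legacy fit, and 3 with DESeq2 on the groups compared only, with or without the block, and ranged from 0 to 3 without 1 library and from 0 to 0 without 1 LI replicate. The cause was not tested.

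The share of the first principal component was 81.7% on group means, 59.4% on group means with all genes, 42.1% with all genes and 65.3% with the variance stabilizing transformation. That of the second was 30.1% on group means with all genes, 22.1% with all genes, 19.6% with that transformation and 13.6% with log2 CPM. Without 1 library they ranged from 65.6% to 71.8% and from 12.8% to 18.5%. The share of variance between sites was 57.1% with the 500 most variable genes and 25.3% with log2 CPM, that between levels 12.9% with those 500 genes, and that between libraries of a group 51.9% with log2 CPM. Without 1 replicate number in all groups they ranged from 31.7% to 50.1%, from 24.3% to 31.0% and from 18.9% to 38.0%, and the cause was not tested.

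Of the 50 tests of gene lists by fry, 2 passed the threshold, 29 with camera, which presets the correlation between genes, and of these only the 2 for Paneth cell genes held under fry. With filterByExpr 5 passed. With the block within site 2 of 30 passed, and these 30 do not include the 2 Paneth tests, which compare the sites. For named genes and for gene lists in centre and border cells, this block changed no call beyond those given. With the block over all libraries 3 passed, the third being absorptive genes in border cells of SI against LI (median 1.17, adjusted p = 0.0457 by fry). The number ranged from 2 to 8 without 1 library, with 8 without SI centre replicate 3 and 4 without SI border replicate 2, and from 1 to 10 without 1 SI replicate. Over 1280 settings, 1229 results kept their direction and side, 49 passed in addition, 1 no longer passed and 1 reversed. Paneth cell genes in border cells no longer passed without SI replicate 1 (adjusted p = 0.0995 by fry). Their median as fitted, without the bound for genes at 0 in the LI, was 10.39 there and 10.42 with all libraries. The median of stem cell and Wnt target genes in border cells of SI against LI, 0.0091, was 0.30 without SI replicate 3 (adjusted p = 0.0212 by fry), and went down to -0.19 without SI border replicate 2. The cause was not tested.

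Over 59 results for named genes and 1168 settings, 975 kept direction and side, 41 no longer passed, 133 passed in addition and 19 reversed, none of these past the threshold. *Ccnd1* in the SI was 0.063 without SI border replicate 3, the highest of the fits without 1 library, which went down to -0.33. *Epcam* in the SI was -0.028 without SI border replicate 3 and -0.0053 without SI replicate 2, and these fits reached 0.15. *Ephb2* in the LI was 0.039 without LI centre replicate 1, 0.026 and 0.062 without LI border replicate 2 and 3, and 0.048 without LI replicate 3, and these fits went down to -0.14. *Epcam* in the LI was 0.058 without LI centre replicate 3, 0.10 without LI border replicate 1 and 0.020 without LI replicate 1, and these fits went down to -0.15. *Efnb3* in the LI, 0.0089, was -0.17 with DESeq2, -0.022 with library size only, -0.019 with the block within site, -0.16 with the legacy fit, -0.27 and -0.44 without LI centre replicate 2 and 3, -0.55 without LI border replicate 1, -0.35 without LI replicate 3 and -0.16 with DESeq2 on the groups compared only, and reached 0.99 without LI centre replicate 1. The cause was not tested.

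On simulated data with 3 libraries against 3 and no replicate effects, edgeR recovered 149 of 200 changed genes (74.5%) and called 13 unchanged ones, and DESeq2 169 and 24. The block within site gave 151 and 13 on other simulated data, with replicate effects shared within a site. These values therefore do not compare the fit with and without the block. The fits without a block were not tried on data with such effects, which the real libraries show. Genes with a few counts, such as *Adamts12* in the LI with 7 counts in border and 3 in centre libraries, a log2 ratio of 1.31 with a 95% exact interval from -0.82 to 3.89, are beyond what this depth resolves.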

Differences from the paper's values

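The DESeq2 fits on the groups compared only were tests chosen only after the result was seen.

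For the SI, 72 genes passed the thresholds of the volcano plot with edgeR, and the paper's value is about 41 in Extended Data Fig. 1c, read by eye. The legend of Extended Data Fig. 1c,d gives n=4 mice for each condition, that of Fig. 1h n=3, and 3 libraries per group were tested here. Of the alternatives set before the data were examined, the paper's number was within 1.5 times of that with filterByExpr (56), the legacy quasi-likelihood fit (34), and without SI centre replicate 1 (35), SI centre replicate 2 (41) or SI border replicate 3 (38). It was not with DESeq2 (111), no filter (72), RLE factors (71), library size only (69), the replicate block (73), the block within site (133), the groups compared only (8), or without SI centre replicate 3 (226), SI border replicate 1 (70) or SI border replicate 2 (158). DESeq2 on the groups compared only, chosen after seeing the values, gave 55 and dropped 0 of the 20 labelled genes. Of these, edgeR left out *St3gal4* and *Sgk2*. *Sgk2* passed with DESeq2, with library size only, with both replicate blocks, with the legacy fit, on the groups compared only and without SI border replicate 2, and in fits chosen after seeing the values also without SI replicate 2 and with DESeq2 on the groups compared only, with or without the replicate block. *St3gal4* passed without SI border replicate 2 and with DESeq2 on the groups compared only.

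For the LI, 0 genes passed with edgeR, with 368 at an unadjusted p under 0.05 and 5 past the thresholds with DESeq2, and the paper's value is about 2 in Extended Data Fig. 1d, read by eye. Of the alternatives set before the data were examined, the block within site (2) and the fits without LI centre replicate 3 (3) or LI border replicate 3 (3) came within 1.5 times of it, and the other 12 did not. Those 3 settings did not call *Rbm24* or *Apoa1*, the genes labelled in the figure. DESeq2 on all libraries called both, with *Mme*, *Gm6587* and *Prap1*. DESeq2 on the groups compared only, chosen after seeing the values, gave 3 and dropped 0 of the 2 labelled genes, with or without the replicate block.

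The paper states that centre and border cells differ within the LI as well as within the SI. With edgeR and with DESeq2 on all libraries, 0 genes passed the adjusted p in the LI (368 and 268 at an unadjusted p under 0.05), and DESeq2 on the groups compared only, chosen after seeing the values, called 7, *Smoc2* among them, and 128 with the replicate block, *Lgr5* among them (adjusted p = 1.7e-10 from its Wald test). The fits on all libraries share the spread of a gene over the 6 groups, so their 0 does not contradict the paper's statement. On the second principal component the LI groups followed the same order as the SI groups, and the lower *Lgr5* level of LI border cells is set by the sort on GFP from the *Lgr5* locus.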

Other observations

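The tests chosen only after the result was seen are those of the immediate-early and heat shock genes, of Paneth cells as the whole cause, of CPM of genes from outside the epithelium, of the spread of SI replicate 3, of gene lists without all SI libraries of a replicate number or with the block within site, and of the other splits of the libraries.

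*Plcb2* is used by tuft cells, and tuft cells among the sorted border cells were weighed as a source of its rise in the SI. All 16 genes of the tuft cell list were higher in SI border than in SI centre cells (median log2 fold change 1.83), but the list did not pass the threshold (adjusted p = 0.141 by fry, 0 genes called over all genes, 6 adjusted over the list alone), so tuft cells may contribute and this cannot be decided. The median was 4.56 without SI centre replicate 3 (adjusted p = 0.00548 by fry) and 4.69 without SI replicate 3 (adjusted p = 0.00225 by fry). *Dclk1* had 8.10, 10.4 and 204 CPM in the SI centre replicates. For the LI all 16 were higher too (median 0.47, adjusted p = 0.818 by fry), and the difference between the sites did not pass (median 1.37, 14 of 16 higher, adjusted p = 0.597 by fry), but did without SI centre replicate 3 (median 4.03, adjusted p = 0.00974 by fry) and without SI replicate 3 (median 4.20, adjusted p = 0.00377 by fry).

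Of the other lists between border and centre cells of the SI, stem cell and Wnt target genes had 0 of 23 higher (median -0.65, adjusted p = 0.186 by fry, 0 called over all genes, 6 adjusted over the list alone) and passed with the block within site (median -0.83, adjusted p = 0.0265 by fry). Absorptive genes had 19 of 20 higher (median 1.41, adjusted p = 0.317 by fry, 1 called, 4 adjusted over the list alone) and passed with that block (median 1.45, adjusted p = 0.0265 by fry). Goblet (1.04), enteroendocrine (0.91), Paneth (-0.24), S phase (-0.32), G2/M phase (-0.33), immune (0) and stromal (0) genes did not pass, with 0 genes called over all genes and 0 adjusted over the list alone. Goblet cell genes passed without SI centre replicate 3 (2.96, adjusted p = 0.00548 by fry), and stem cell and Wnt target genes passed without SI border replicate 2 (-1.03, adjusted p = 0.0499 by fry). Both lists passed without SI replicate 3 (2.17, adjusted p = 0.0116, and -0.50, adjusted p = 0.0334 by fry). In the LI, the medians were -0.33 for stem cell and Wnt target, 0.35 for absorptive, 0.35 for Paneth, 0.14 for goblet, -0.30 for enteroendocrine, -0.091 for S phase, -0.12 for G2/M phase, 0.47 for immune and 0.74 for stromal genes. None passed, the smallest adjusted p by fry was 0.693, and 0 genes were called over all genes or adjusted over the list alone. With all 18 libraries the difference between the sites passed for no list, and without SI centre replicate 3 it passed for goblet cell genes (median 2.50, adjusted p = 0.0236 by fry). With all 18 libraries, its median, mean and test differed in sign for immune genes (-1.73, -0.83 and higher) and for stromal genes (-0.24, -0.56 and higher).

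Between the sites, stem cell and Wnt target genes (0.30 in centre, 0.0091 in border cells), absorptive (0.31 and 1.32), goblet (-1.28 and -0.26), enteroendocrine (-0.54 and 0.69), tuft (-0.15 and 1.21), immune (0 and -0.75) and stromal genes (-0.60 and -0.84) did not pass. In border cells 8 absorptive genes were called over all genes and 11 adjusted over the list alone, and in centre cells 4 and 7. For stem cell and Wnt target genes these were 1 and 2 in border and 1 and 7 in centre cells, and for immune genes 0 and 1 in both. In fits without SI centre replicate 3, goblet (-2.82, adjusted p = 0.00548 by fry) and tuft genes (-2.77, adjusted p = 0.0130 by fry) passed in centre cells, and without SI border replicate 2 absorptive genes passed in border cells (1.79, adjusted p = 0.0499 by fry), as they did with the replicate number as a block over all libraries (1.17, adjusted p = 0.0457 by fry) and without SI replicate 2 (1.77, adjusted p = 0.0202 by fry). Leaving out SI replicate 3, stem cell and Wnt target (0.69, adjusted p = 0.00373 by fry), goblet (-2.80, adjusted p = 0.00373 by fry) and tuft genes (-2.75, adjusted p = 0.00377 by fry) passed in centre cells, and stem cell and Wnt target genes in border cells (0.30, adjusted p = 0.0212 by fry). Median, mean and test differed in sign in border cells for stem cell and Wnt target genes (0.0091, 0.66 and lower) and immune genes (-0.75, -0.66 and higher), and in centre cells for enteroendocrine genes (-0.54, 0.0080 and lower).

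Paneth cells occur in the SI and are a candidate source of genes higher in the SI. The Paneth cell list was higher in the SI in centre (13 of 14 genes, adjusted p = 0.00552 by fry, 8 called over all genes, 13 adjusted over the list alone) and border cells (14 of 14, adjusted p = 0.00793 by fry, 7 called, 13 adjusted over the list alone). With the genes at 0 in the LI at their bound of 3 counts over the group, the medians were 9.34 and 9.29. In SI centre cells, *Defa24* had 1619 CPM, *Lyz1* 1179 and *Itln1* 837, and the list took 0.510% of counts, against 0.0360% in LI centre cells. SI centre replicate 2 raised these means, with 3390 CPM of *Defa24* against 674 and 793 in replicates 1 and 3, and 1.05% of counts on the list against 0.252% and 0.229%. *Cd24a* is also expressed in the LI (289 CPM in SI and 343 in LI centre cells). This is consistent with RNA of Paneth cells among the sorted SI cells. Whether Paneth cells are the whole cause cannot be decided. Of the 317 genes higher in SI centre cells, 36 rose further to row >3 cells and 77 fell. But 1964 of all genes rose in that comparison, and a rise there does not tell why a gene differs at the centre. The fall of the Paneth list to row >3 cells did not pass the threshold either (median -0.57, adjusted p = 0.611 by fry). In 20 simulations with no change from centre to row >3 cells, between 727 and 842 genes were higher in SI centre cells. Of these simulated genes, between 0 and 1 rose, which a setting without change gives by its construction, so the simulations do not decide it. Of the 317, 8 are on the list. The real split gave the smallest p for either Paneth result (1 of 10 splits each), and 10 splits alone cannot exclude chance.

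The paper reports, from EdU and phospho-histone H3 staining, more dividing cells in the border of SI than of LI crypts. In border cells, S phase genes had 16 of 39 higher in the SI (median -0.079, adjusted p = 0.857 by fry) and G2/M phase genes 14 of 44 (median -0.17, adjusted p = 0.842 by fry), and 0 genes were called over all genes or adjusted over the list alone. No difference in these lists passed the threshold at this number of libraries. S phase genes took 0.258% and 0.298% of counts in SI border replicates 1 and 2, above the LI border libraries (0.228% to 0.237%). In SI border replicate 3, which lies apart from the other SI replicates, they took 0.138%. G2/M phase genes took 0.541%, 0.654% and 0.374% in SI border replicates 1, 2 and 3, and 0.513% to 0.617% in LI border libraries. The test therefore does not decide whether the sites differ. RNA of sorted cells and counts of cells per region measure different things. In centre cells the medians were 0.20 and 0.050.

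Cells from outside the epithelium were weighed for all comparisons. Of 33 immune and stromal genes, 1 reached a group mean of 20 CPM (*Cd74*, 404 CPM in SI centre and 9.29 in LI centre cells) and 26 stayed under 1. *Ptprc* reached 18.5, *Pdgfrb* 7.41 and *Col1a1* at most 2.12. Most of these transcripts were low, which argues against a large share of such cells. A limit of 20 CPM cannot exclude them as a source of genes that were called at a low level. With filterByExpr the stromal list passed between border and centre cells of the SI (3.01, adjusted p = 0.00544 by fry), for the difference between the sites (2.34, adjusted p = 0.0436 by fry) and between the sites in centre cells (-1.73, adjusted p = 0.0398 by fry).

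Among the genes lower in the SI than in the LI were *Btg2*, *Ier2*, *Nr4a1*, *Jun* and *Egr1*, which are immediate-early genes. Of 15 other immediate-early genes, 1 was higher in the SI in centre cells (median -1.47, adjusted p = 3.18e-04 by fry), 2 in border (median -1.12, adjusted p = 4.97e-04 by fry) and 4 in row >3 cells (median -1.04, adjusted p = 0.00651 by fry). Over all genes 9, 9 and 6 were called, and 12, 12 and 11 adjusted over the list alone. Heat shock genes had 0 of 8 higher at each level (medians -1.20, -1.15 and -1.06, adjusted p 0.0697, 0.0433 and 0.0445 by fry). These values are consistent with a stronger response to isolation in LI cells, and a difference between the tissues in the animal stays open. The real split gave the smallest p (1 of 10 splits at each level), and 10 splits alone cannot exclude chance.

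For border against centre cells of the SI, 2 of 10 splits gave a count as large as the 3 genes, and 2 of 10 one as large as the 72, so chance cannot be excluded. The other split, SI border replicates 1 and 3 with SI centre replicate 3 against the rest, gave 659 genes, and 243 at the thresholds of the volcano plot. Among the 4 splits that part all pairs of equal numbers the real one gave the most. In the LI all 10 splits gave counts of at least the 0 found by edgeR (368 at an unadjusted p under 0.05, 0 by DESeq2) and of at least the 0 at the volcano thresholds, which a count of 0 fixes in advance. Between the sites in centre and in border cells, the real split gave 532 and 468 genes and no other split gave a call by edgeR (1 of 10 splits each). This holds too among the 4 splits of border cells that part all pairs of equal numbers. As 10 splits give no share under 10%, they alone cannot exclude chance. For the difference between the sites in border against centre cells, all 100 splits drawn gave counts of at least 0, so these splits decide nothing about it. Leaving out SI replicate 3 gave 252 genes between border and centre cells of the SI, which may reflect spread that this replicate adds. Leaving out SI centre replicate 3 alone gave 319, but leaving out SI border replicate 3 alone raised the count little. Leaving out SI border replicate 2 alone raised it more than that, so replicate 3 is not shown to be the only source.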
